# Global dynamics of stage-specific transcription factor binding during thymocyte development

**DOI:** 10.1038/s41598-018-23774-9

**Published:** 2018-04-04

**Authors:** Tomonori Hosoya, Ricardo D’Oliveira Albanus, John Hensley, Greggory Myers, Yasuhiro Kyono, Jacob Kitzman, Stephen C. J. Parker, James Douglas Engel

## Abstract

In vertebrates, multiple transcription factors (TFs) bind to gene regulatory elements (promoters, enhancers, and silencers) to execute developmental expression changes. ChIP experiments are often used to identify where TFs bind to regulatory elements in the genome, but the requirement of TF-specific antibodies hampers analyses of tens of TFs at multiple loci. Here we tested whether TF binding predictions using ATAC-seq can be used to infer the identity of TFs that bind to functionally validated enhancers of the *Cd4*, *Cd8*, and *Gata3* genes in thymocytes. We performed ATAC-seq at four distinct stages of development in mouse thymus, probing the chromatin accessibility landscape in double negative (DN), double positive (DP), CD4 single positive (SP4) and CD8 SP (SP8) thymocytes. Integration of chromatin accessibility with TF motifs genome-wide allowed us to infer stage-specific occupied TF binding sites within known and potentially novel regulatory elements. Our results provide genome-wide stage-specific T cell open chromatin profiles, and allow the identification of candidate TFs that drive thymocyte differentiation at each developmental stage.

## Introduction

T cells develop in the thymus, where biologically distinct events driven by the interplay of multiple transcription factors (TFs) acting in coordination take place at each thymocyte stage. After migration of thymic seeding progenitors from the bone marrow and their occupation of supportive niches in the thymic medulla, early thymic progenitors (ETP) develop through immature double negative (DN; CD4^−^CD8^−^) cells to the double positive (DP; CD4^+^CD8^+^) stage, and then mature into either CD4 single-positive (SP4) helper or CD8 SP (SP8) killer T cells. While ETP retain multi-lineage differentiation capacity, they gradually lose the potential to become non-T lineage cells and become increasingly restricted to a T lineage fate^1–4^. During the DN stages, committed, developing T cells undergo immune system-specific DNA recombination, and must successfully recombine a *Trb* gene allele (encoding the T cell β receptor, TCRβ) to then pass the β selection checkpoint (when the formation of a pre-TCR complex is assessed)^5,6^ in order to survive. At the next DP stage (where both CD4 and CD8 are expressed on the cell surface), the TCRα receptor rearranges, and only cells expressing a functional cell surface TCR complex (TCRα plus TCRβ) that is able to bind with appropriate affinity to the major histocompatibility complex (MHC) survive positive selection^7^. DP cells recognizing MHC class I can then mature into SP8 T cells, while DP cells recognizing MHC class II mature into SP4 T cells. Finally, negative selection eliminates by apoptosis cells that bind to self-peptides presented by the MHC, and only cells that do not exhibit high affinity to self-peptides survive^7^.

Although T cell developmental stage-specific gene expression profiling has been previously described^8,9^, the mechanisms that regulate those spatial and temporal expression patterns are far less well understood for all but a handful of genes. DNA-binding TFs play a central role governing gene expression in each cell, often eliciting transcriptional responses through specialized regulatory elements, including promoters, enhancers, and silencers. A widely accepted model for gene expression is that multiple transcription factors bind to an enhancer, assemble an enhanceosome, and then recruit co-activators and chromatin-remodeling proteins to the promoter^10,11^. Given the limitations of ChIP-seq to detect a single TF per assay, an alternative approach for detecting TF binding is using open chromatin assays, such ATAC-seq^12,13^. The genome is highly compact except within transcribed genes and regulatory elements, where chromatin is open and sensitive to cleavage by DNaseI^14–16^ or transposition by Tn5 transposase^17^. The binding of TFs to DNA affects DNase/transposase cleavage in the vicinity of the bound site, allowing for TF occupancy to be predicted from the chromatin accessibility data^12,13,18^. Thus DNase/ATAC footprinting can be used to identify TF binding motif sequences within regulatory elements.

To generate genome-wide profiles of stage-specific chromatin accessibility and TF binding during thymocyte development, we performed ATAC-seq at four different stages of adult thymocyte development: DN, DP, SP4 and SP8 stages. The open chromatin regions identified by ATAC-seq highlighted both known, biologically validated regulatory elements, as well as many novel potential regulatory elements. Furthermore, footprinting analysis^12,13^ of those open chromatin regions revealed the high-resolution landscape of predicted TF-bound motifs within those sequences. Our ATAC-seq data enabled the discovery of both stage-independent and stage-specific domains of open chromatin, and the TF footprinting data revealed 10–20 novel protein bound sequences within the previously validated enhancers of the *Cd4*, *Cd8, Trb* and *Gata3* genes. Furthermore, enrichment analyses of TF binding in stage-specific open chromatin allowed the identification of TF motifs potentially driving each stage of thymocyte development. These data demonstrate that stage-specific changes in open chromatin are highly dynamic as thymocytes develop and provide deep insight into how the stage-specific binding of multiple TFs orchestrate transcriptional regulatory networks.

## Results

### T cell developmental stage-specific genome-wide mapping of accessible chromatin

To gain insight into developing T cell stage-specific chromatin opening, DN, DP, SP4 and SP8 cells were isolated from adult thymi by flow cytometry (Supplementary Fig. S1). 50,000–100,000 cells were processed for ATAC-library preparation as described^17^. 

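In ATAC-seq, a transposase inserts sequencing adapters into accessible DNA, so reads pile up where chromatin is open. DN, DP, SP4 and SP8 thymocytes of 4 mice gave 16 libraries. Mouse4144 and Mouse300 formed experiment 1, with 50000 cells per library, and Mouse4220 and Mouse302 formed experiment 2, with 100000 cells. After the authors' filters, the DN libraries held 31185833 to 54244850 reads (median 44049588) and the DP libraries 26266581 to 133561133 (median 33951172). The SP4 libraries held 24178547 to 46752311 reads (median 29147793) and the SP8 libraries 31185833 to 36033798 (median 34855484). Before peak calling, the authors capped each library at the median depth and pooled the 4 mice of a stage. The data analysed here are therefore 1 peak list per stage, with no spread between mice, and comparisons between stages describe these lists. Each peak carries an interval, a summit, a fold enrichment over the local background, a −log10 q-value and a score. These are the authors' own values and were used here only to describe, rank or filter peaks within a list. The height of a peak is given as its percentile by fold enrichment within its own list, so that a value of 90 means that 90% of the peaks of that stage were lower. To compare stages, peaks of the 4 lists that shared at least 1 bp were merged into regions, and a region was called at every stage with a peak in it. Regions called at a single stage are named DN-only, DP-only, SP4-only and SP8-only. They differ from clusters of read signal, because a weak peak just under the threshold counts as not called. Genes, exons and transcriptional start sites (TSSs) came from the GENCODE M21 and RefSeq annotations of mm10.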

The ATAC-seq reads (Supplementary Table S1) were then mapped to mouse reference genome mm10 using BWA^19^ and peaks were called using MACS2^20^. ATAC-seq signals depicted in the IGB browser^21^ were reproducible in thymocytes recovered from 4 individual animals (Supplementary Fig. S2), and all peaks were highly correlated across biological and technical replicates (median Spearman correlations: DN = 0.89, DP = 0.87, SP4 = 0.88, SP8 = 0.90; Supplementary Fig. S3). ATAC-seq signals at the DP stage (which comprises approximately 85% of total thymocytes, Supplementary Fig. S1) reflected profiles that were similar to DNase-seq peaks of total adult thymocytes^22^ (Supplementary Fig. S2), as anticipated. On a global scale, DP ATAC-seq peak signals were highly correlated with DNase-seq peak signals of total thymocytes (median Spearman correlation = 0.70 to 0.79 Supplementary Fig. S3). Based on these results, we concluded that ATAC-seq provides a biologically reliable strategy to attain deeper insights into T cell stage-specific chromatin accessibility and transcription factor binding.

We identified 150,139 (DN), 107,110 (DP), 115,074 (SP4) and 104,411 (SP8) genomic open chromatin peaks at 5% FDR (Supplementary Fig. S4). These open chromatin domains correspond to 1.63% (DN), 1.22% (DP), 1.32% (DP) and 1.26% (SP4) of the mouse genome. 

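In the lists of the 4 stages, each line was a distinct interval and all intervals lay on chromosomes 1 to 19, with 0 peaks on X or Y. The DN list (150139 peaks) was 1.30 times as long as the SP4 list (115074), 1.40 times as long as the DP list (107110) and 1.44 times as long as the SP8 list (104411). The excess of DN peaks was present on 19 of 19 chromosomes in each comparison. The ratio to DP was lowest on chromosome 15, at 1.29. The ratio to SP4 was between 1.19 on chromosome 15 and 1.40 on chromosome 5, and that to SP8 between 1.33 on chromosome 15 and 1.53 on chromosome 8. The alternative that moved the counts most was a q-value of at most 0.001, which left 147464 DN, 104325 DP, 112532 SP4 and 102568 SP8 peaks. Widths and heights were similar across the stages, with a median width of 226 bp (DN), 221 bp (DP), 223 bp (SP4) and 236 bp (SP8) and a median fold enrichment of 5.56, 5.45, 5.93 and 6.11. The longest peaks reached 2149, 2276, 2393 and 2315 bp.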

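The union of the intervals covered 44585105 bp at DN, 33416315 bp at DP, 35958648 bp at SP4 and 34484261 bp at SP8. Over the 2730871774 bp of the mm10 sequences used here, this is 1.63% (DN), 1.22% (DP), 1.32% (SP4) and 1.26% (SP8). Counting only the 2647521431 bp of chromosomes 1 to 19, X and Y outside assembly gaps moved the shares most, to 1.68%, 1.26%, 1.36% and 1.30%. The SP8 list held fewer peaks than the DP list but covered more sequence, because its peaks were wider.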

73,177 peaks were present at all four stages of thymocyte development, while the others were stage-specific. 

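Merging the 4 lists gave 185978 regions, of which 63369 (34.1%) were called at all 4 stages. Another 51024 regions (27.4%) were called at 2 or 3 stages and 71585 at a single stage. DN-only regions numbered 40393, SP4-only regions 13742, DP-only regions 9619 and SP8-only regions 7831. Among the sets of 2 stages, the largest were DN with DP (10401 regions) and SP4 with SP8 (7101), and the smallest was DP with SP8 (1268). Counting DN peaks that overlapped a peak of each other stage by at least 1 bp in place of regions gave 69321 peaks at all 4 stages, and requiring the summits of the other stages inside the DN peak gave 61710. With equal numbers of peaks taken from each list, 57538 regions were called at all 4 stages. The shared regions held 48.1% of the DN peaks, 65.1% of the DP peaks, 60.5% of the SP4 peaks and 65.9% of the SP8 peaks.

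**Figure D1:**
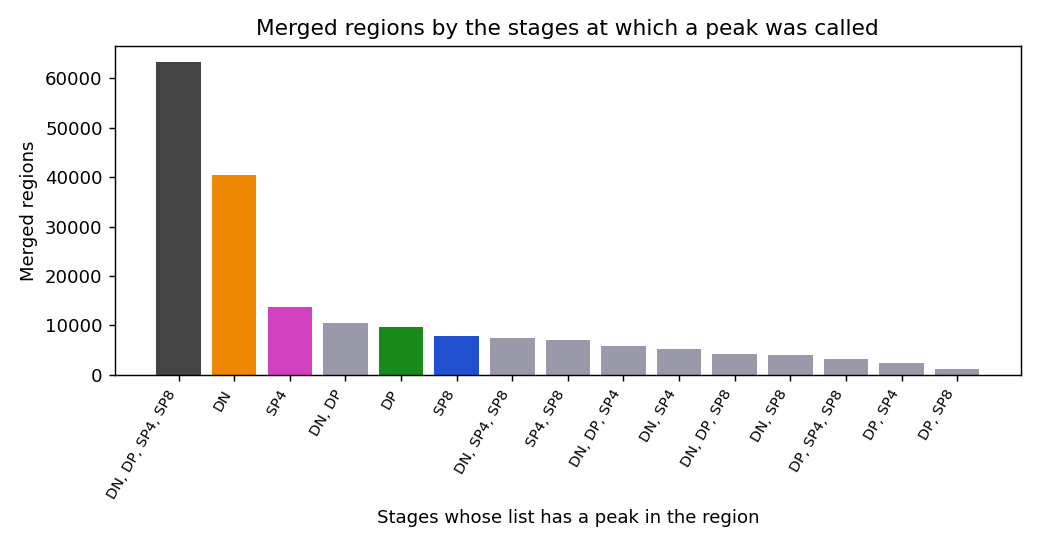
Bars give the number of merged regions (y axis) called at each set of stages (x axis), from the pooled list of each stage. The bar for all 4 stages (63369 regions) is the highest, followed by that for DN alone (40393).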

20% (DN), 27% (DP), 24% (SP4) and 26% (SP8) of the ATAC peaks overlapped with promoter regions (defined as 200 bp upstream of a gene transcriptional start site). 

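The paper combined UCSC and RefSeq genes (Supplementary Fig. S4), and GENCODE M21 and RefSeq transcripts were used here in their place. With at least 1 bp of overlap and each peak counted once, 22257 of 150139 DN peaks lay at a promoter, which is 14.8% (95% Wilson interval 14.6 to 15.0%). The share was 17.5% at DP (17.3 to 17.8%), 15.9% at SP4 (15.7 to 16.2%) and 17.3% at SP8 (17.1 to 17.5%). The intervals cover counting error only. The annotation held 251533 transcripts with 185273 distinct TSSs. The DN share was lower than that of every other stage on 19 of 19 chromosomes. Of the alternatives set in advance, the highest shares came from a promoter of 1000 bp, which gave 21.5% (DN), 23.9% (DP), 22.2% (SP4) and 23.6% (SP8), and the lowest from the summit in place of the whole peak, which gave 9.22%, 11.0%, 10.5% and 11.4%. Of the regions called at all 4 stages, 25.2% overlapped a promoter, against 5.86% of DN-only, 4.32% of DP-only, 2.84% of SP4-only and 3.69% of SP8-only regions.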

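Exons without a promoter held 21397 DN peaks (14.3%), 14886 DP peaks (13.9%), 15173 SP4 peaks (13.2%) and 14039 SP8 peaks (13.4%), with at least 1 bp of overlap and exons of all annotated transcripts. With TSSs and exons of protein-coding transcripts only, the shares were 10.2%, 10.1%, 9.27% and 9.52%.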

10% (DN), 9% (DP), 8% (SP4) and 9% (SP8) of the ATAC peaks overlapped with an exon, but not with a promoter. 73% (DN), 63% (DP), 68% (SP4) and 65% (SP8) of the ATAC peaks overlapped with neither an exon nor a promoter (Supplementary Fig. S4).

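Outside promoters and exons lay 106485 DN peaks (70.9%), 73442 DP peaks (68.6%), 81561 SP4 peaks (70.9%) and 72308 SP8 peaks (69.3%). The DN and SP4 shares differed by less than their counting error, and the DP share was the lowest. This distal share was 61.7% for regions called at all 4 stages, 78.8% for regions called at 2 or 3 stages, and 79.9% (DN-only), 82.1% (DP-only), 86.0% (SP4-only) and 83.8% (SP8-only) for regions called at a single stage.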

We next sought to quantify the full spectrum (from specific to ubiquitous) of patterns of chromatin accessibility across the analyzed thymocyte developmental stages in an unbiased manner. We performed *k*-means clustering using the ATAC-seq signal. This analysis yielded 6 clusters of accessible regions: four that were specific for each stage (DN, DP, SP4, SP8), one that was ubiquitous, and one that was a combination of DN and ubiquitous (Fig. 1a, Supplementary Fig. S5). 

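Because the read signal behind the *k*-means clusters was not used here, territory was first computed for regions classed by the stages at which they were called. Regions called at all 4 stages covered 34311017 bp, or 56.9% of the merged territory, and had a median width of 465 bp. Regions called at 2 or 3 stages covered 23.0%, with a median width of 229 bp. DN-only regions covered 12.5% (7533160 bp, median width 154 bp), against 3.44% for SP4-only, 2.32% for DP-only and 1.90% for SP8-only regions. The DN-only share was lowest with equal numbers of peaks taken from each list, at 7.80%, and then still exceeded the 3.41% (SP4), 3.49% (DP) and 3.01% (SP8) of the other single-stage classes. *k*-means with 6 clusters on the percentiles within each list, divided by the highest value of each region, gave a cluster high at all 4 stages with 52.2% of the territory and a cluster high at DN alone with 18.5%. A cluster high at DN and DP held 10.1%, and the clusters high at SP4, SP8 and DP alone held 8.17%, 6.46% and 4.50%. No spread between mice can be set beside these shares. The paper relates the territory of its own clusters to an earlier conclusion, which it cites, on how compact chromatin is in differentiated and immature cells.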

The ubiquitous cluster covered more genomic territory than any of the stage-specific clusters, while the DN-specific cluster covered more territory than the other stage-specific clusters (Fig. 1b), which is consistent with the previous conclusion that in general differentiated cells maintain a more compact chromatin architecture than their immature counterparts^23^.

**Figure 1:**
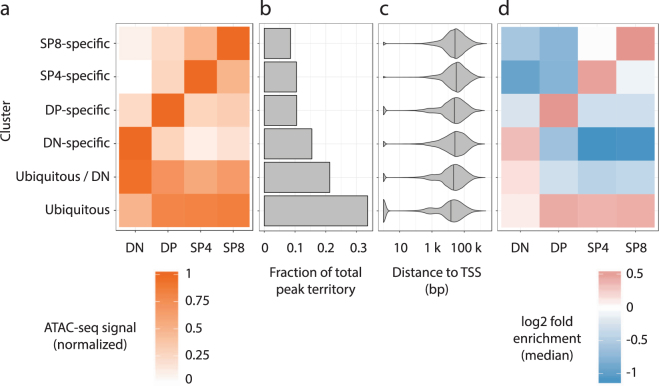
Analysis of stage-specific and ubiquitous ATAC-seq clusters. (**a**) *k*-means clustering results for the ATAC-seq signal in the four samples. Colors indicate the mean ATAC-seq signal for each sample in the respective cluster (*i.e*. the cluster centers). (**b**) Fraction of total peaks territory covered by each of the clusters. (**c**) TSS distance distribution (in log_10_ scale) for each of the clusters. Vertical bars in the violin plots correspond to the median of the dataset. (**d**) Median GAT footprint enrichment of all motifs for each dataset in the *k*-means clusters. GAT footprint enrichment heatmaps for each motif are shown in Supplementary Fig. S7.

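The distance from the edge of each region to the nearest TSS was computed for 6 classes of regions and set to 0 where they overlapped. Regions called at all 4 stages lay a median of 3146 bp from a TSS (95% interval 3072 to 3233 bp), and 23.8% of them overlapped one. The median was 6038 bp for DN-only regions (5923 to 6153 bp), 6370 bp for DP-only (6149 to 6635 bp), 7332.5 bp for SP4-only (7137 to 7580 bp) and 6342 bp for SP8-only (6094 to 6630 bp). Only 3.74%, 2.24%, 1.32% and 2.02% of these regions overlapped a TSS. The Kolmogorov-Smirnov statistic of the regions called at all 4 stages was 0.201 against DN-only, 0.216 against DP-only, 0.229 against SP4-only and 0.219 against SP8-only regions. The −log10 of the p-value, Bonferroni-corrected over 10 pairs, was 863, 337, 511 and 288 in the same order. The shared regions had the shorter median on 19 of 19 chromosomes in each comparison. DP-only and SP8-only regions were the closest pair (statistic 0.0151), with no difference after the correction. Regions of a pooled list are not replicates, so these p-values compare lists, not mice. The medians depended on the set of transcripts, and RefSeq curated transcripts alone, chosen after seeing the data, moved them most, to 11855 bp for regions called at all 4 stages, 20223 bp for DN-only, 21367 bp for DP-only, 23938 bp for SP4-only and 19907 bp for SP8-only regions. The alternatives kept the statistic between 0.162 and 0.204 for DN-only and between 0.200 and 0.239 for SP4-only regions.

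**Figure D2:**
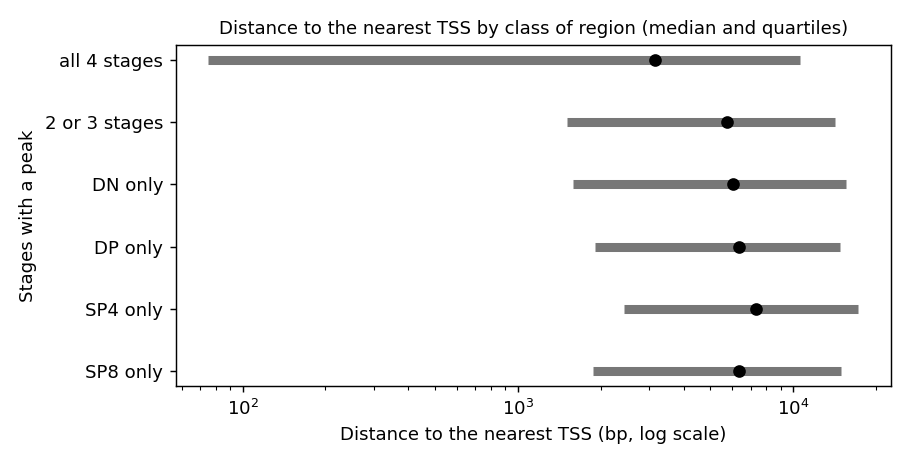
Points give the median distance to the nearest TSS in bp (log axis) and bars the quartiles for each of the 6 classes of regions. The median of the regions called at all 4 stages, 3146 bp, is the shortest.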

We next measured the distance of each peak in the four clusters to the nearest TSS and found that the ubiquitous cluster was significantly closer to TSS than the other clusters (*p* < 10^−3^ ^24^, pairwise Kolmogorov-Smirnov tests with Bonferroni correction), suggestive of it being more associated with promoters and housekeeping genes than cell-identity features (Fig. 1c). Supporting this hypothesis, we found that SP4- and SP8-specific clusters were the most enriched for T cell related GO terms using ChIP-Enrich^24^ (Supplementary Fig. S6). The DP-specific cluster also had high enrichment for terms related to T cell differentiation, but to a lesser extent. Conversely, the DN-specific and ubiquitous clusters were strongly enriched for non-specific developmental terms, suggesting that these might regulate more general functions. These results form a comprehensive map of developmental dynamics in the open chromatin landscape across thymocyte maturation.

### TF binding identification by ATAC-seq footprinting

In order to achieve greater insights into genomic DNA sequences that are bound by TFs, we performed TF footprinting predictions using CENTIPEDE^25^. To validate the performance of CENTIPEDE footprint calls in our thymocyte data, we first compared our results with GATA3 ChIP-seq data in DN and DP thymocytes (GSE20898)^26^ and CTCF ChIP-seq in total thymocytes (ENCODE, ENCSR000CDZ)^22^. We used the Genomic Annotation Tester (GAT) tool^27^ to statistically evaluate the overlap between footprint calls and ChIP-seq bound motifs, while controlling for genome and feature sizes, as well as mapability issues (see Methods for details). Tests on both datasets showed significant overlap between ChIP-seq and footprint data (*p* < 10^−3^), indicating that the footprint predictions recapitulate actual protein binding events detected by ChIP-seq for the corresponding TF (Supplementary Table S2). These data demonstrate the effectiveness of the footprint calls from these deeply sequenced ATAC-seq data in order to generate a high confidence catalogue of putative TF-bound sequences in a thymocyte stage-specific manner.

We next focused on TF binding motifs for T cell activators and repressors that were predicted by Jojic *et al*.^28^ from stage-specific gene expression profiling. We predicted the binding for the Jojic factors and their families. As expected, we found that the footprints called in each sample were enriched both in its own specific cluster and the ubiquitous cluster, but depleted in the other sample-specific clusters using GAT, indicating that CENTIPEDE did not detect bound TF binding sites in regions that were not active in the sample being analyzed (Fig. 1d and Supplementary Fig. S7).

We next focused on footprint calls within functionally validated enhancers. The classic definition of enhancer requires that it must be functionally validated by tests for both sufficiency and necessity in regulating its specific target gene expression, but to date only few T cell enhancers have been tested for both *in vivo*. 

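Positions of the elements *E4p*, *E4m*, *S4*, *E8I* to *E8V*, *Eβ* and *TCE1* were read by eye from the axes of the paper's browser views. With at least 1 bp of overlap, 79 peaks of the 4 lists fell on these 10 elements, and 10 of 10 elements had a peak at all 4 stages. When the summit had to lie inside the element, 9 elements had a peak at all 4 stages, and *S4* then had one at 3. The windows shown in the paper's views held more peaks than the elements account for. The 50 kb window at *Cd4* held 14 (DN), 12 (DP), 13 (SP4) and 12 (SP8) peaks in 19 merged regions, of which 9 were called at all 4 stages and 6 at a single stage. The *Trb* window held 13, 13, 12 and 13 peaks in 20 regions, 8 of them called at all 4 stages. The *Gata3* window, on chromosome 2 from 9500001 to 9900000, held 63, 51, 66 and 60 peaks in 93 regions, 30 of them called at all 4 stages and 30 at a single stage.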

The ATAC-seq data identified open chromatin regions within functionally validated regulatory elements for the *Cd4* (Fig. 2 and Supplementary Fig. S8), *Cd8* (Fig. 3 and Supplementary Fig. S9), *Trb* (Supplementary Fig. S10) and *Gata3* (Fig. 4) genes. The fact that the ATAC footprints recapitulated TF binding to the previously characterized motifs within these regulatory elements underscore the robust nature of the footprint approach employed in this study. Furthermore, our footprint data unveiled 8–20 novel sequences that were predicted to be bound within each of these regulatory elements (Figs 2–4 and Supplementary Figs S8–10). Based on these data, we propose that TFs bind to these sequences to assemble an active structural element that initiates and/or maintains the activity of each of these regulatory modules.

**Figure 2:**
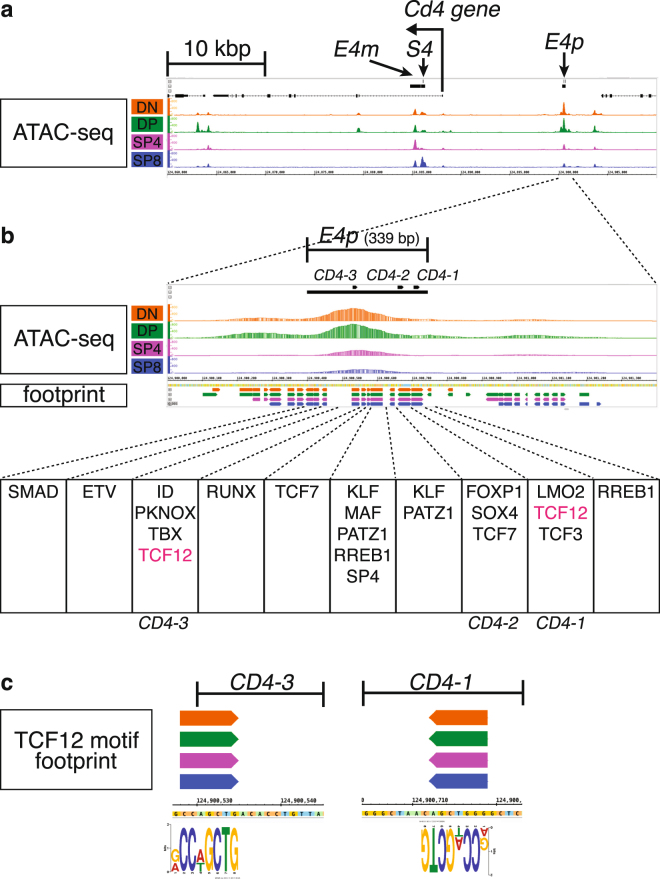
ATAC-seq signal and CENTIPEDE footprint calls around the functionally validated *E4p Cd4* gene enhancer. (**a**) ATAC-seq signals are shown on the IGB browser within around 50 kbp of the *Cd4* locus; mm10, chr6:124,860,001–124,910,000. The positions of the *E4p*, *E4m* enhancers and *S4* silencer^40–42^ are shown at the top. (**b**) ATAC signal and footprint calls around *E4p* are depicted. *CD4-1, CD4-2* and *CD4-3* sequences were first identified by DNaseI footprinting in the SL3B T cell line^40^. (**c**) TCF12 (aka HEB) motif footprints in the *CD4-1* and *CD4-3* sequences. Footprint calls within *S4* and *E4m* are shown in Supplementary Fig. S8.

**Figure 3:**
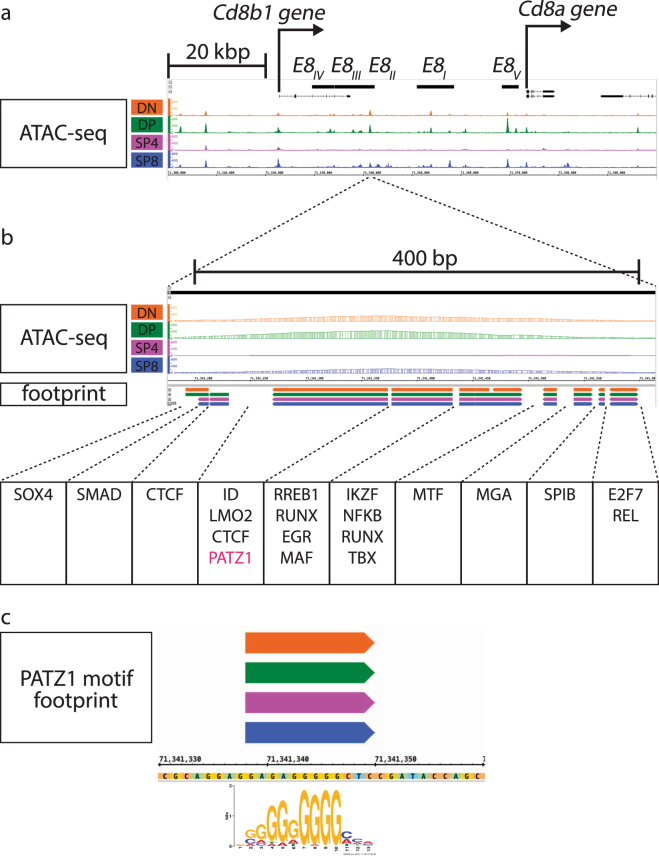
ATAC-seq signal and footprint calls within functionally validated enhancers for the *Cd8* gene. (**a**) ATAC-seq signals are shown on the IGB browser within around 100 kbp of the *Cd8* locus; mm10, chr6:71,300,001-71,400,000. The positions of the *E8*_*I*_ - *E8*_*V*_ enhancers^43–45^ are depicted at the top (**b**) ATAC signals and footprint calls at an ATAC peak identified in *E8*_*II*_ are shown. (**c**) A PATZ1 motif footprint within *E8*_*II*_ is shown. Footprint calls within *E8*_*I*_ and *E8*_*V*_ are shown in Supplementary Fig. S9.

**Figure 4:**
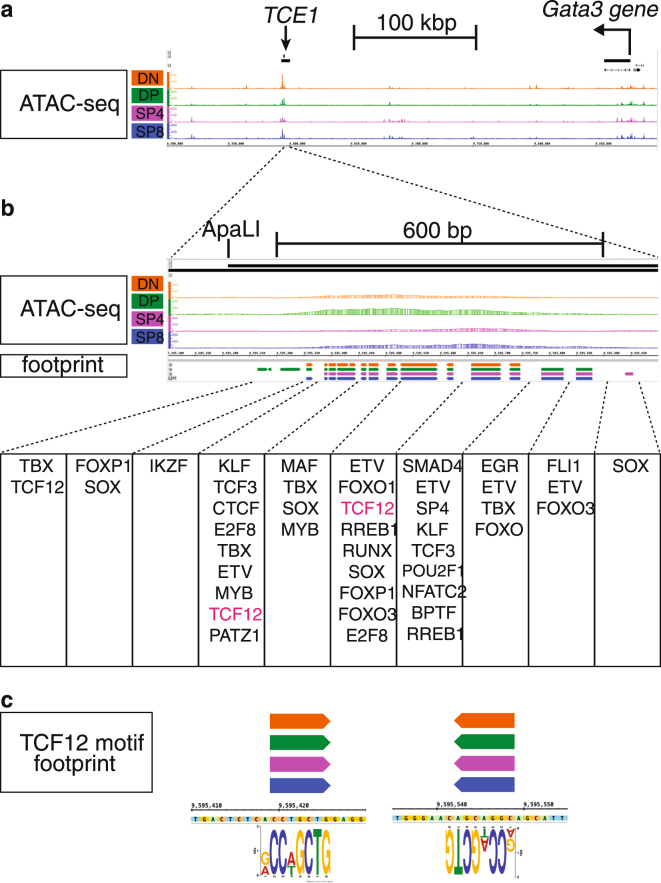
ATAC-seq signal and footprint calls within the functionally validated *TCE1 Gata3* enhancer. (**a**) ATAC-seq signals are shown on the IGB browser around 400 kbp of the *Gata3* gene; mm10, chr2: 9,500,001–9,900,000. (**b**) ATAC peak and TF footprint calls at an ATAC peak found in *TCE1* core^33,34^. (**c**) TCF12 (aka HEB) motif footprints.

### Changes in global TF binding during thymocyte development

We next sought to identify higher-resolution differences in predicted TF binding across samples by measuring the pattern of chromatin accessibility anchored on footprint motifs. We found striking differences for the footprint motifs across the samples and clusters in which they were active (Fig. 5 and Supplementary Fig. S11). CTCF had strong detectable binding patterns only in the ubiquitous cluster, and a similar pattern was observed for EGR3. TCF7 (aka TCF-1) had significant binding in all clusters. TCF4, on the other hand, was detected more strongly in the DP and DN clusters, was mostly absent in the common clusters, and almost undetectable in SP4 and SP8 thymocytes, even though it was one of the most significantly enriched motifs in these two stages (*p* = 0.001). RUNX patterns were visible in the common and DN clusters, but not in the more differentiated stages. Although GATA footprints were enriched in all clusters, we could not detect strong binding patterns, which is suggestive that it may have weaker interactions with DNA^29^. Interestingly, we did not find any SP4- or SP8-specific occupancy patterns, even though some motifs, such as TCF3 and ID4, had higher enrichment values in the SP4- and SP8-specific clusters than in the ubiquitous cluster (see next and Supplementary Table. S3 for the enrichment values). These different patterns between stages for TCF3 and ID4 suggest that the availability (expression or protein levels) of these TFs changes or that different TFs recognize these motifs at each stage.

**Figure 5:**
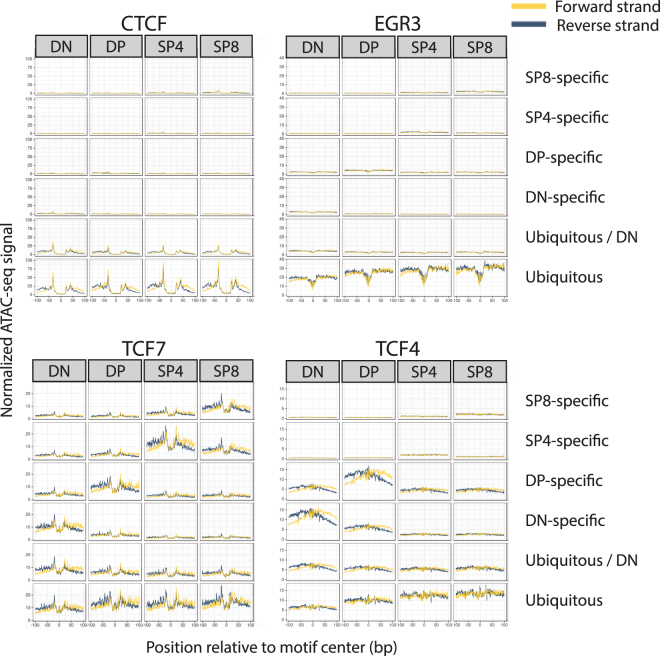
Footprint occupancies across samples and clusters. Normalized occupancy signals (see Methods) at ±100 bp of motif center for CTCF, EGR3, TCF7 and TCF4. Horizontal facets correspond to the ATAC-seq samples, and vertical facets correspond to the *k*-means clusters.

We finally asked which footprints were enriched in each of the stage-specific open chromatin clusters defined in Fig. 1a. Each cluster showed enrichment of different TF motif footprints (Fig. 6 and Supplementary Table S3). Of note, we independently performed motif enrichment in the ATAC-seq clusters using HOMER (Supplementary Fig. S12), but this approach did not capture the nuanced enrichments we detected with the footprinting approach, as HOMER only takes the motif occurrences and not the ATAC-seq signal into account. These data support the concept that many TFs bind to specific transcriptional regulatory elements at each developmental stage to achieve stage-specific gene expression patterns, and that the binding of these individual factors is reflected in the dynamic changes in transcriptional networks that must accompany thymocyte developmental progression from one stage to the next.

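Occurrences of 20 consensus motifs in the single-stage regions were counted here against the regions called at all 4 stages (Fisher's exact test on regions with and without a match, Benjamini-Hochberg adjustment over 80 tests). These are sequence matches, not footprints. On whole regions, whose widths differ between the classes, the share with a match was lower for 19 motifs in DN-only, 18 in DP-only, 20 in SP4-only and 20 in SP8-only regions and higher for 0, 1, 0 and 0. For 10, 6, 9 and 10 motifs the share went one way and the matches per kb the other. In windows of 100 bp around summits, which removes the difference in width, 5 motifs were higher and 10 lower in DN-only regions, 3 and 6 in DP-only, 7 and 9 in SP4-only and 5 and 6 in SP8-only regions. In these windows, the E-box motif of TCF3, TCF12, TCF4 and ID4 (CAGSTGB) occurred in 30.2% of DN-only against 20.5% of shared regions, a log2 ratio of matches per kb of 0.63 (adjusted p = 1.23e-272, Fisher's exact test). The log2 ratio was 0.32 at DP, -1.32 at SP4 and -1.12 at SP8. The RUNX motif had a log2 ratio of 0.66 at DN, -1.92 at DP, -1.05 at SP4 and -0.45 at SP8. CTCF matches were rarer in all single-stage classes, with log2 ratios of -1.57 (DN), -3.21 (DP), -3.55 (SP4) and -1.05 (SP8). EGR matches were rarer at DN (-1.08) and SP4 (-0.96), with an adjusted p from Fisher's exact test of 0.105 at DP and 1 at SP8. TCF7/LEF1 matches were more frequent at SP4 (0.79) and SP8 (0.38) and rarer at DN (-0.16), with an exact adjusted p = 0.349 at DP. GATA matches were more frequent at SP4 (0.87) and DN (0.19) and rarer at DP (-0.32), with an exact adjusted p = 0.177 at SP8. The windows were not matched on GC content, whose median was 49% in SP4-only and 54% in shared windows. On whole regions, a background matched on GC content lowered the log2 ratio of GATA at SP4 from 0.90 to 0.51. That of TCF7/LEF1 at SP4 fell from 1.08 to 0.68, so both stayed above 0. Some signs depended on the background. On whole regions, against single-stage regions of the other stages, an alternative chosen after the data were seen, the log2 ratios of CTCF were 0.59 at DN and 0.97 at SP8 and those of TCF7/LEF1 and GATA at DN -0.55 and -0.13, on the other side of 0 from those of whole regions against shared regions.

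**Figure D3:**
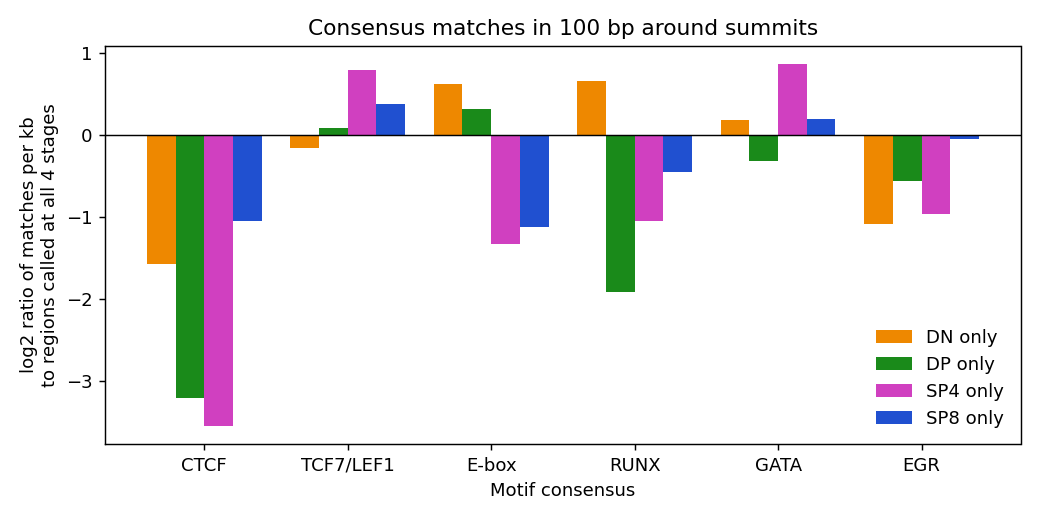
Bars give the log2 ratio of motif matches per kb in 100 bp windows around summits (y axis), single-stage regions against regions called at all 4 stages, for CTCF, TCF7/LEF1, E-box, RUNX, GATA and EGR at each stage. The highest bar is that of GATA at SP4 (0.87), and the CTCF bars are all below 0. The windows were not matched on GC content.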

**Figure 6:**
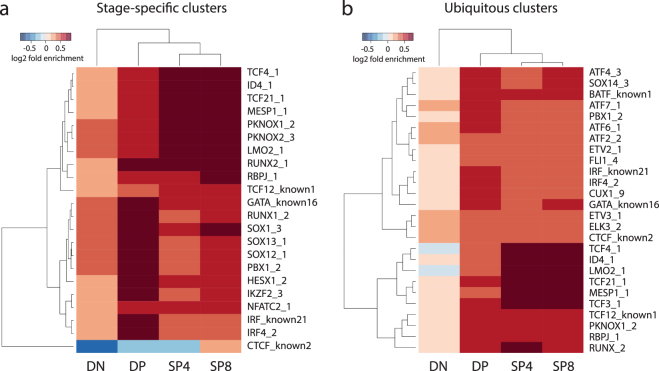
Individual footprint enrichments in each of the samples. (**a**) GAT enrichment scores for the top factors that maximize the variance between the stage-specific clusters of each of the ATAC-seq samples. (**b**) Similar to (**a**), but comparing the enrichments for each ATAC-seq sample in the ubiquitous cluster. Darker red colors correspond to stronger enrichments, and blue colors correspond to depletions.

These footprinting data identified potential stage-specific regulators. Out of the 34 SOX family TF motifs tested, 10 and 9, respectively, were within the top 20 enrichment scores for DN and DP, but not in in SP4 and SP8 (Supplementary Table S3), suggesting that a SOX family TF(s) is important for DN- and DP-specific gene expression. Of 3 PBX family TF motifs tested, 2 were within the top 20 fold-enrichment scores for the DP-specific cluster (Supplementary Table S3). These data suggest a role for PBX family TFs in DP-specific gene expression. Out of 4 PKNOX family TF motifs tested, 3 were within the top 20 enrichment scores for the SP4 and SP8 clusters (Supplementary Table S3), indicating that PKNOX family TFs contribute to SP4- and SP8-specific gene transcription. Finally, out of 7 MAF family TF motifs tested, 1 and 3 were within the top 20 fold-enrichment scores for the SP4 and SP8 clusters, respectively (Supplementary Table S3), supporting the hypothesis that MAF family TFs are important for SP8-specific gene expression.

## Discussion

We performed ATAC-seq experiments and footprint analyses at four major stages of thymocyte development in order to compile a catalogue of stage-specific accessible chromatin sequences as well as to identify specific sequences bound by TFs. We identified ubiquitous and stage-specific open chromatin regions, recapitulating the identity of functionally validated regulatory elements, as well as revealing novel regulatory loci. The ATAC-seq footprinting data for predicted αβT cell activators and repressors highlighted TF-bound motifs within those regulatory regions, as well as bound motifs that were enriched in each of the thymocyte stage-specific accessible chromatin clusters, providing an in-depth view into the inner regulatory workings of thymocyte development. We identified between 8 and 20 novel sequences that were predicted to be bound by proteins within previously identified regulatory elements for the *Cd4*, *Cd8*, *Trb* and *Gata3* genes, which supports the idea that an approximately 8–20 TFs bind to an enhancer in order to form a TF complex/enhanceosome that is capable of supporting the initiation and/or activation of enhancer activity. Thus one future goal is to investigate the ability of individually bound sequences to contribute to enhancer activity, which can be tested by *in vivo* ablation or mutation of specific TF motifs. The genome-wide footprinting approach detailed here is an alternative to ChIP experiments, but the two are complementary. It is well known and has been documented that several different proteins can bind to a given sequence motif (*e.g*. all six vertebrate GATA factors bind with reasonably high affinity to the AGATAA sequence motif, so identification of a given *cis* element in the absence of data regarding the tissue specificity of a given family of factors may only be marginally informative). ChIP experiments, in contrast, can capture indirect binding by virtue of protein-protein interactions that occur in larger complexes formed with a specific DNA binding protein^30,31^, potentially complicating assignment of which factor is genuinely bound to DNA at any given site.

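Outside promoters and exons, 32264 DN-only, 7897 DP-only, 11820 SP4-only and 6560 SP8-only regions were called at a single stage. Over all single-stage regions, those at promoters and exons included, peaks were low within their lists. The median percentile by fold enrichment was 30.2 (DN), 19.3 (DP), 23.2 (SP4) and 17.1 (SP8), against 69.1, 65.0, 66.0 and 64.2 for peaks in the regions called at all 4 stages. Above the 75th percentile of the list lay 2220 DN-only regions (5.50%), 108 DP-only (1.12%), 194 SP4-only (1.41%) and 33 SP8-only (0.421%). The single-stage regions highest by q-value at DN were on chromosomes 3, 12 and 18. The first, from 151729780 to 151730344, lay 578 bp from *Ifi44* with a fold enrichment of 37.1. That on chromosome 12, from 13180834 to 13181295, lay in an exon of a noncoding transcript, 35678 bp from *Ddx1*. On chromosome 18, from 83684726 to 83685146, the nearest gene, *Tshz1*, is 326481 bp away. The highest at DP were on chromosome 3 from 89451917 to 89452725, 965 bp from *Pbxip1* (fold enrichment 16.6), and on chromosome 2 from 117422325 to 117422630, 79324 bp from *Rasgrp1*. Another lay in an intron of *Pecam1* on chromosome 11 from 106671835 to 106672335. The corresponding SP4 regions lay in introns of *Ptk2b* (chromosome 14, 66157318 to 66157791, fold enrichment 21.2), *Lcmt1* (chromosome 7, 123386233 to 123386773) and *Rora* (chromosome 9, 68932581 to 68933208). At SP8 they lay in introns of *Elk3* (chromosome 10, 93272186 to 93272599, fold enrichment 8.79) and *Rftn1* (chromosome 17, 50157845 to 50158293) and 4180 bp from *Btg2* (chromosome 1, 134070605 to 134070990).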

The thymocyte stage-specific open chromatin regions identified here by ATAC-seq followed by *k*-means clustering approach highlighted the positions for thousands of potentially novel developmental stage-specific regulatory elements. The ATAC peaks provided evidence for the previously predicted closed- or open-chromatin status in both the *Cd4* and *Cd8* loci during thymocyte development^32^. Furthermore, the identification of two major ATAC peaks within the 7.1 kbp that originally defined the *Gata3* enhancer, *TCE1*^33,34^, suggests that one or both of these two open chromatin domains (of approximately 600 bp and 500 bp) play a major role in the enhancer activity of *TCE1*. 

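*Cd4* lies on the minus strand of chromosome 6 from 124864692 to 124888221, and *Lag3*, also on the minus strand, from 124904361 to 124911705. Within the exons of *Cd4*, a region from 124879359 to 124879931 was called at DN (percentile 93.0) and DP (92.1) but at neither SP stage. *Cd8b1* (71322788 to 71337494) and *Cd8a* (71373427 to 71379173) lie on the plus strand of the same chromosome. Peaks at *Cd8* were more frequent after the DN stage, with 26 at DN, 34 at DP, 37 at SP4 and 38 at SP8 in the 100 kb shown in Fig. 3, although the DN list is the longest. Of the 49 merged regions in that window, 19 were called at all 4 stages and 12 at a single stage, and 0 of those 12 at DN. The regions over the TSS of *Cd8a* and of *Cd8b1* were called at all 4 stages, with a percentile at SP4 of 18.7 for *Cd8a* (71.4 at DN, 56.1 at DP and 70.7 at SP8) and of 88.2 for *Cd8b1*. These regions over TSSs and the *Cd4* exon region were chosen after their values were seen.

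**Figure D4:**
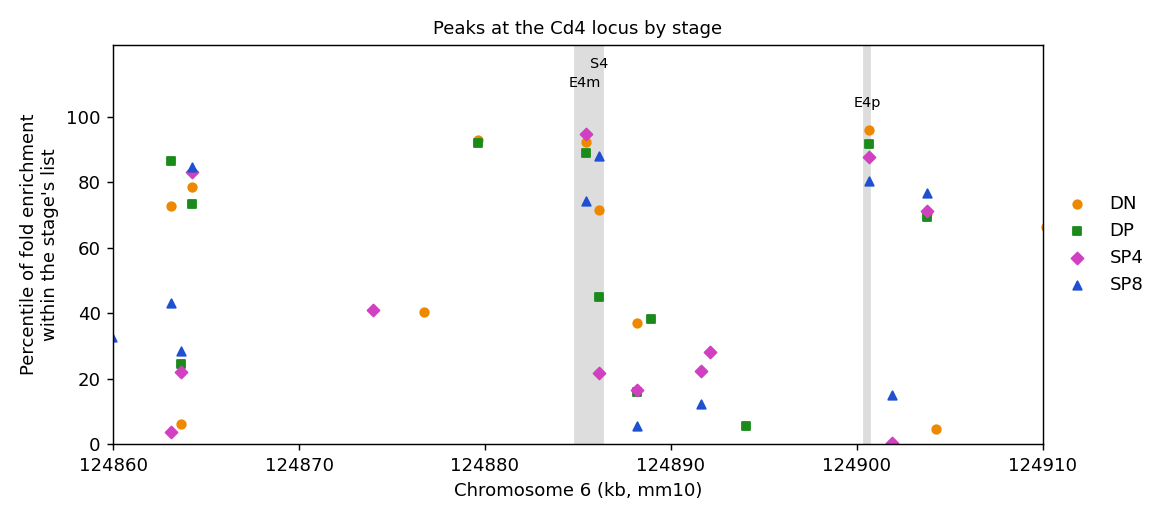
Peaks of the 4 stages at *Cd4* are drawn by position on chromosome 6 in kb (x axis) and by percentile of fold enrichment within the list of the stage (y axis), with *E4m*, *S4* and *E4p* shaded. All 4 stages have a peak in each shaded element.

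**Figure D5:**
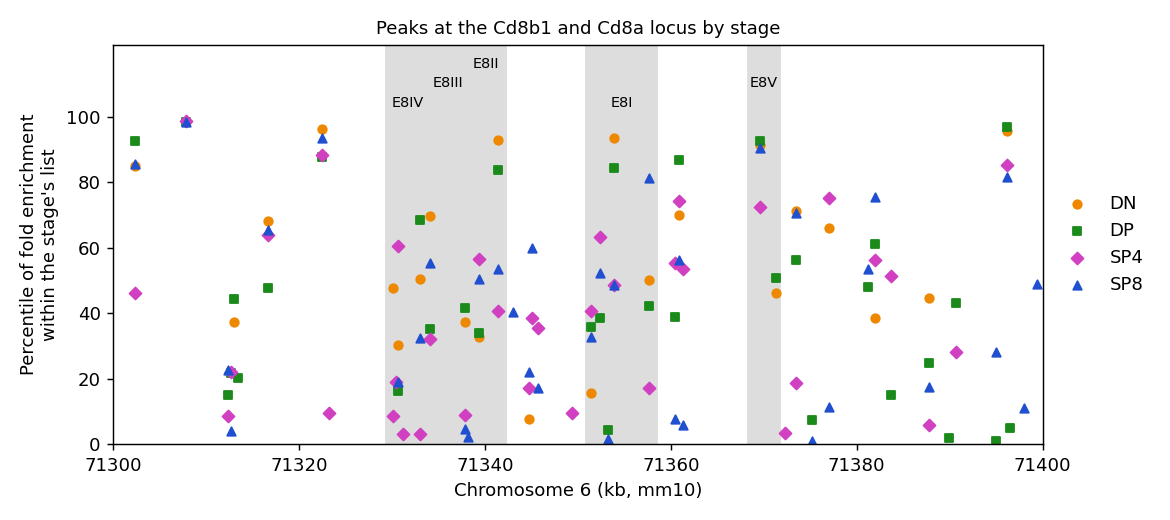
Peaks of the 4 stages at *Cd8* are drawn in the same way, with *E8IV*, *E8III*, *E8II*, *E8I* and *E8V* shaded. Peaks outside the shaded elements are seen at each stage.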

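*TCE1* lies between protein-coding genes on chromosome 2, with *Gata3* (9857078 to 9890034, minus strand) as the nearest of them. Noncoding transcripts were not counted as genes in this search. The first of its peaks was called at all 4 stages in a region from 9593772 to 9594407, 262671 bp from *Gata3*. The peak was 626 bp wide at DN, 604 bp at SP4, 549 bp at SP8 and 539 bp at DP, with a median of 576.5 bp. Its percentile was 94.9 at DN, 86.8 at SP8, 75.2 at SP4 and 73.0 at DP. Ranked by q-value, it was also highest at DN (99.9) but lowest at SP4 (92.3). A much smaller peak of 154 bp, from 9596280 to 9596433, was called only at SP4 (percentile 9.33).

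**Figure D6:**
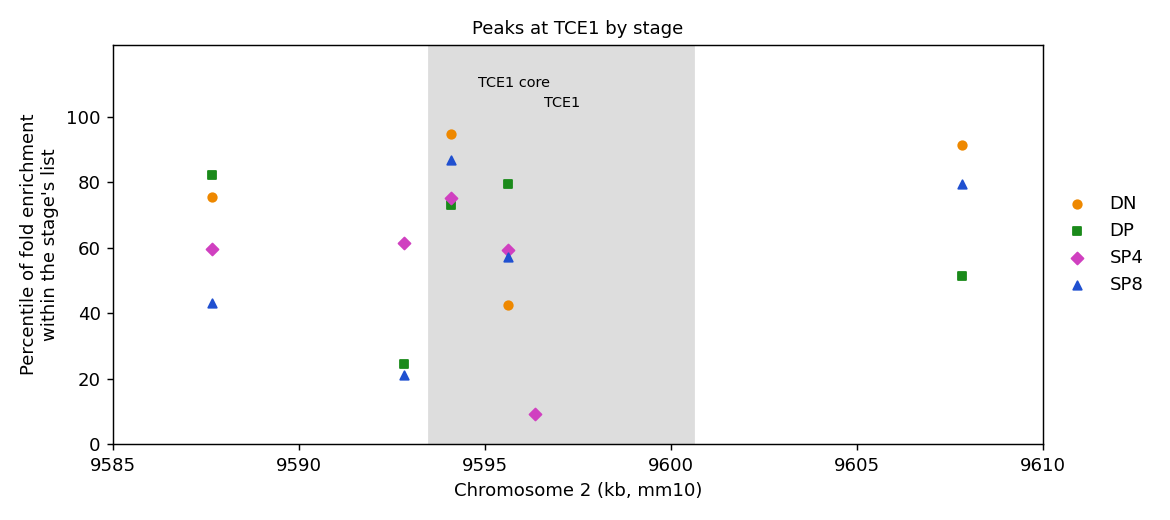
Peaks of the 4 stages around *TCE1* are drawn by position on chromosome 2 in kb (x axis) and by percentile of fold enrichment within the list of the stage (y axis), with *TCE1* shaded. The left peak is highest at DN, at a percentile of 94.9.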

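The other main *TCE1* peak occupied a region from 9595315 to 9595906 on chromosome 2 and fell within the core sequence as drawn in Supplementary Fig. S2. It was 546 bp wide at DP, 537 bp at SP8, 418 bp at SP4 and 397 bp at DN (median 477.5 bp). In contrast to the first peak, it was highest at DP, with a percentile of 79.4, and lowest at DN, with 42.6. The percentile was 59.3 at SP4 and 57.3 at SP8. Ranked by q-value, DP (95.8) was again the highest and DN (82.2) the lowest.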

In agreement with this hypothesis, one of these ATAC-seq peaks aligns perfectly with a 1.2 kbp “core” sequence that exerts similar reporter gene activation in thymocytes of transgenic mice that is roughly equivalent to the whole 7.1 kbp *TCE1* sequence^34^.

Enrichment of footprints in the stage-specific open chromatin clusters highlighted TF families binding to the motif as potential stage-specific regulators. These data provide an additional layer of information to the αβ T cell factors^28^ predicted from lineage specific gene expression profiles. The most immediate future plans following these identifications are to investigate whether or not each bound sequence is necessary for any specific enhancer/silencer activity, which can be tested by *in vivo* genomic DNA mutation of the TF motif. In summary, the genome-wide view of open chromatin presented here as well as the identification of the sequence motifs bound by TFs at four different stages of thymocyte development is a useful point from which to begin to assemble precise models for transcriptional regulation of T cell stage-specific gene expression.

## Methods

### ATAC-seq

ATAC libraries were prepared as described previously^17^. In brief, 50,000 to 100,000 DN, DP, CD4 SP and CD8 SP thymocytes were isolated by flow cytometry (Supplementary Fig. S1). Cells were processed for ATAC reaction, and then the ATAC libraries were PCR amplified with barcoded primers. The ATAC-seq libraries were paired end 75 bp sequenced on a HiSeq 4000 at the UM Sequencing Core. Raw reads were trimmed for barcodes and aligned to the mm10 reference genome using BWA^19^; duplicates were removed with Picard and then filtered for high quality (mapq ≥ 30), properly paired alignments and uniquely mapped as described in our previous study^12^.

### Peak calling

In order to account for sequencing depth differences between each library, we down-sampled reads (keeping read pairs intact) to the median depth of all libraries after the pruning steps described above. This ensures that sequencing depth would not confound the analysis. After this step, we combined all replicates from each stage into a single BAM file to increase sequencing depth (ranging from 120 to 134 million reads per stage) and called peaks using MACS2^20^ with options *–nomodel –shift -50 –extsize 100 -B –keep-dup all*. 

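By the read numbers of Supplementary Table S1, the median depth over the libraries was 34450295 reads. With every library capped at that number, the sums over the 4 mice were 134536718 reads for DN, 125800443 for DP, 116924428 for SP4 and 134240244 for SP8. All peaks of the lists passed a q-value of 0.05, and 66.0% (DN), 62.6% (DP), 65.5% (SP4) and 69.8% (SP8) of the peaks had a q-value of at most 1e-10.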

For testing the reproducibility between samples, we generated a set of regions that were called (narrow) peaks in at least one of the merged samples, retrieved the number of fragments mapping to these regions in each replicate and calculated the pairwise Pearson correlations between all replicates of the same stage.

### *k*-means clustering and functional enrichments

To perform k-means clustering, we generated a set of genomic regions that were called peaks in at least one of the samples (master peaks list) by using bedtools merge in the combined MACS2 output for all samples. 

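The regions merged from the lists covered 2.21% of the genome and had a median width of 231 bp. The widest spanned 2853 bp, and 5596 regions were wider than 1000 bp. Joining peaks that touch without sharing a base changed the number of regions only to 185964.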

For each sample, we calculated the FPKM in each of the master peaks regions, and normalized the signal by dividing the values by the TSS enrichment of the sample, which accounts for the signal-to-noise ratio, and then applied robust IQR scaling $$({X}_{scaled}=\frac{{x}_{i}-median(X)}{IQR(X)})$$, where IQR is the distance between the 1^st^ and 3^rd^ quartiles, to make the values comparable across samples. This signal was then row-wise normalized by the maximum of every sample $$({Y}_{normalized}=\frac{{y}_{i}}{{\rm{\max }}(Y)})$$. Using this matrix of genomic coordinates per samples, we ran the k-means implementation available in R 3.3.1 for *k* = 1, 2, …, 15 *k* values and determined that *k* = 6 was suitable for our analyses. Increasing *k* to higher values only marginally decreased variance and yielded repetitive clusters patterns, with 1,000 random starts for robustness. We analyzed the within cluster variances for all (Supplementary Fig. S5). In order to perform functional annotation of the clusters, we used the ChIP-Enrich R package^24^, which allow us to directly compare the enrichment scores and *p* values for the same GO terms across samples.

### PWM scans and ATAC-seq footprints

In the current study we focused on TF binding motifs for T cell activators and repressors that were predicted by Jojic *et al*.^28^ from stage-specific gene expression profiling (171 αβT cell factors, Supplementary Table 10 in ref.^28^). Position weight matrix (PWMs) for each motif was obtained from ENCODE^35^, JASPAR^36^ and TF pairs identified by Jolma *et al*.^37^. Total 417 binding motifs for 67 out of 171 Jojic αβ T cell factors were derived from these databases.

We scanned the mm10 genome for the PWMs for the 417 motifs using FIMO^38^ with the G-C content background frequency for mm10 (41.7%), and used the default 10^−4^ P value threshold, also filtering for motif occurrences intersecting regions with known mapability issues (blacklisted regions). CENTIPEDE^25^ was used to call footprints from the ATAC-seq data as we have done previously^12,13^. Briefly, for each PWM scan result we generated a strand-specific (relative to the motif orientation) single base pair resolution matrix encoding the number of Tn5 transposase integration events in a region ±100 bp from each motif occurrence. A motif occurrence was considered bound if the CENTIPEDE posterior probability was higher than 0.99 and its coordinates were entirely contained by an ATAC-seq peak. To generate the motif occupancy plots for each factor, we aggregated the signal used as input for CENTIPEDE for all the predicted bound motifs, as well as an equal number of motifs with posteriors less than or equal to 0.5 and not intersecting ATAC-seq peaks in that sample. The normalized signal plotted was obtained by dividing the bound signal by the unbound.

### Overlap of ATAC-seq footprint and ChIP-seq

In order to test the correspondence between footprint calls and ChIP-seq data for GATA and CTCF, we used GAT^27^ with the workspace set as all the GATA or CTCF motif matches in the mm10 genome, the respective ChIP-seq peaks as the segments, and the respective CENTIPEDE footprint calls as the annotation. By limiting the workspace only to the specific motifs, the data stringently delimit the space for genomic interval overlap testing. The footprint enrichments in the ATAC-seq clusters were performed separately for each sample and for each motif. We used as workspace all the motif occurrences within the master peaks regions (see *k*-means clustering above) for the individual motif being analyzed. As annotations, we used the cluster designations from the *k*-means analysis. The segments were all the footprints for that motif in that sample. Additionally, we used the option -n to 1,000 in order to increase statistical robustness. This resulted in a table with the GAT results for every motif in each cluster and in each sample.

### Data Availability

ATAC-seq and footprint data have been deposited in GEO database^39^ and accessible through accession number GSE107076.

## Electronic supplementary material

Supplementary Information

# Supplementary material for: Global dynamics of stage-specific transcription factor binding during thymocyte development
**Source:** Sci Rep. 2018 Apr 4;8:5605. doi: 10.1038/s41598-018-23774-9
**Supplement:** Supplementary file 1 — Supplementary Information

## **Supplementary Information**

### **Global dynamics of stage-specific transcription factor binding during thymocyte development**

Tomonori Hosoya<sup>1,\*</sup>, Ricardo D'Oliveira Albanus<sup>2,\*</sup>, John Hensley<sup>2</sup>, Gregory Myers<sup>1</sup>, Yasuhiro Kyono<sup>2,3</sup>, Jacob Kitzman<sup>2,3</sup>, Stephen C. J. Parker<sup>2,3</sup> and James Douglas Engel<sup>1</sup>

University of Michigan

3035 BSRB

109 Zina Pitcher Place

Ann Arbor, Michigan 48109-2200

\* Co-first authors

**Supplementary Figure S1. Isolation of staged thymocytes.** (a) Individual stages of thymocytes were isolated using a FACSAria III (BD). Representative dot plots from 1 mouse (out of 4 animals examined in two different experiments) are shown. Area Scaling was set with total thymocytes and doublets were gated out using FSC-A vs. FSC-H. PI was used to discriminate dead from live cells. The gates (blue) are shown for DN ( $\text{Lin}^- \text{CD4}^- \text{CD8}^- \text{CD3}^-$ ), DP ( $\text{Lin}^- \text{CD4}^+ \text{CD8}^+$ ), SP4 ( $\text{Lin}^- \text{CD4}^+ \text{CD8}^- \text{CD3}^+$ ) and SP8 ( $\text{Lin}^- \text{CD4}^- \text{CD8}^+ \text{CD3}^+$ ) cells. The numbers near the boxed areas indicate the mean percentage of cells in each gate. The lineage cocktail used was a mixture of e450-conjugated antibodies recognizing TER119 (TER119), B220 (RA2-6B2), CD19 (1D3), Mac1 (M1/70), Gr1 (RB6-8C5), CD11c (N418), NK1.1 (PK136) and gdTCR (GL3). Cells were also stained with PECy-CD4 (RM4-5), APC-CD8 (53-6.7) and PE-CD3e (145-2C11) purchased from eBiosciences or BioLegend. (b) A small fraction of the sorted cells were reanalyzed to check for purity.

Supplementary Figure S1

A

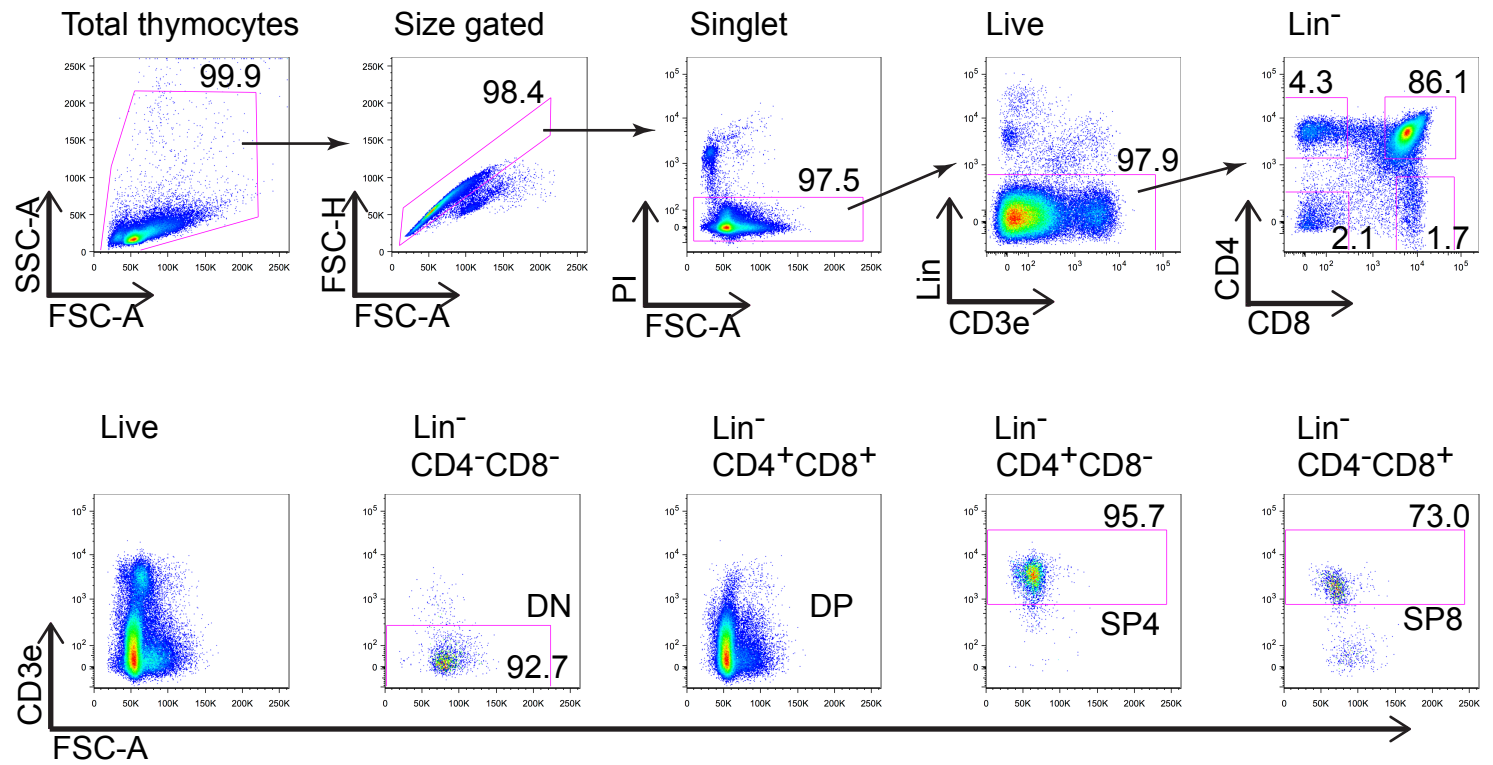

B Sorted cells

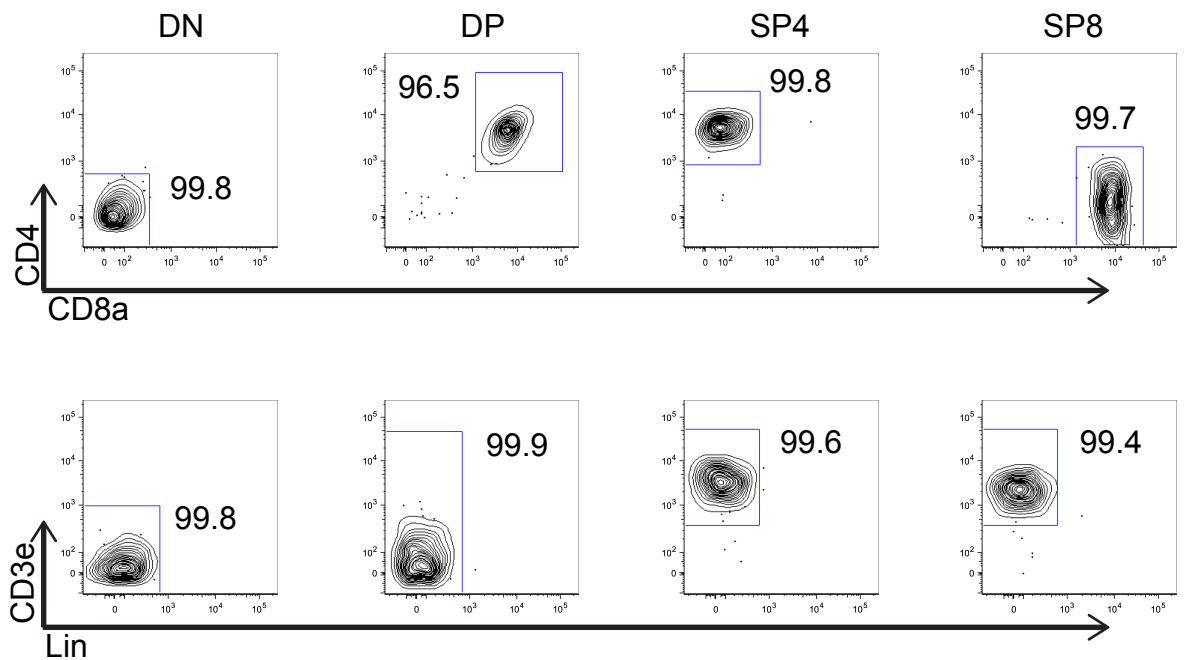

**Supplementary Figure S2. ATAC-seq profiles of thymocytes.** ATAC-seq signals (MACS2 bedgraph converted to bigwig format) and peaks (MACS2 broad peak calling) surrounding the *Cd4* (a), *Cd8* (b) and *Trb* (c, encoding TCR $\beta$ ), *Gata3* (d) loci and *TCE1* enhancer for *Gata3* gene (e). Data are on the IGB browser around 50 kbp of the *Cd4* locus (a, mm10, chr6:124,860,001-124,910,000), around 100 kbp of the *Cd8* locus (b, chr6:71,300,001-71,400,000), around 50 kbp of *Trb* gene beta enhancer (c, *E $\beta$* , chr6:41,520,001-41,570,000), within +/- 1.2 Mbp of the *Gata3* gene (d, chr2: 8,600,001-11,000,000) and around *TCE1* enhancer for *Gata3* gene (e). (Top) ATAC-seq peaks were generated in quadruplicate in order to analyze chromatin accessibility in DN (orange), DP (green), SP4 (pink) and SP8 (blue) stage thymocytes. (Bottom) ATAC-seq peaks in DP stage (green), which compose approximately 85% of total thymocytes, were compared with DNase-seq (DHS, middle, ENCODE, ENCSR000COB, isogenic replicate 1 and 2) and H3K27ac ChIP-seq (bottom, ENCODE, ENCSR000CCH, isogenic replicate 1 and 2) in thymocytes.

# Supplementary Figure S2

a

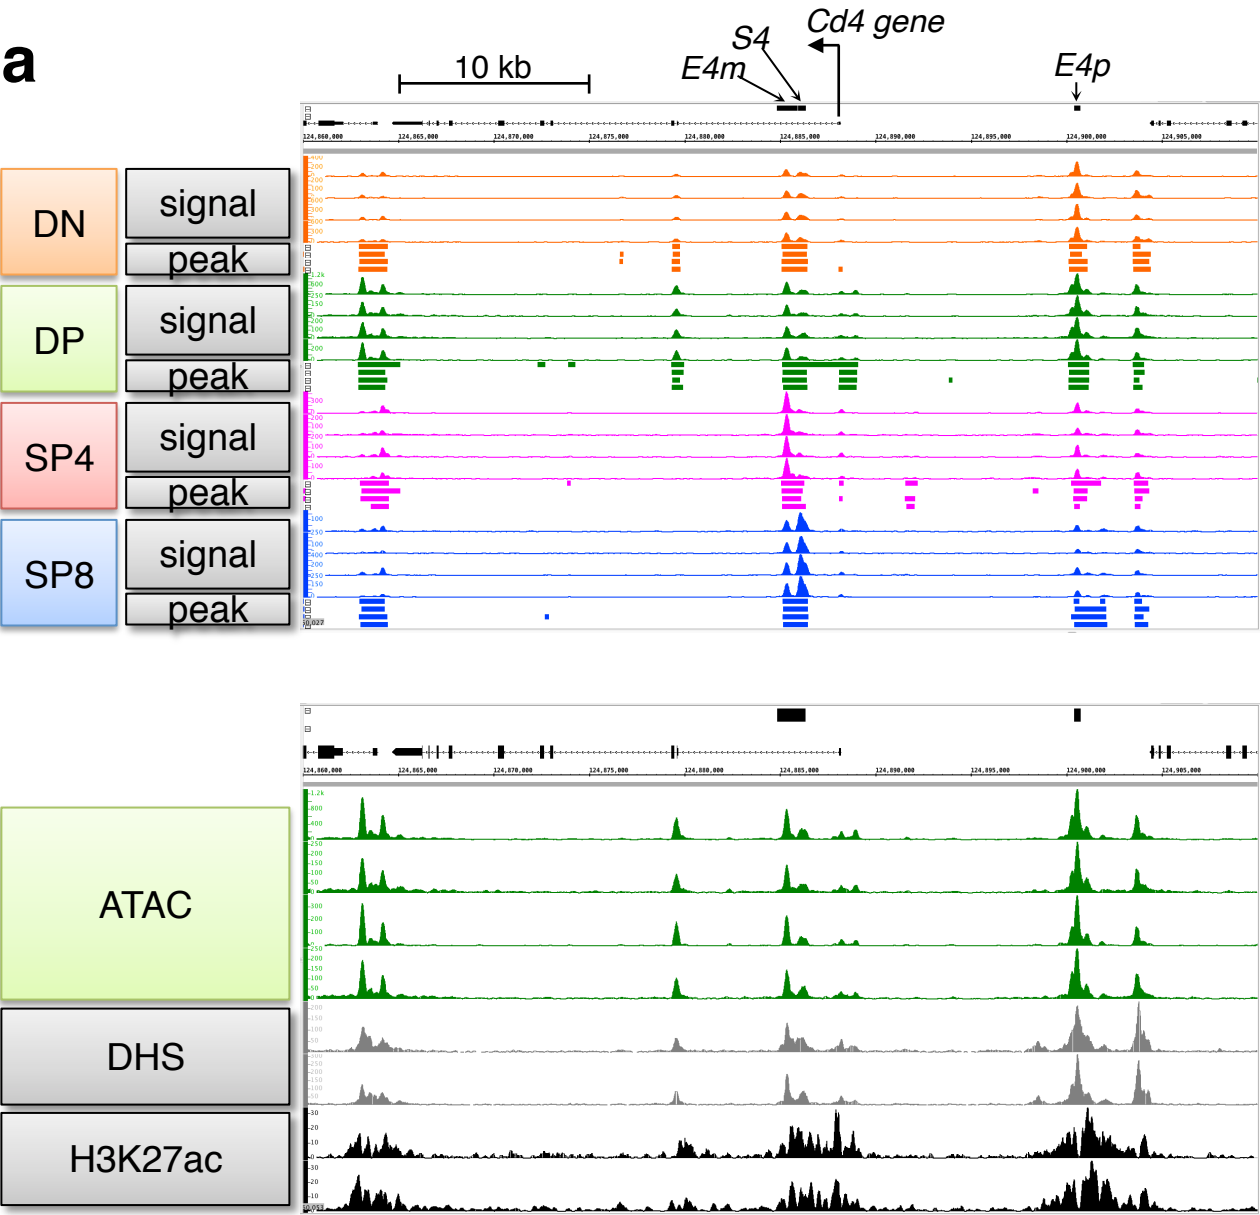

## Supplementary Figure S2 (cont'd)

**b**

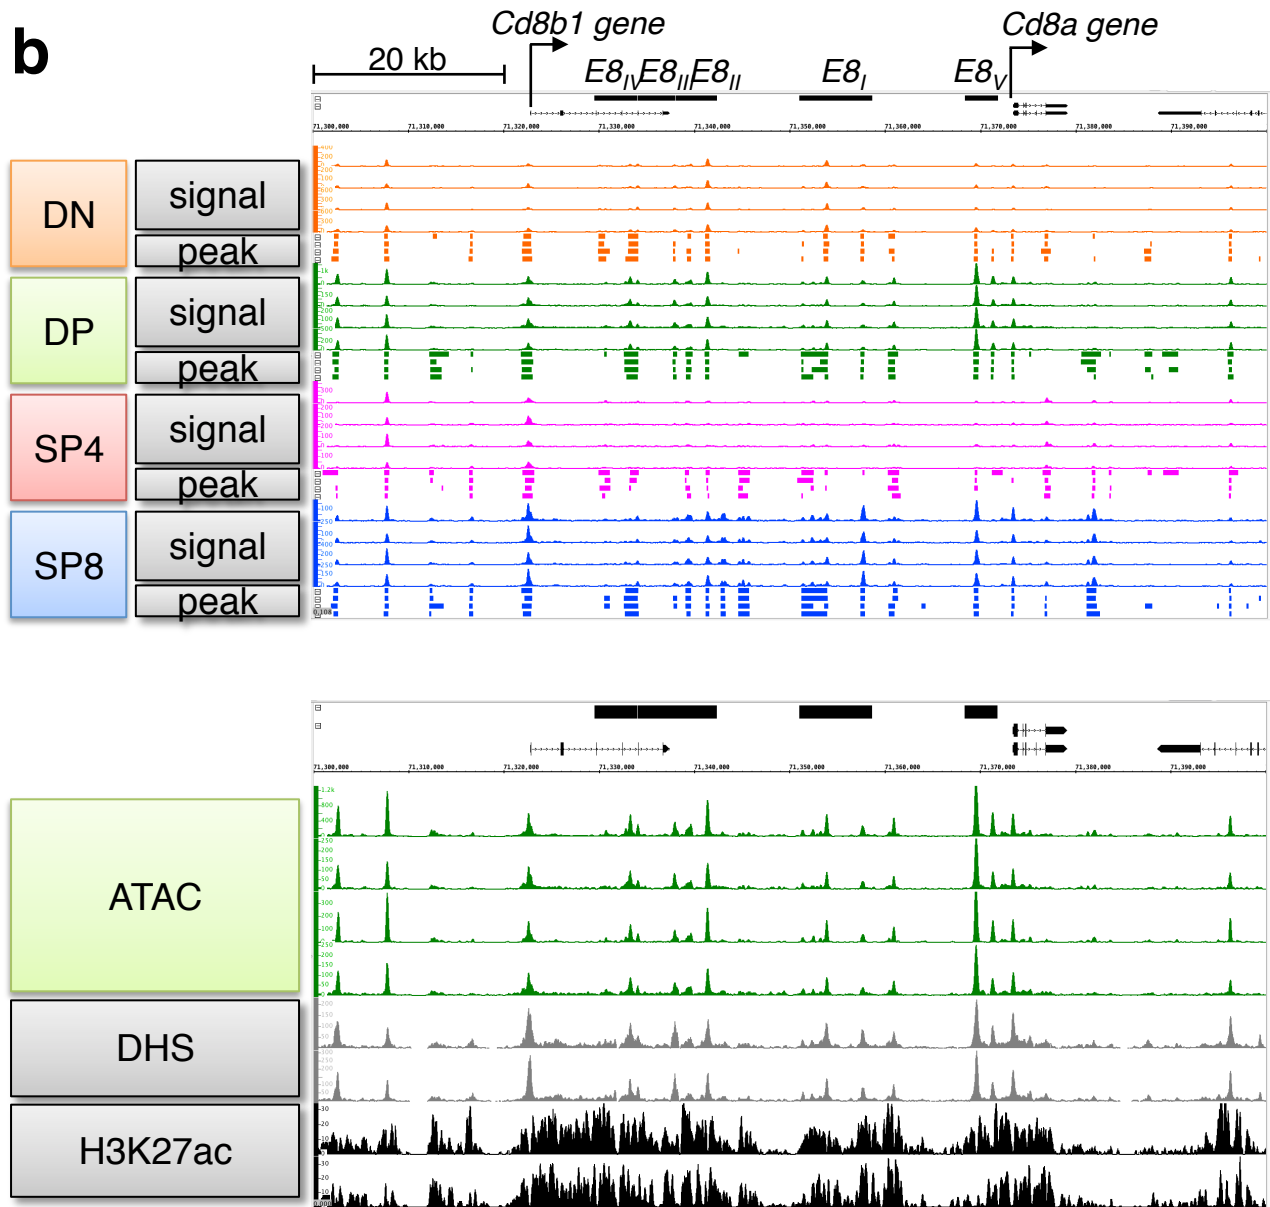

**C**

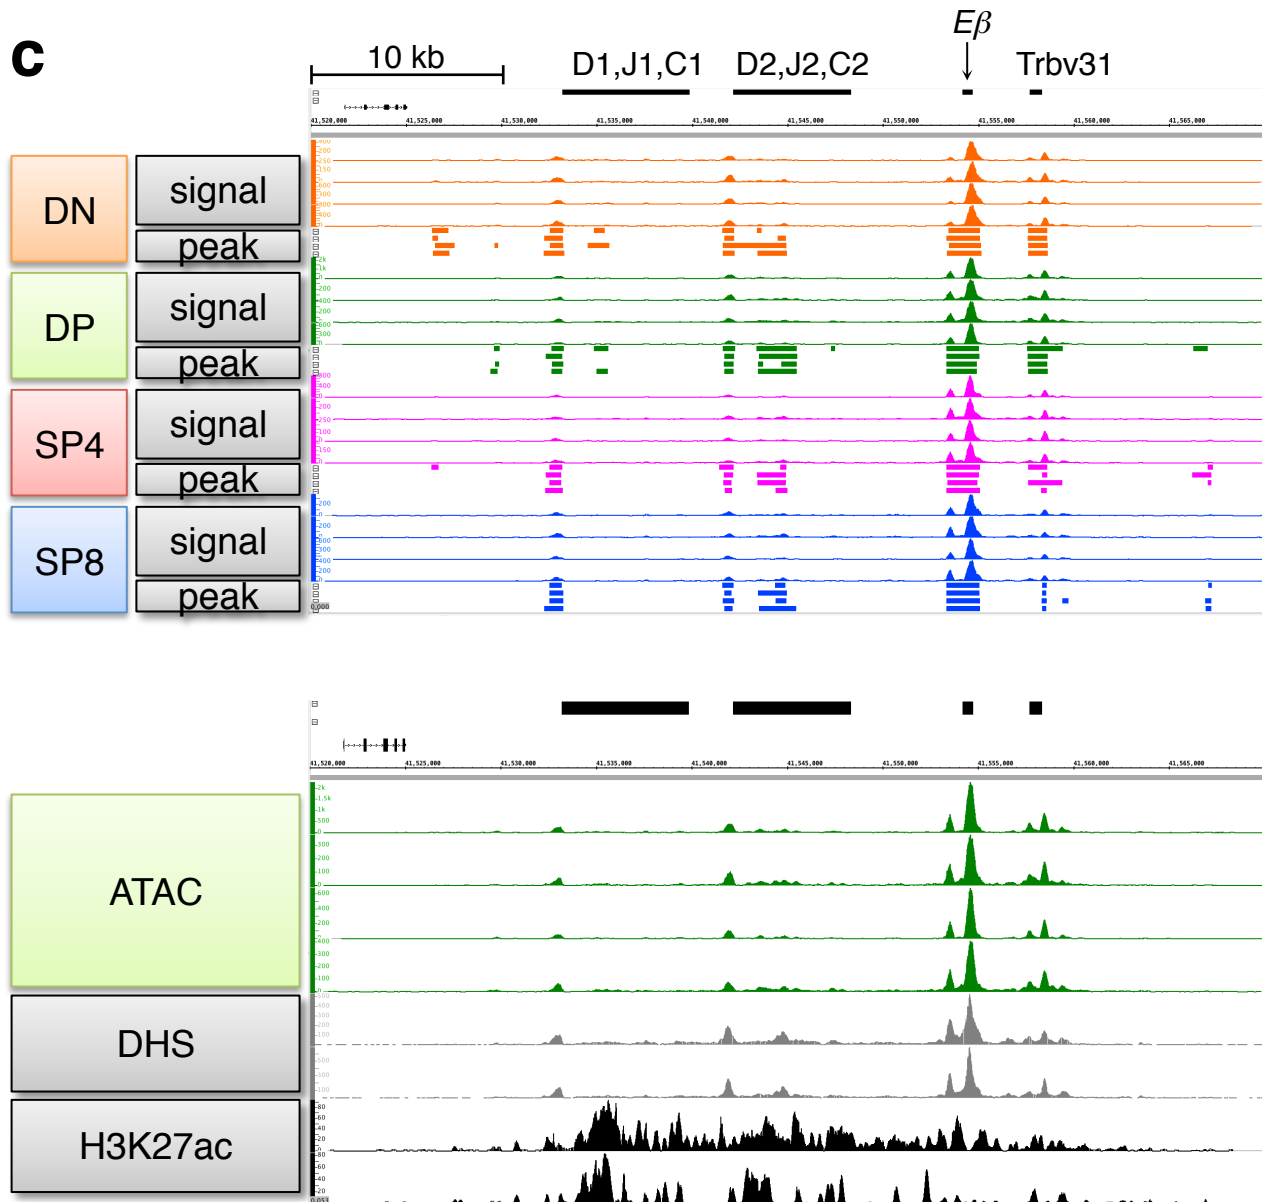

# Supplementary Figure S2 (cont'd)

d

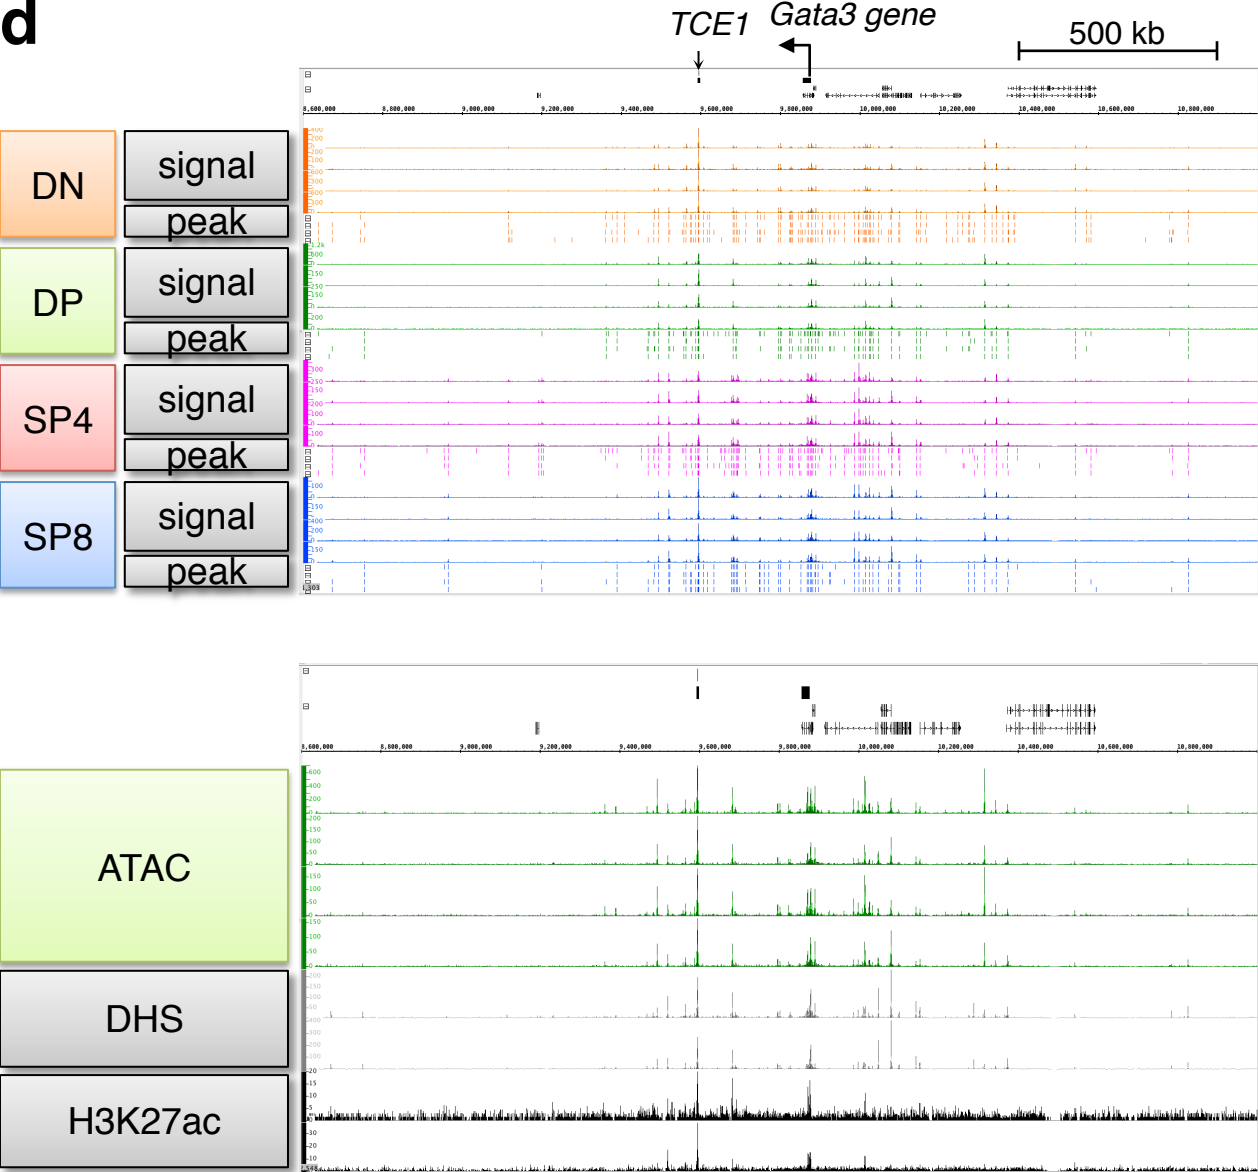

# Supplementary Figure S2 (cont'd)

e

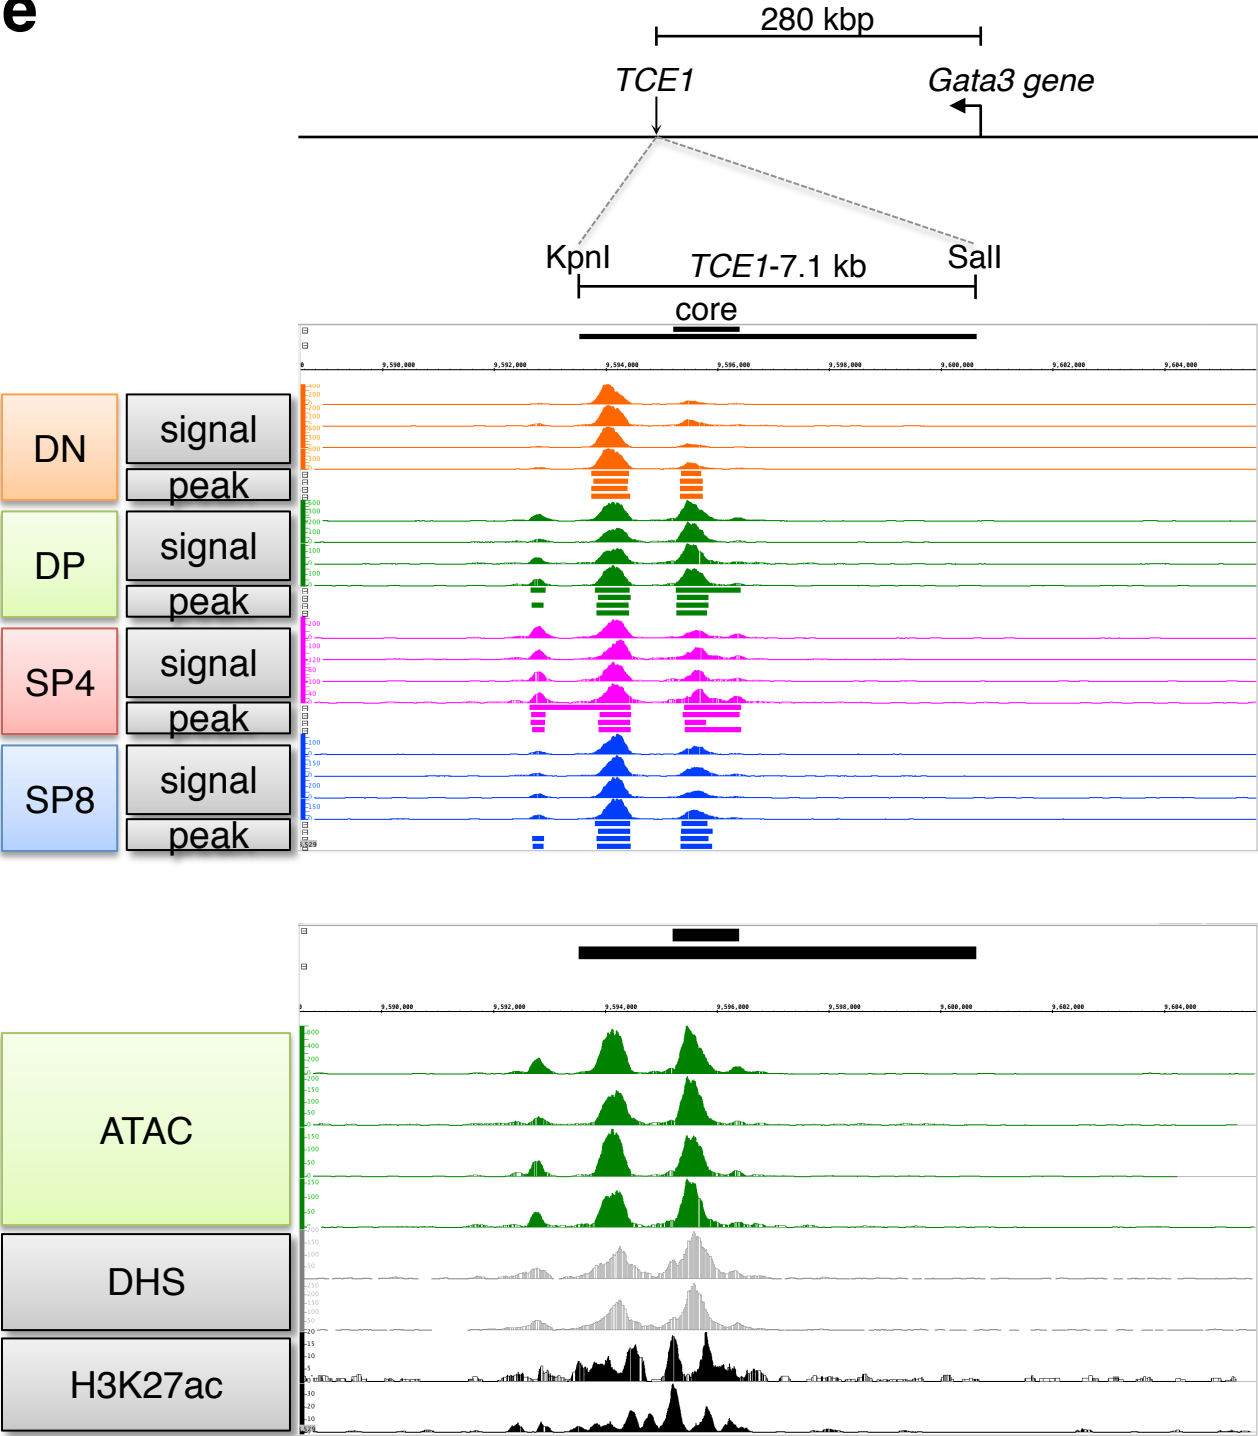

**Supplementary Figure S3. Correlation of the ATAC-seq signal between replicates. (a)**

Correlation between ATAC-seq libraries. (b) Correlation between DP ATAC-seq libraries and adult thymocytes DNase-seq data from total adult thymocytes (ENCODE, ENCSR000COB) <sup>1</sup>.

Bottom facets: each data point corresponds to an ATAC-seq peak that was called in at least one sample (see Methods). The values plotted are the number of fragments in each peak in the corresponding samples (labelled on the diagonal), and the red and black lines correspond, respectively to the linear model fit from the two datasets and the identity (*i.e.*  $x = y$ ). Upper facets: Spearman correlation values for the comparisons.

# Supplementary Figure S3

**a**

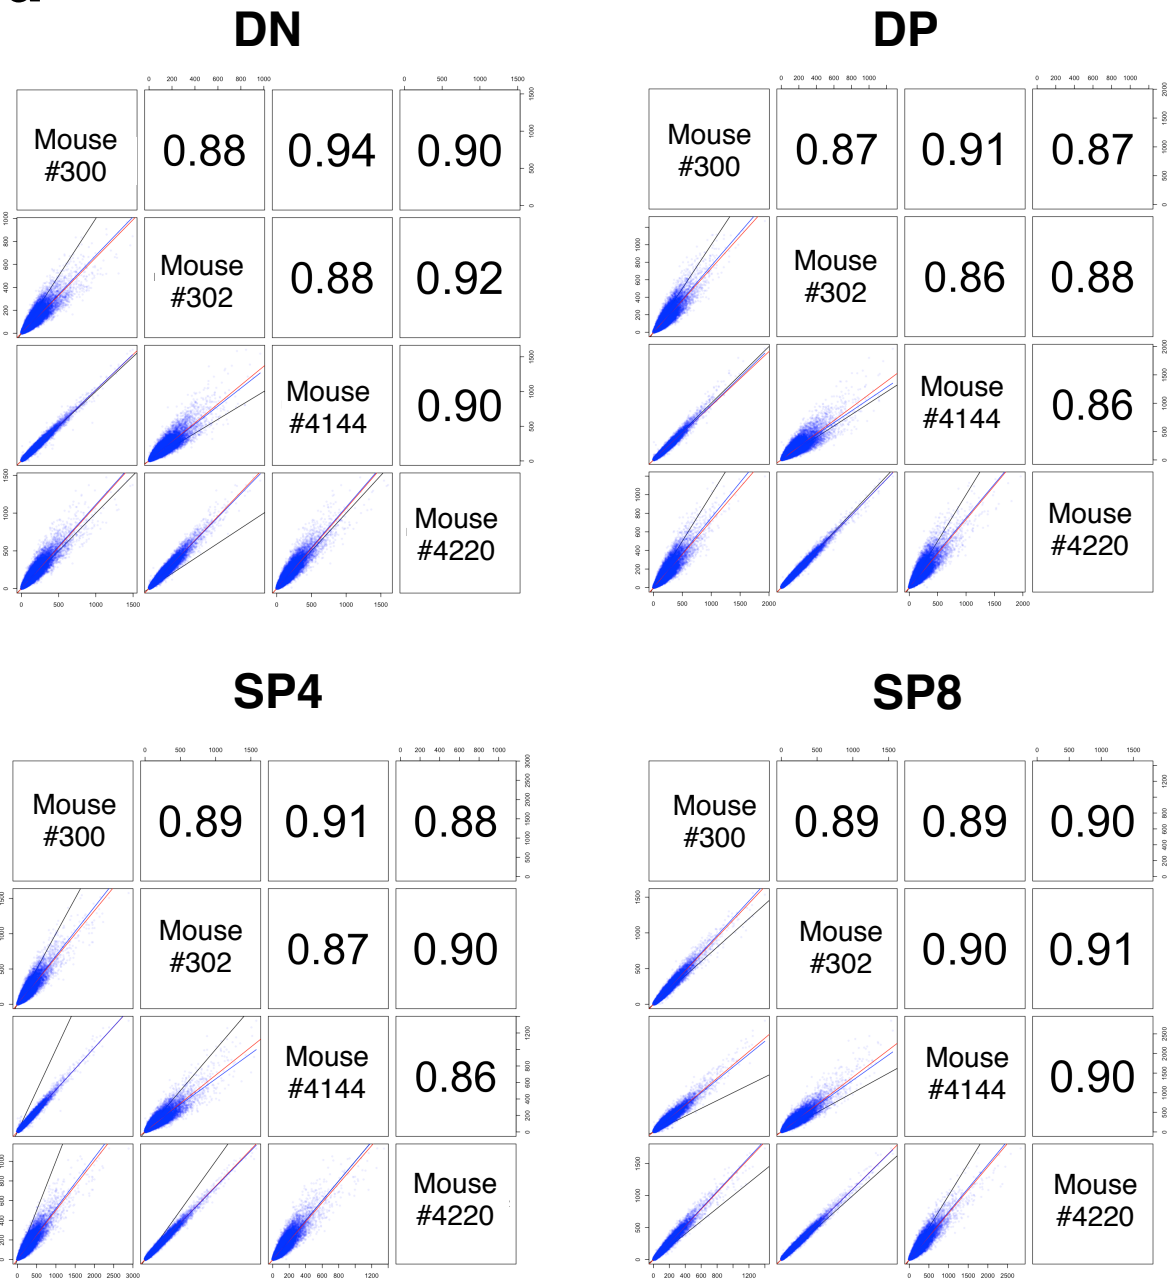

# Supplementary Figure S3 (cont'd)

**b**

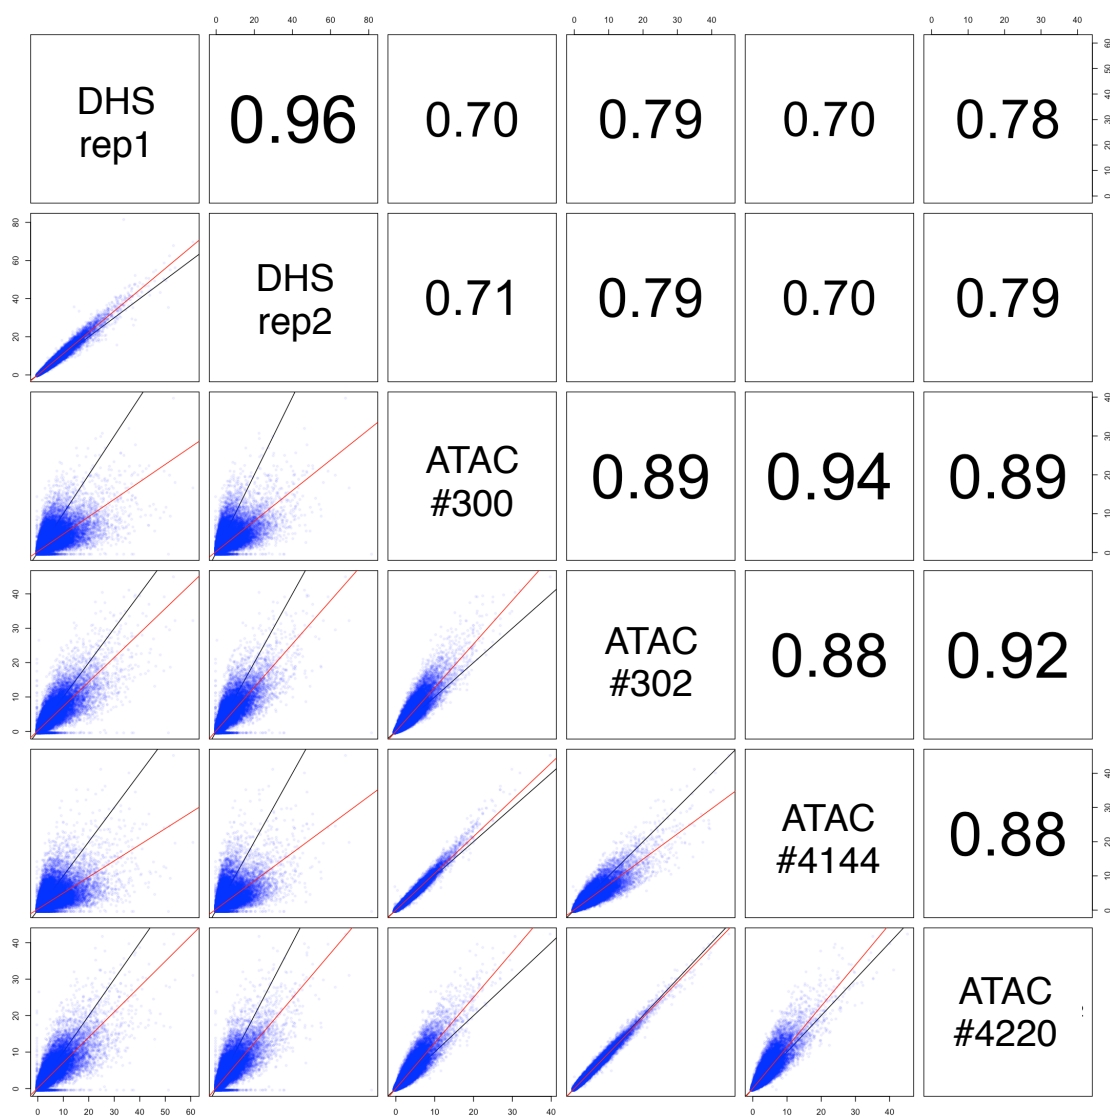

**Supplementary Figure S4. Open chromatin regions defined by ATAC-seq peaks.** (a) Number of ATAC-seq peaks in DN (orange), DP (green), SP4 (pink) and SP8 (blue) stage thymocytes. (b) Total length of ATAC-seq peaks assigned by MACS2 (narrow peak calling) is shown as a fraction of the whole mouse genome length. (c) The overlap among ATAC-seq peak calls at the four stages examined in this study is shown as a Venn diagram. (d) ATAC-seq peaks that overlap within 200 bp 5' to a gene were characterized as promoters (left). The peaks that overlap with exons, but are not with the promoters, are shown as exons (middle). The peaks that overlap with neither promoters nor exons are characterized as distal (right). The gene annotations were downloaded from the UCSC Table Browser. Annotations for RefSeq genes and UCSC genes are combined.

# Supplementary Figure S4

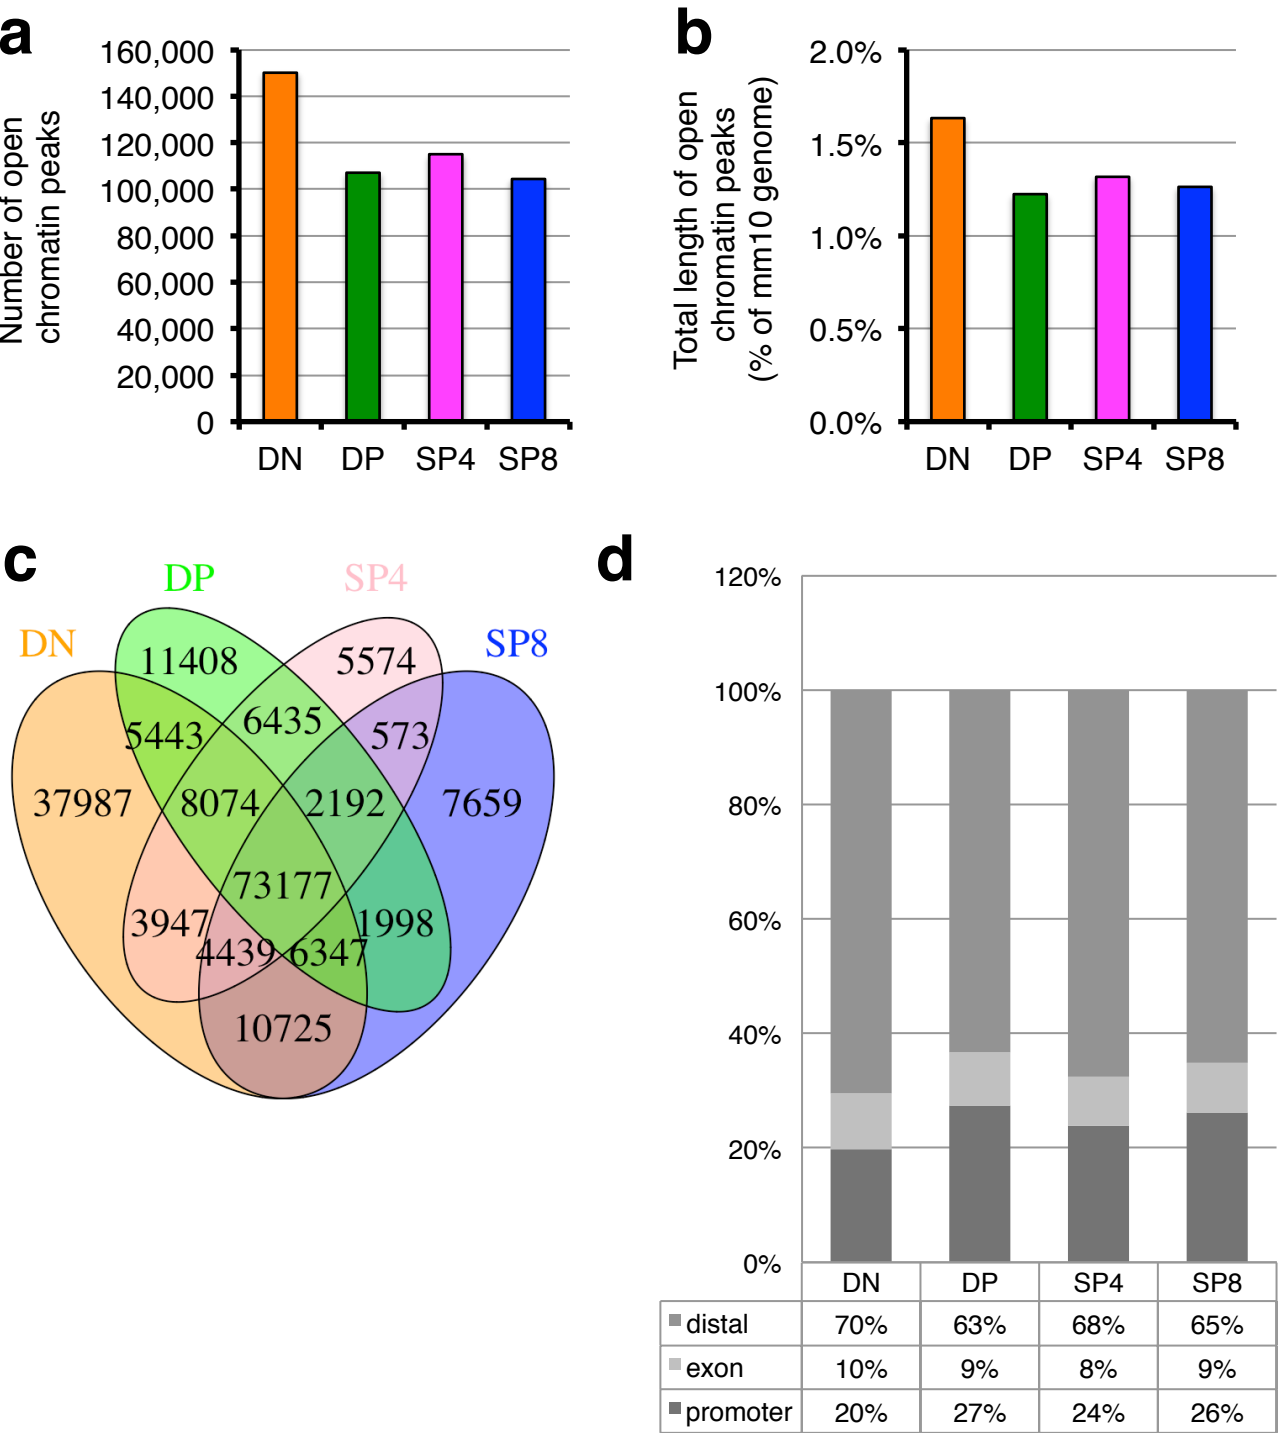

**Supplementary Figure S5. Additional information on  $k$ -means clustering.** Distribution of the ATAC-seq signal in the master peaks before (a) and after (b) normalization. (c) Elbow plot showing variances within clusters for each value of  $k$ .

# Supplementary Figure S5

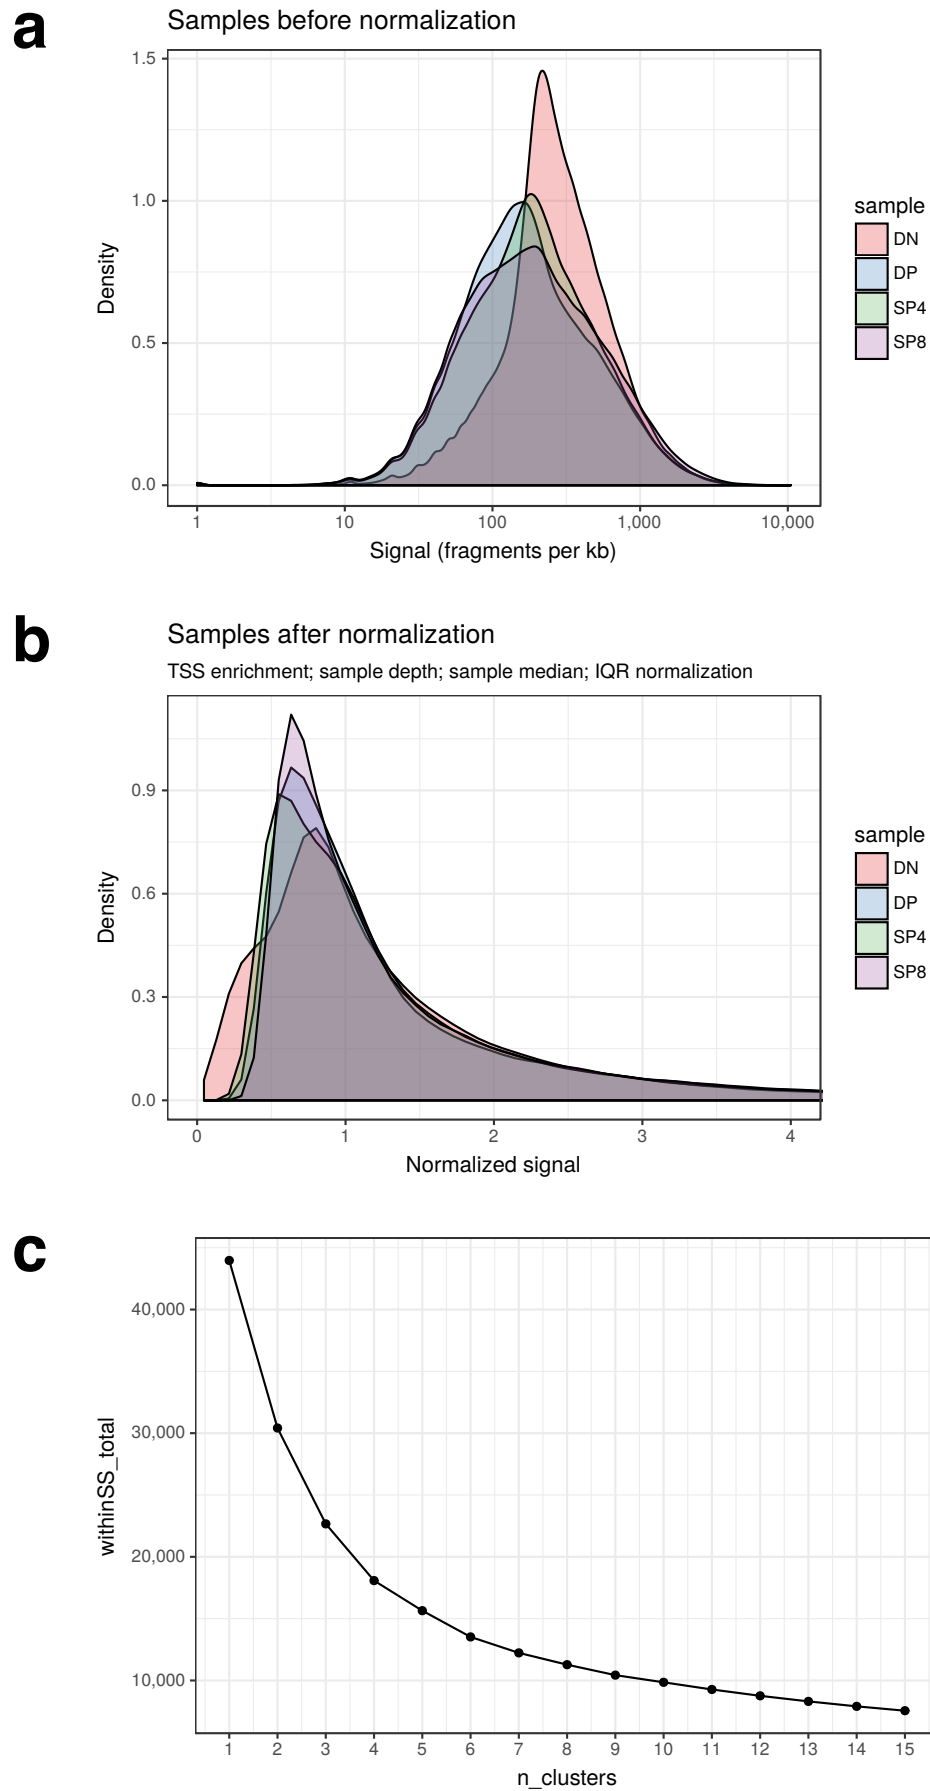

**Supplementary Figure S6. ChIP-Enrich results for the ATAC-seq clusters.** GO term enrichment values for the top 15 terms called in each of the clusters and their corresponding enrichments for all clusters.

# Supplementary Figure S6

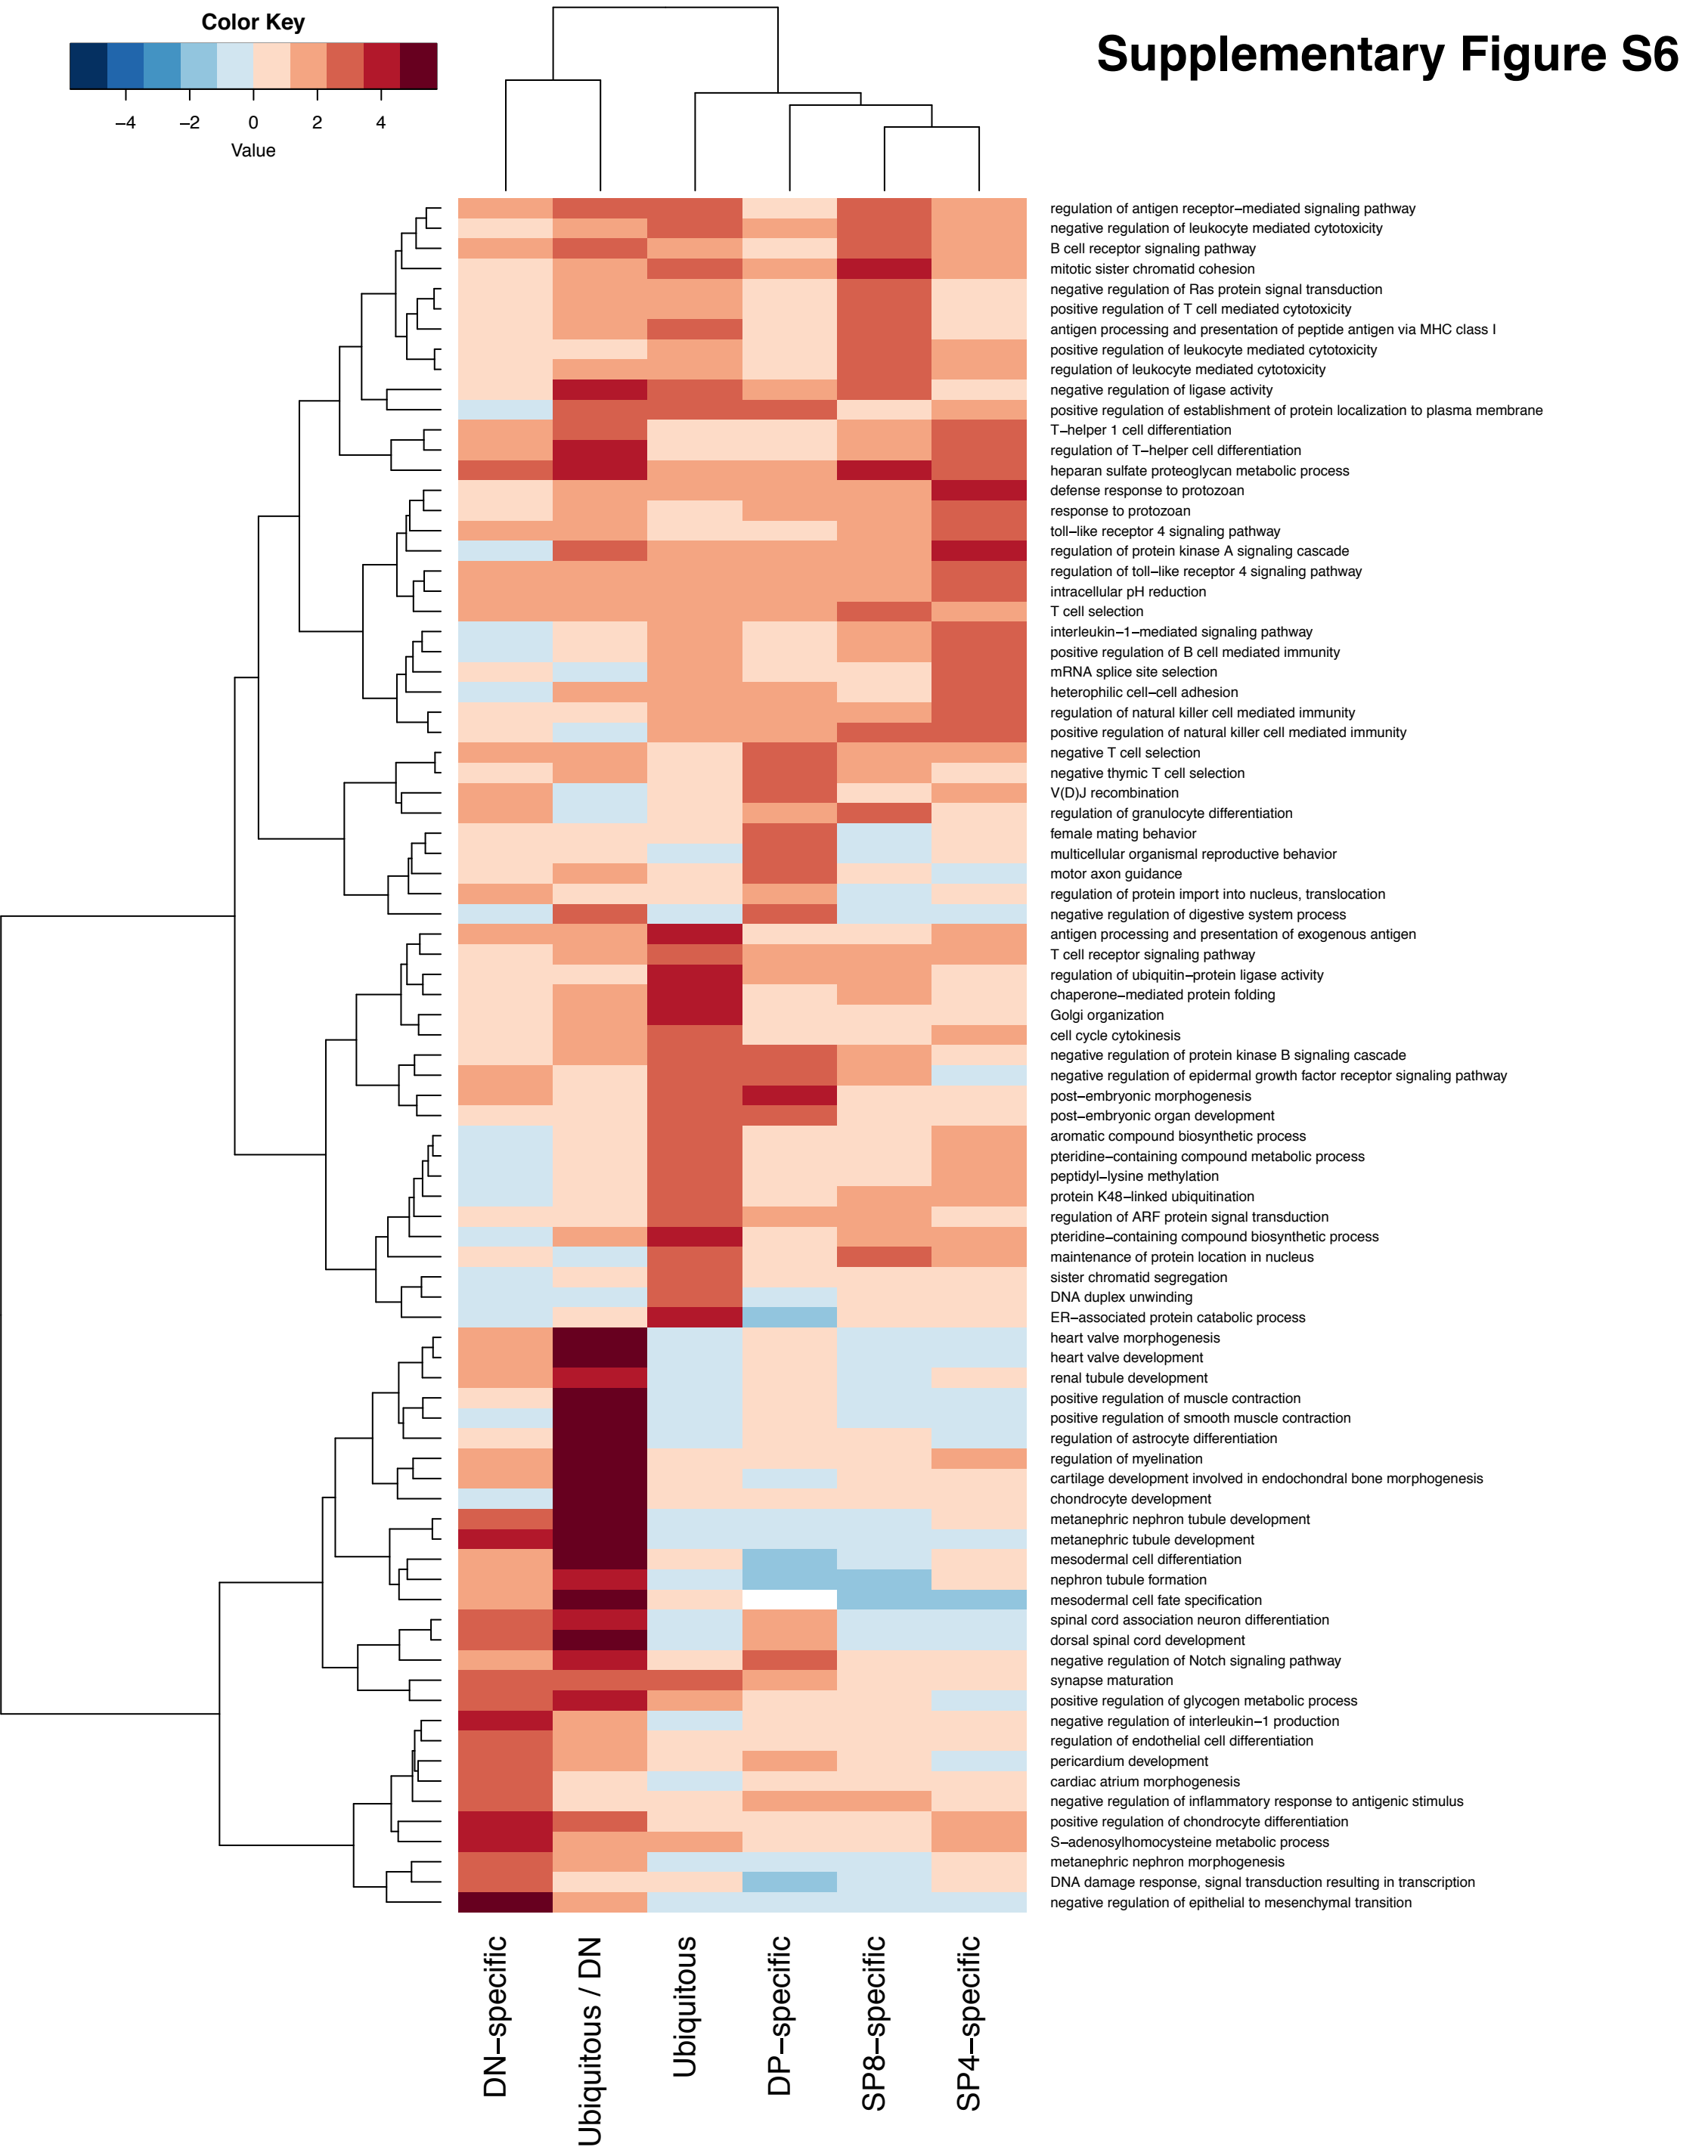

**Supplementary Figure S7. Footprint enrichment results from GAT.** Heatmaps showing GAT enrichments of each of the motifs for the individual *k*-means clusters in (a) DN, (b) DP, (c) SP4, and (d) SP8 samples.

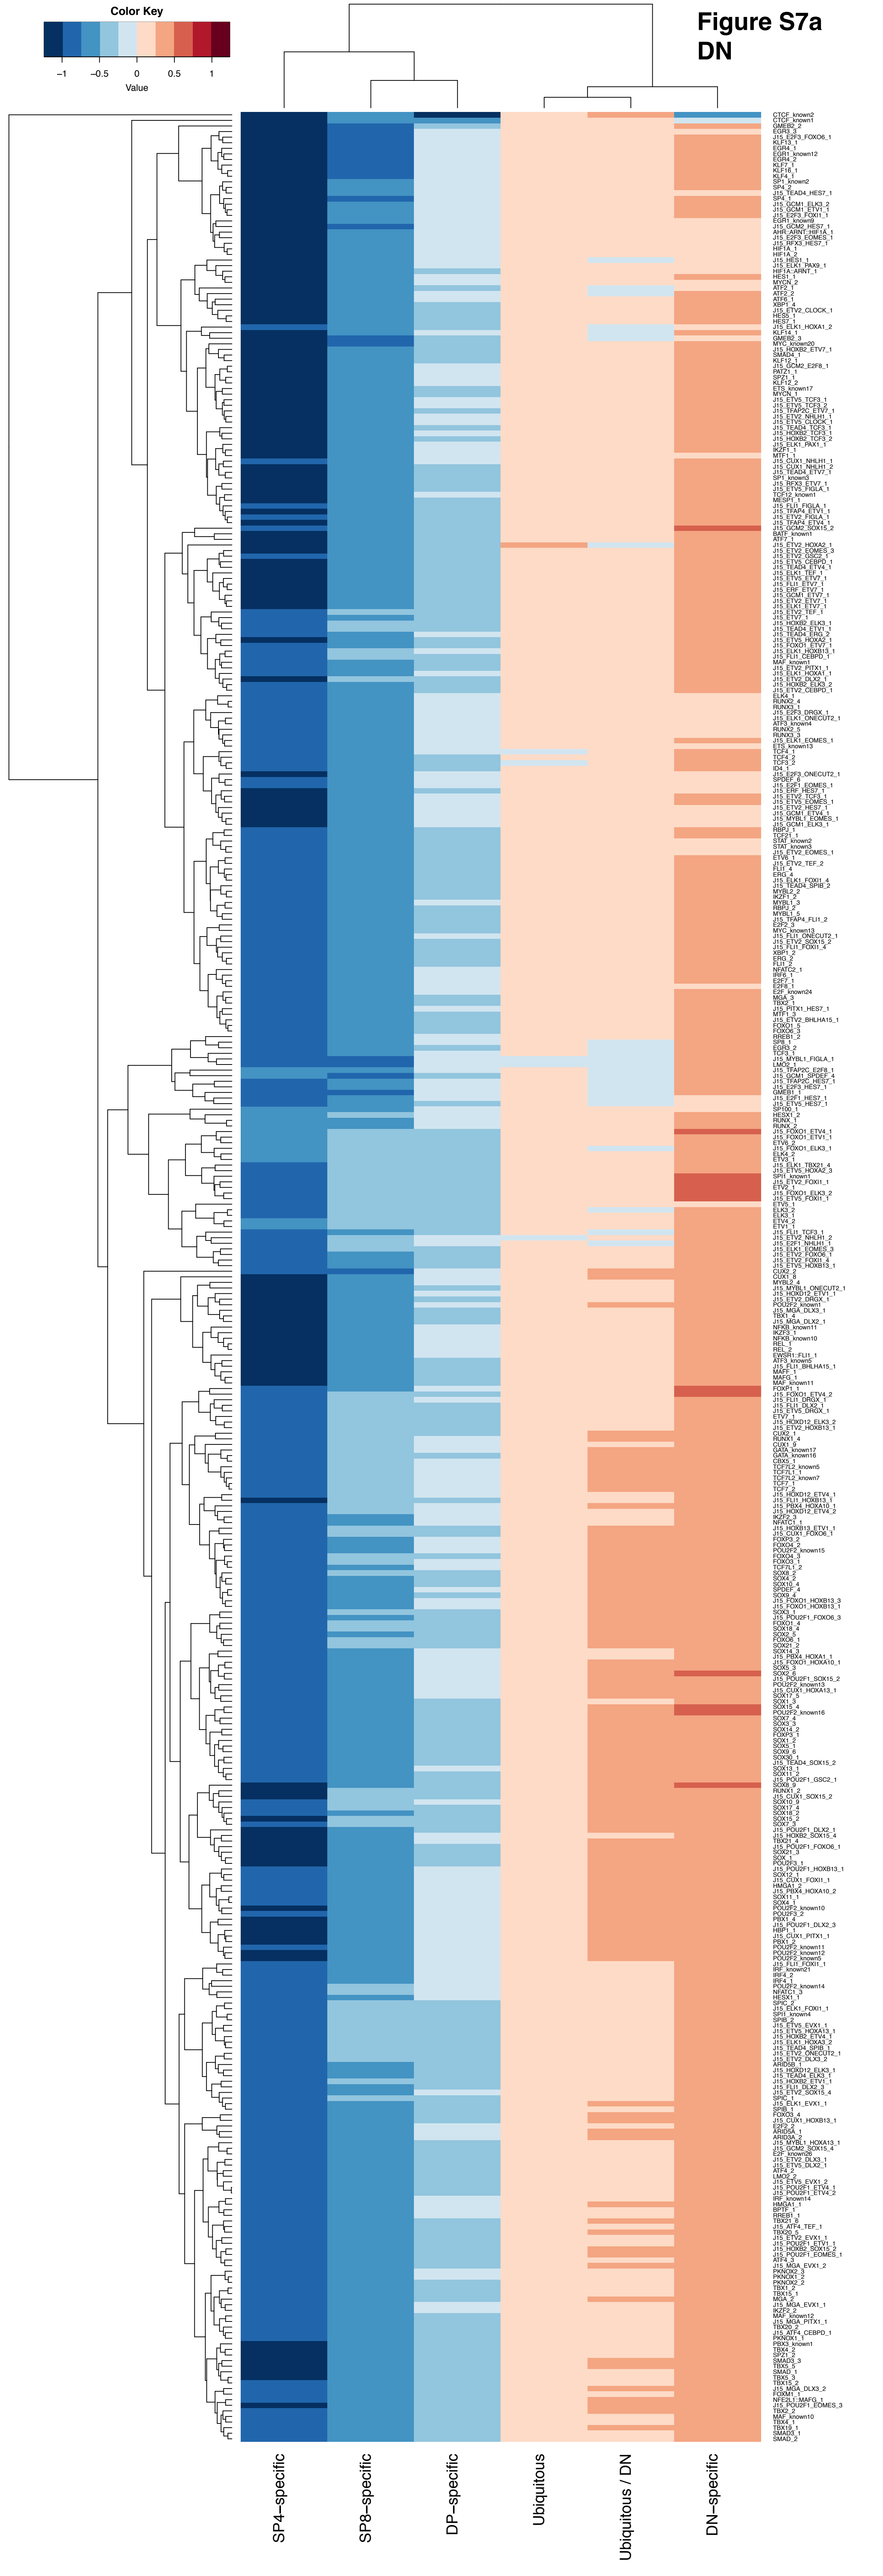

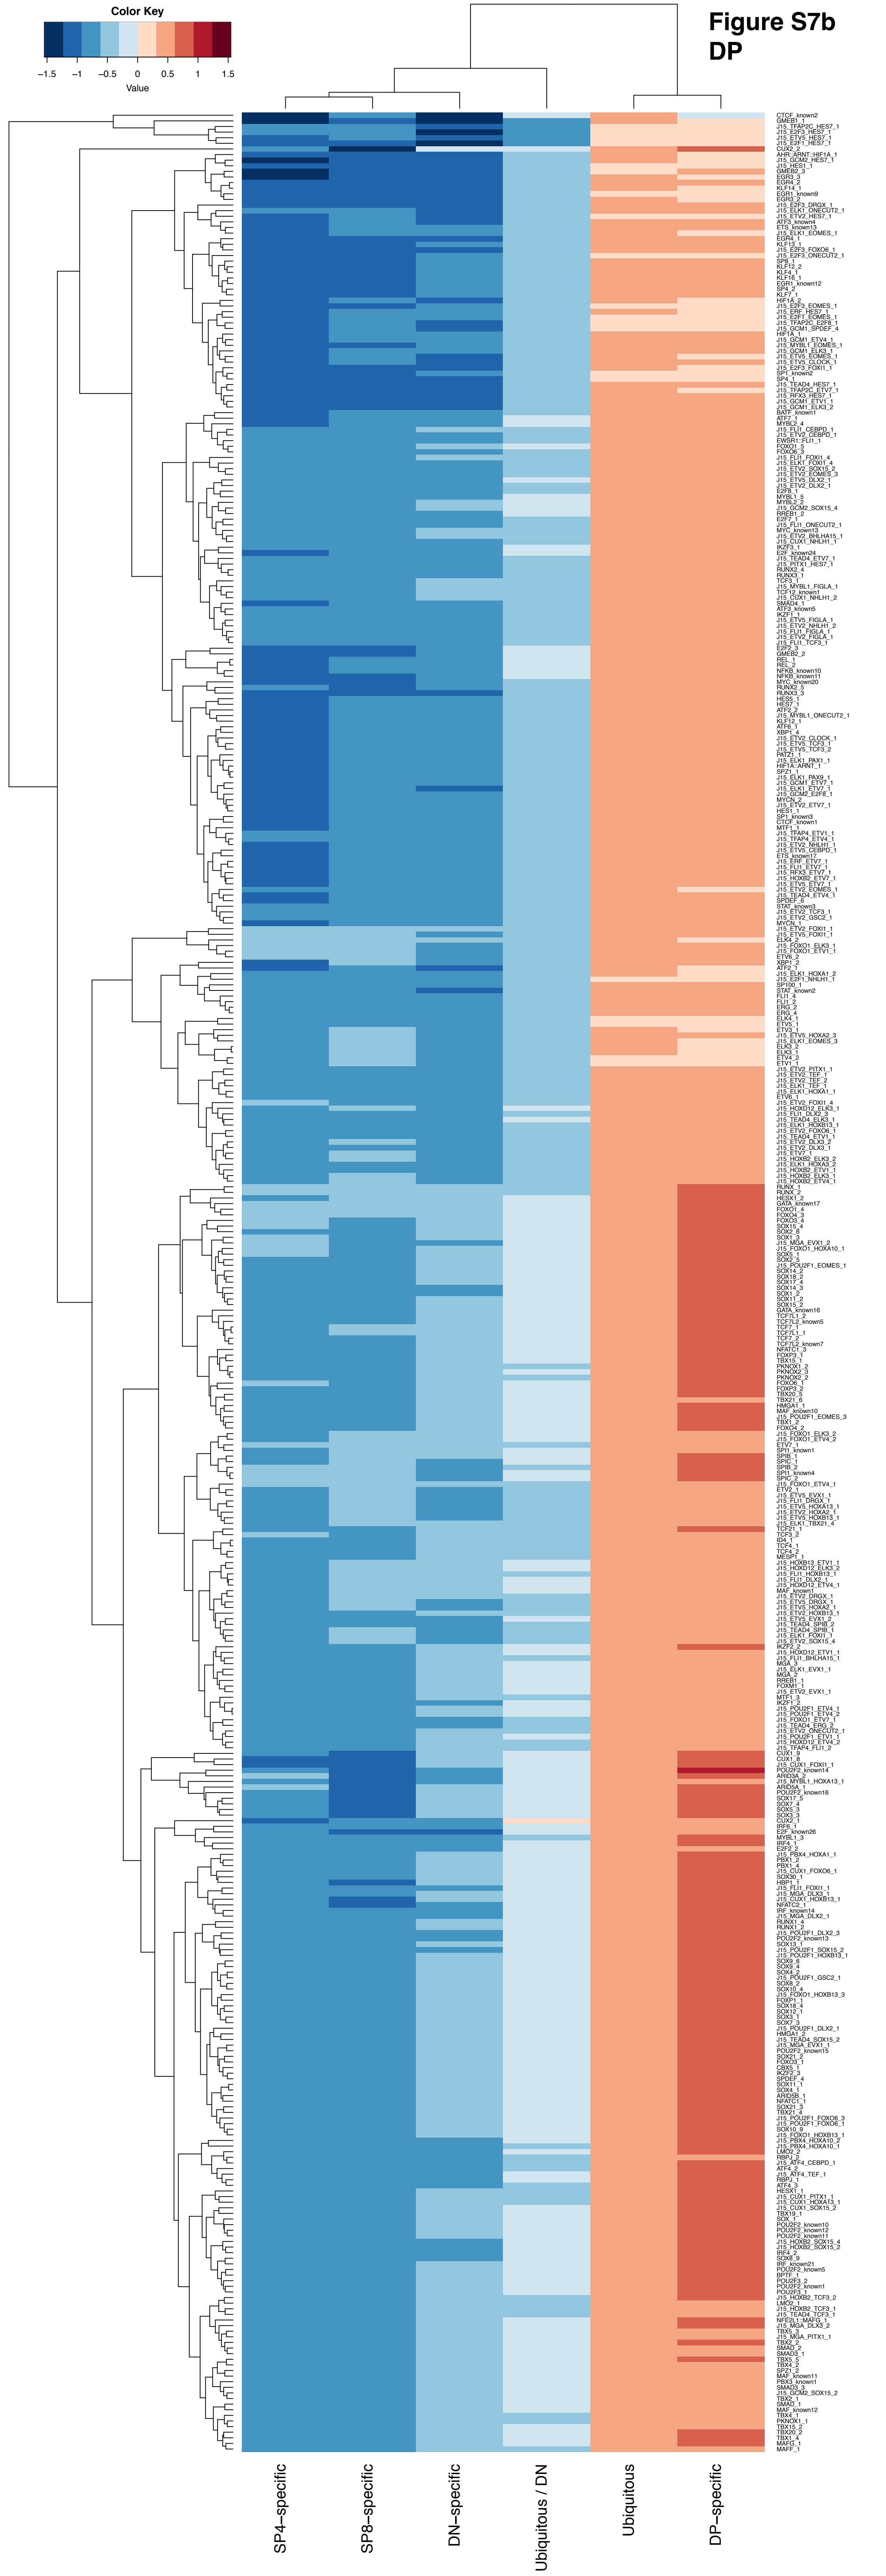

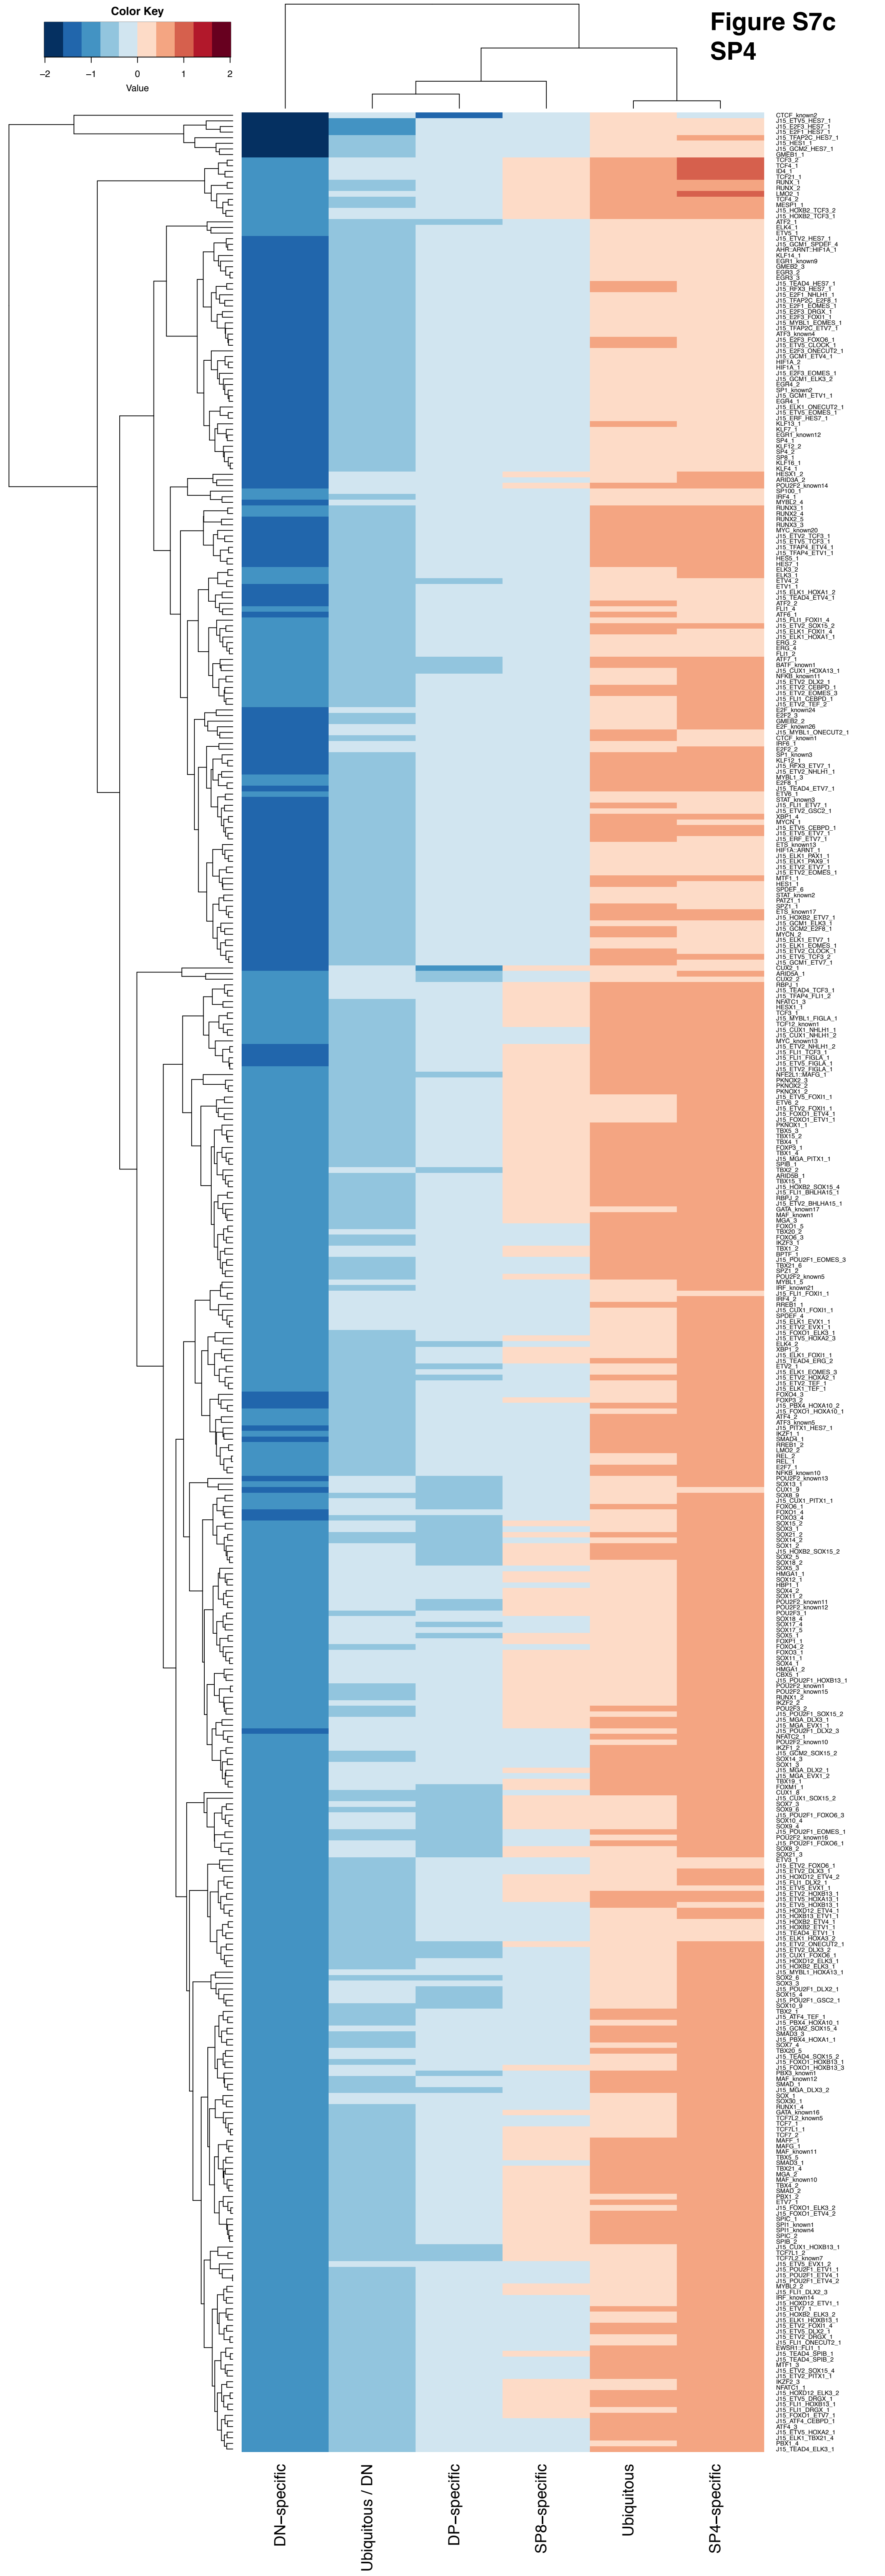

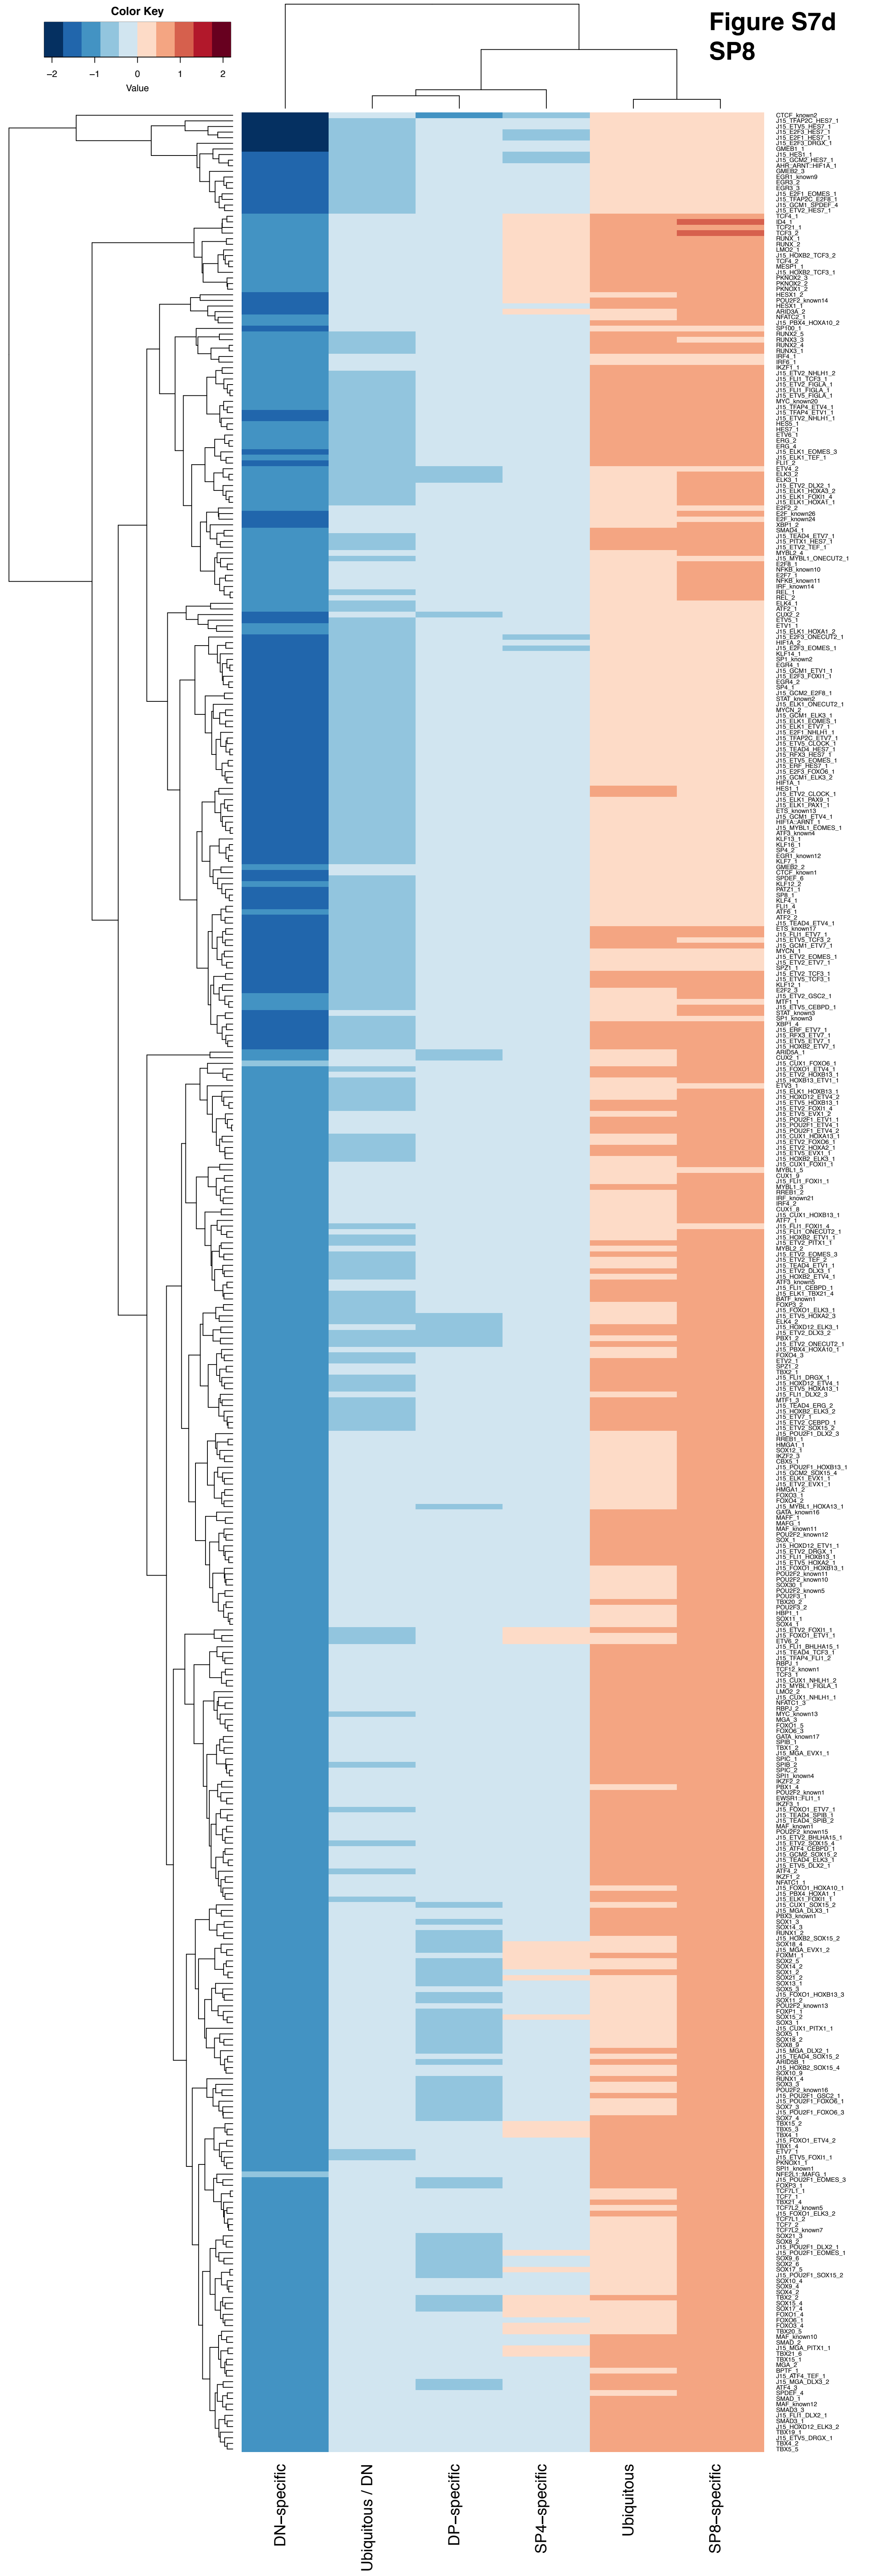

**Supplementary Figure S8. CENTIPEDE footprint calls within functionally validated regulatory elements for the *Cd4* gene.** Related to Fig. 2. ATAC signals and footprint calls around *S4* silencer (a) and *E4m* enhancer (b). Transgenic reporter analyses have shown that *Cd4* transcription is regulated by at least two proximal enhancers (*E4p* and *E4m*) and a silencer (*S4*)<sup>2-4</sup>. In mice ablated for *E4p* only, CD4 expression was reduced in pre-selection DP thymocytes<sup>5</sup> but was completely abrogated when both *E4p* and *E4m* were deleted<sup>6</sup>. Removal of *S4* from the mouse genome resulted in ectopic *Cd4* expression in DN and SP8 cells, which are both CD4-negative in wild type mice<sup>7-9</sup>. We identified ATAC-seq open chromatin regions in the *Cd4* locus *E4p*, *E4m* and *S4* (Fig. 2). The ATAC-peak at *E4p* belongs to DP-specific cluster shown in Fig. 1a, while the ATAC-peak found in *E4m* belongs to SP4-specific cluster, in keeping with its developmental function<sup>5,6</sup>. The open chromatin at *S4* belongs to SP8-specific cluster, as would be expected from its *Cd4* gene silencing function. Minor open chromatin regions were also found approximately 3 kbp 5' to *E4p*, as well proximal to the *Cd4* 1st and 2nd exons. Our digital footprint data in mouse primary thymocytes identified approximately 10 sequences bound by protein within *E4p*, *S4* and *E4m*, respectively. Based on known and novel protein binding found here, we propose that approximately 10 proteins shown in bind to/around *E4p*, *S4* and *E4m* in order to contribute to activity of the enhancers/silencer.

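The *E4p* region ran from 124900124 to 124901245 on chromosome 6, between *Cd4* and *Lag3* and 3116 bp from *Lag3*, and was called at all 4 stages. Its DP peak was the widest (1099 bp, fold enrichment 17.8, −log10 q-value 732), with a summit 12308 bp upstream of the *Cd4* TSS. The DN peak had its summit at the same base, 124900529, and a fold enrichment of 21.8. The SP4 and SP8 peaks had fold enrichments of 16.4 and 13.5. The 41 bp around the summit shared by DP and DN, from 124900509 to 124900549, read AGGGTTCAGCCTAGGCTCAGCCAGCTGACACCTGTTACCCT. They hold a pair of E-box matches on the minus strand, at 124900529 to 124900535 and at 124900536 to 124900542. The *E4m* region ran from 124885114 to 124885736 and the *S4* region from 124885856 to 124886471, both in an intron of *Cd4* and both called at all 4 stages. Fold enrichment at *E4m* was 22.2 (SP4), 17.9 (DN), 15.8 (DP) and 11.3 (SP8), and at *S4* 17.4 (SP8), 8.89 (DN), 5.00 (DP) and 3.84 (SP4). Folds of different lists are not on a common scale.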

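As percentiles within each list, *E4p* was at 96.1 for DN, 91.7 for DP, 87.8 for SP4 and 80.4 for SP8. DP stood below DN at *E4p*, and by q-value the gap was smaller (99.7 for DP and 99.8 for DN). At *E4m*, SP4 was the highest with a percentile of 94.7, ahead of DN (92.3), DP (88.8) and SP8 (74.1). In *k*-means on the percentiles, both regions fell in the cluster high at all 4 stages. The percentiles are a different measure from the read signal behind the paper's clusters.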

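*S4* was at a percentile of 88.2 for SP8, against 71.4 for DN, 45.0 for DP and 21.8 for SP4, so that SP8 led the next stage by 16.8 percentile points. The order of SP8 first and SP4 last was unchanged when peaks were ranked by q-value or by score, with a lead of at least 10.9 points. The region fell in the cluster high at all 4 stages in *k*-means on the percentiles.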

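A region 5′ to *E4p*, from 124903485 to 124904126 and 235 bp from *Lag3*, was called at all 4 stages with percentiles of 70.5 (DN), 69.5 (DP), 71.2 (SP4) and 76.7 (SP8). The region over the *Cd4* TSS, from 124888102 to 124888292, was low, with percentiles of 37.2 (DN), 16.1 (DP), 16.5 (SP4) and 5.60 (SP8). A peak 638 bp upstream of the TSS, from 124888859 to 124889048, was called only at DP (percentile 38.2).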

# Supplementary Figure S8

**a**

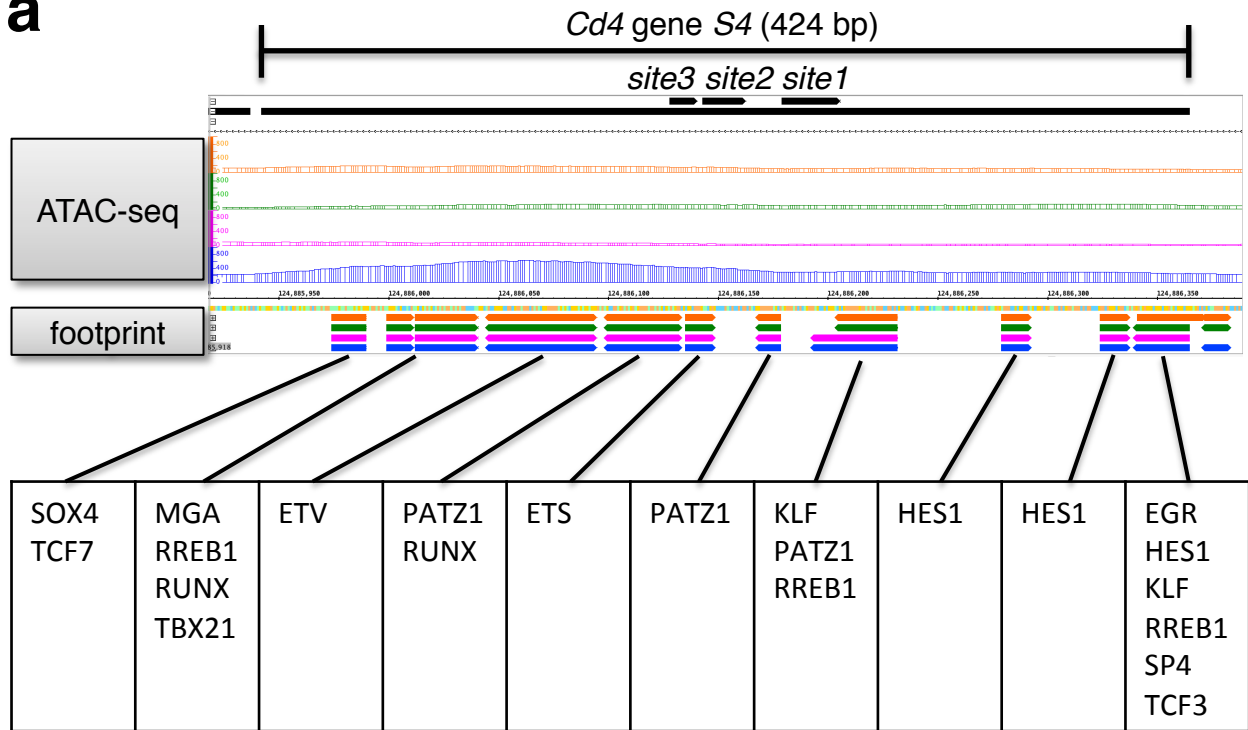

**b**

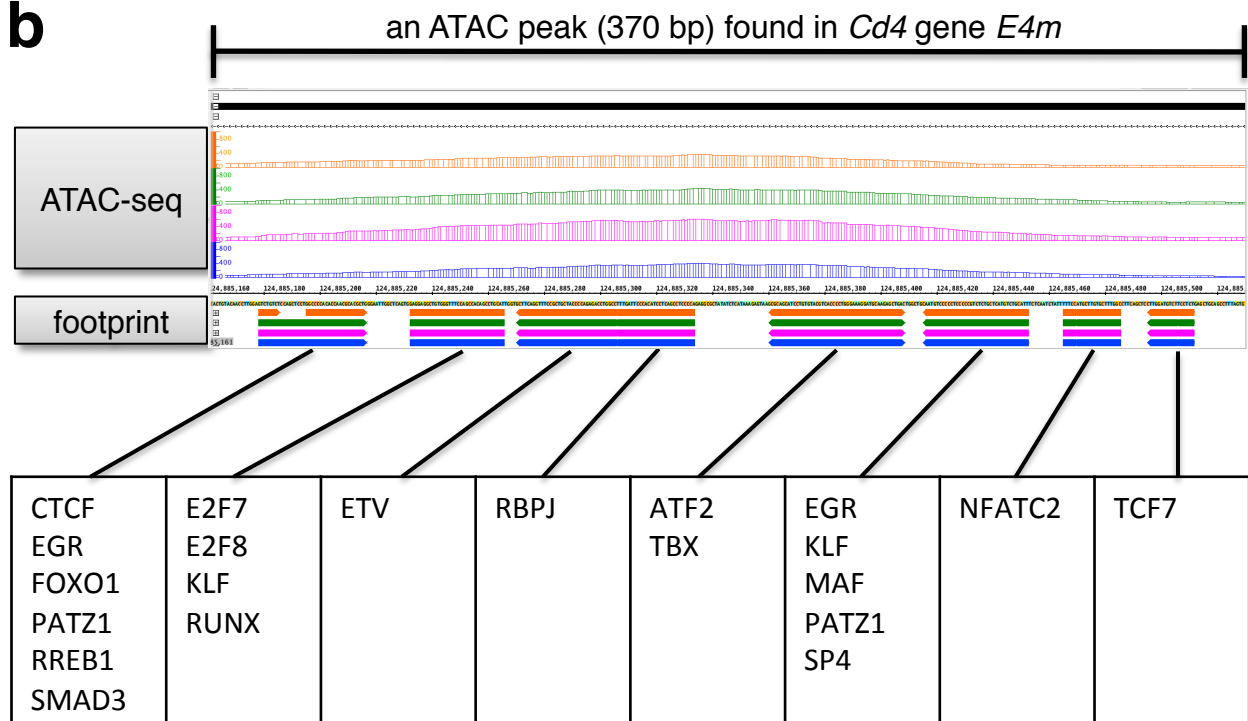

**Supplementary Figure S9. CENTIPEDE footprint calls within functionally validated enhancers**

**for the *Cd8* gene.** Related to Fig. 3. ATAC signals and footprint calls within peaks found in *E8<sub>I</sub>* silencer (a,b) and *E8<sub>V</sub>* enhancer (c,d). Transgenic reporter analysis showed that expression of the *Cd8* genes is regulated by multiple enhancers (*E8<sub>I</sub>*, *E8<sub>II</sub>*, *E8<sub>III</sub>*, *E8<sub>IV</sub>* and *E8<sub>V</sub>*)<sup>10-12</sup>. Removal of either *E8<sub>I</sub>*/*E8<sub>II</sub>* or *E8<sub>V</sub>* from the mouse genome results in reduced CD8 expression<sup>13,14</sup>. 

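Regions in the *E8* enhancers differed in the stage at which they ranked highest, also within an enhancer. Within *E8II*, a region from 71341164 to 71341700 on chromosome 6 had percentiles of 92.8 (DN), 83.6 (DP), 53.5 (SP8) and 40.7 (SP4), and a region from 71339089 to 71339710 had 56.7 (SP4), 50.4 (SP8), 34.1 (DP) and 32.8 (DN). Within *E8I*, a region from 71353555 to 71354144 was also highest at DN (93.6) and DP (84.3), with 48.8 at SP4 and 48.7 at SP8, while a region from 71357468 to 71357904 was highest at SP8 (81.3), ahead of DN (50.2), DP (42.2) and SP4 (17.2). Another *E8I* region, from 71352171 to 71352572, was called at SP4 (63.4), SP8 (52.3) and DP (38.5) but not at DN. *E8V* held a region from 71369277 to 71369839 with percentiles of 92.5 (DP), 91.4 (DN), 90.5 (SP8) and 72.5 (SP4), and a region from 71371126 to 71371471 that was called at DN (46.2) and DP (50.9) only. *E8III* held a region over an exon of *Cd8b1*, from 71333910 to 71334205, with 69.7 at DN, 55.2 at SP8, 35.1 at DP and 32.2 at SP4. A region from 71337754 to 71338056, at the border of *E8III* and *E8II*, was highest at DP (41.6), with 37.3 at DN, 8.83 at SP4 and 4.53 at SP8. In *E8IV*, the region from 71332681 to 71333432, in an intron of *Cd8b1*, was highest at DP (68.4). Ranked by q-value, the regions that start at 71339089 and 71352171 were highest at SP8 (79.03 and 71.7), and that at 71341164 was highest at DP (97.2, against 97.0 at DN). Besides the regions in these enhancers, the window held 32 merged regions, 10 over an exon or a TSS of a gene and 20 in introns or between genes. The remaining regions, which start at 71349342 and 71360642, lay outside genes in an exon of a noncoding transcript. Of the 32, 9 were called at all 4 stages.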

In the present analysis, open chromatin regions were identified in the *E8* enhancers and exons, but also revealed the presence of possibly novel and previously undetected regulatory elements (Fig. 3). The footprint data recapitulated TF binding to IKAROS motifs<sup>15</sup>, RUNT motifs<sup>16</sup> and PATZ1<sup>17</sup> motifs within the known *Cd8* enhancers. We conclude that experimental information obtained at the *Cd4* and *Cd8* loci by ATAC demonstrate agreement between protein binding to previously well characterized enhancers (and one silencer) and our footprint predictions, supporting the hypothesis that TF footprints revealed by ATAC-seq provide a reliable complement to experimental ChIP-qPCR and ChIP-seq data. This highlights the use of ATAC-seq to generate highly informative predictions of TF binding to regulatory elements prior to experimental validation.

# Supplementary Figure S9

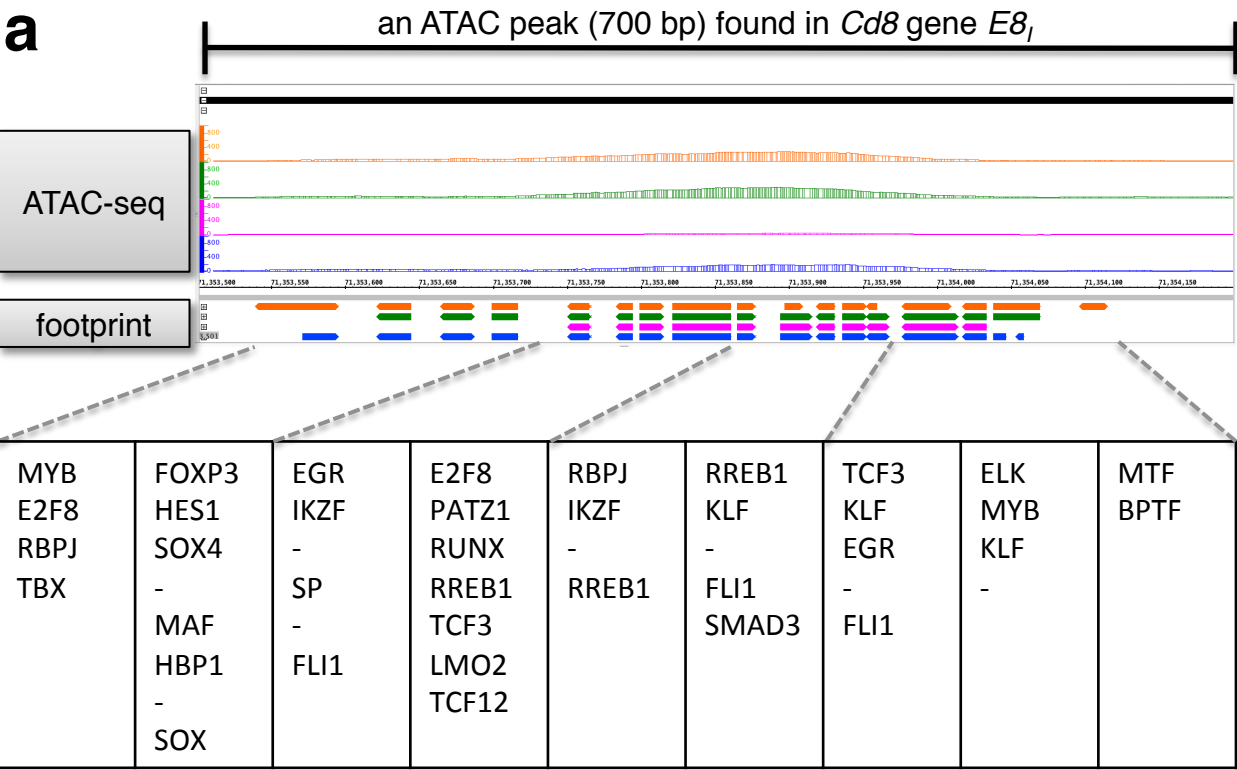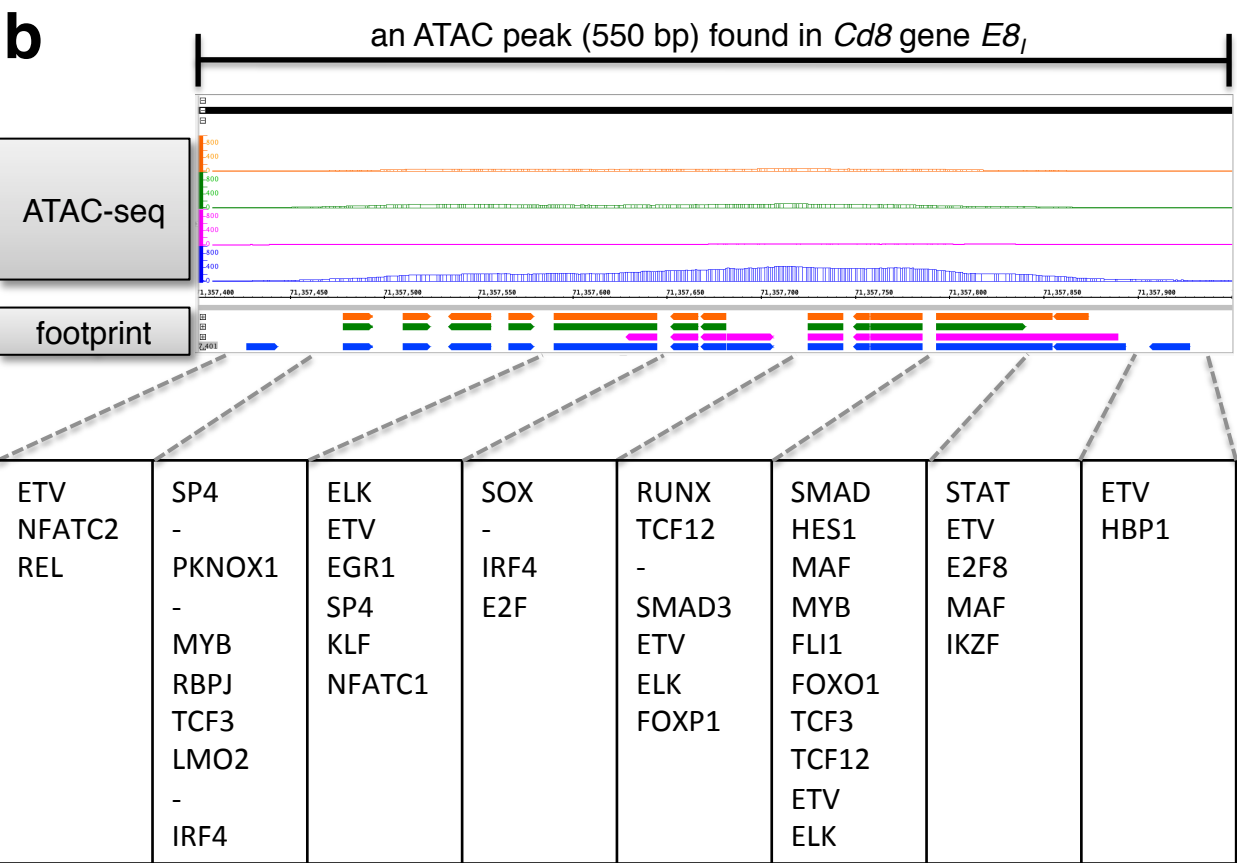

# Supplementary Figure S9 (cont'd)

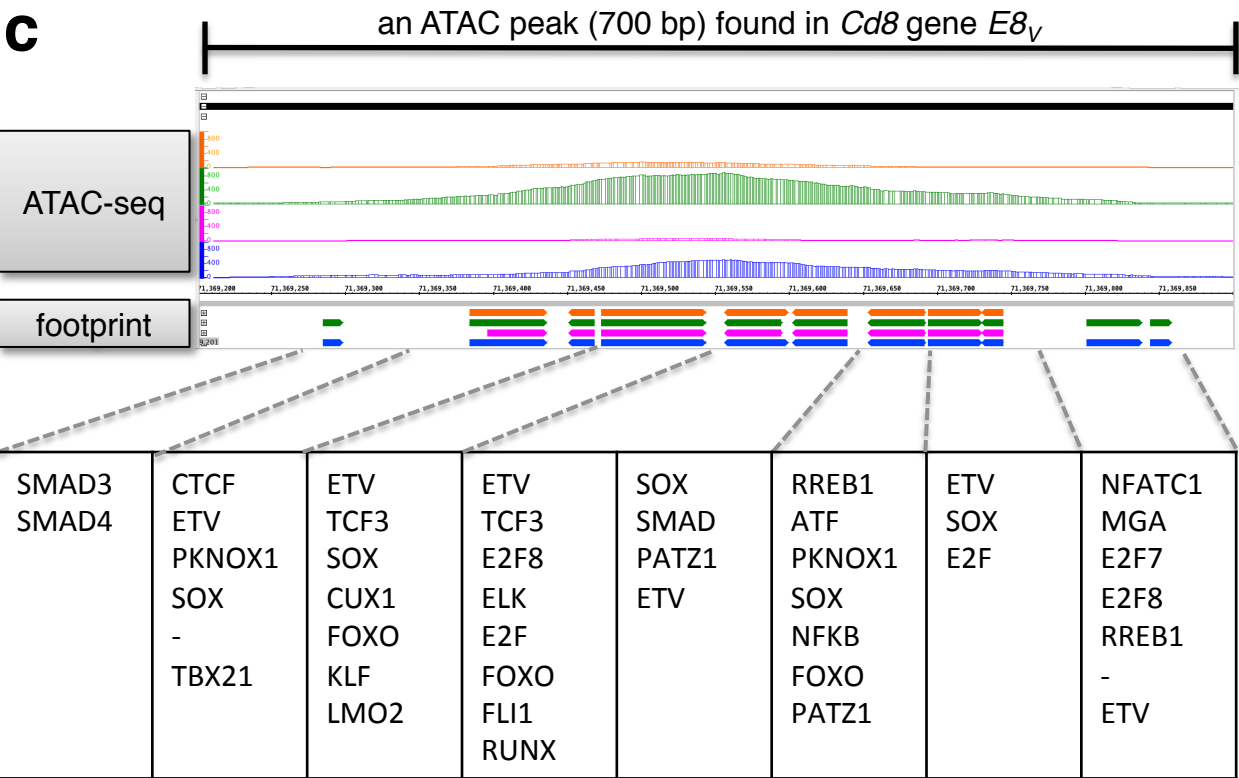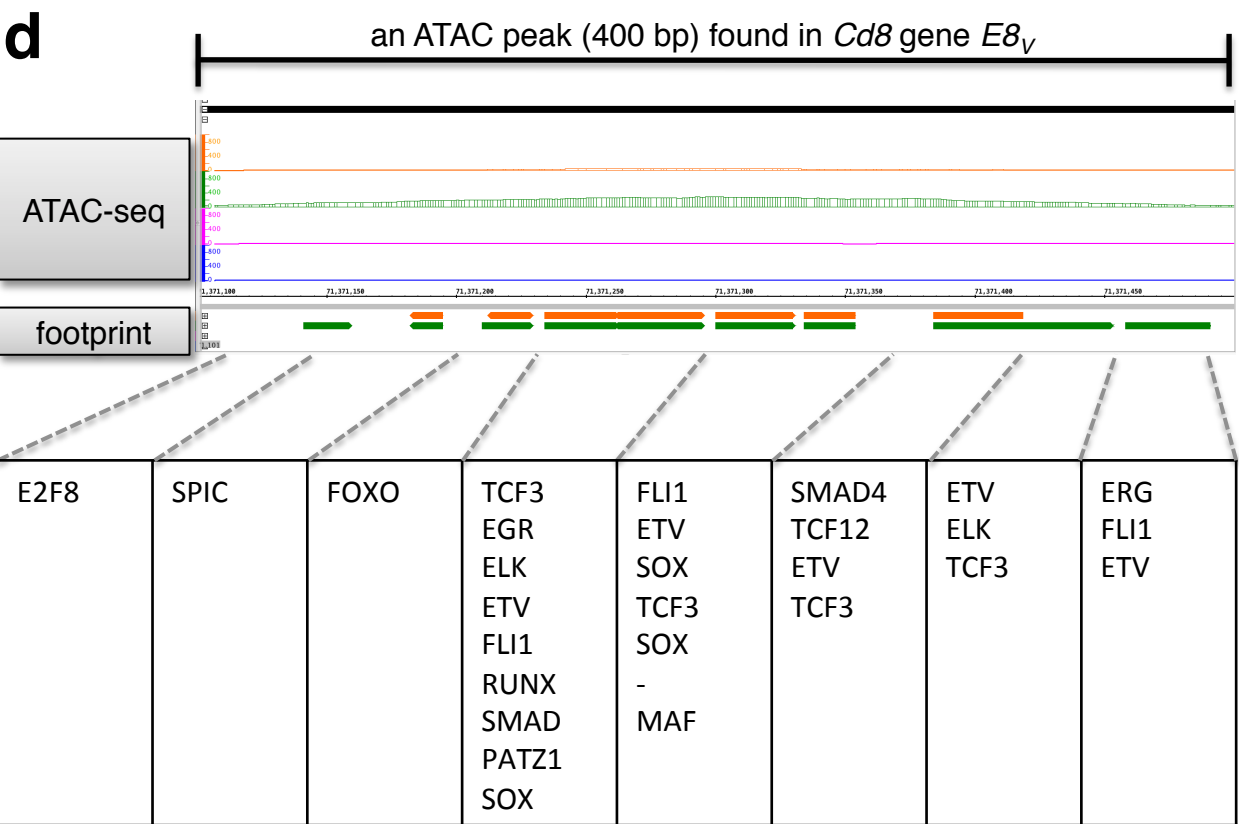

**Supplementary Figure S10. ATAC-seq signal and CENTIPEDE footprint calls around functionally validated  $E\beta$  enhancer for the *Trb* gene.** (a) ATAC-seq signals are shown on the IGB browser within around 50 kbp of the *Trb* locus (encoding TCR $\beta$ ); mm10, chr6: 41,520,001-41,570,000.  $E\beta$  enhancer, DJC and Trbv31 regions are shown at the top. (b) ATAC signals and footprint calls around  $E\beta$  are shown. Deletion of  $E\beta$  enhancer from mouse genome blocks  $\alpha\beta$ T cell development<sup>18,19</sup>.

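The *Eβ* region ran from 41554306 to 41555142 on chromosome 6, between genes, with *Trbv31* (41557691 to 41558452, minus strand) as the nearest gene and *Trbc2* (41546730 to 41548352) on its other side. It was called at all 4 stages, with widths of 836 bp (DN), 752 bp (DP), 763 bp (SP4) and 763 bp (SP8). The stages were close in rank, with percentiles of 86.4 (DN), 84.1 (DP), 81.8 (SP4) and 84.1 (SP8). A RUNX match, TGTGGTTT, lies within it from 41554464 to 41554471.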

# Supplementary Figure S10

a

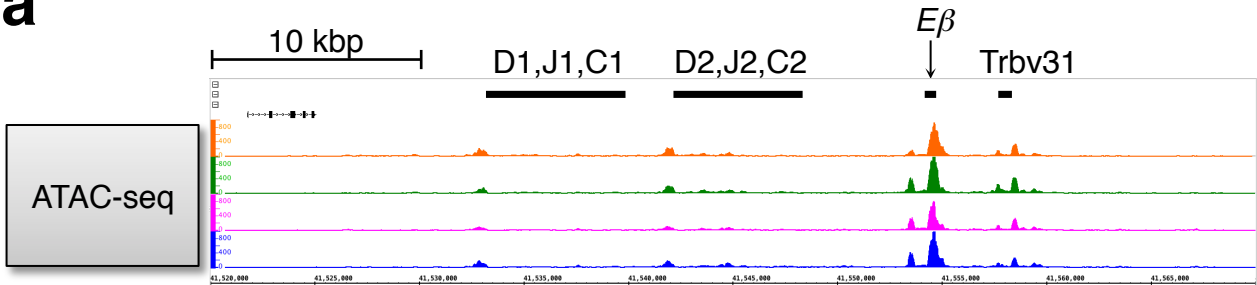

b

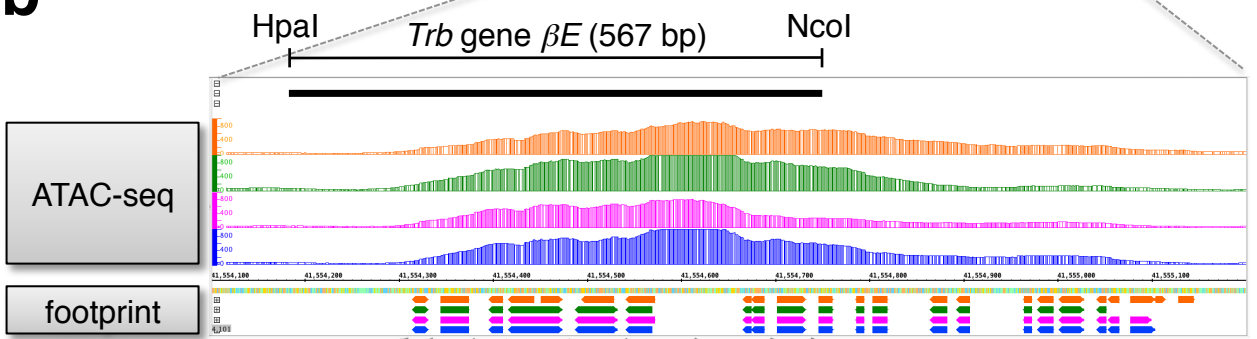

**Supplementary Figure S11. Footprint occupancies across samples and clusters.** Normalized occupancy signals (see Methods) at  $\pm 100$  bp of motif center for RUNX1, GATA, TCF3, and ID4. Horizontal facets correspond to the ATAC-seq samples, and vertical facets correspond to the  $k$ -means clusters.

Supplementary Figure S11

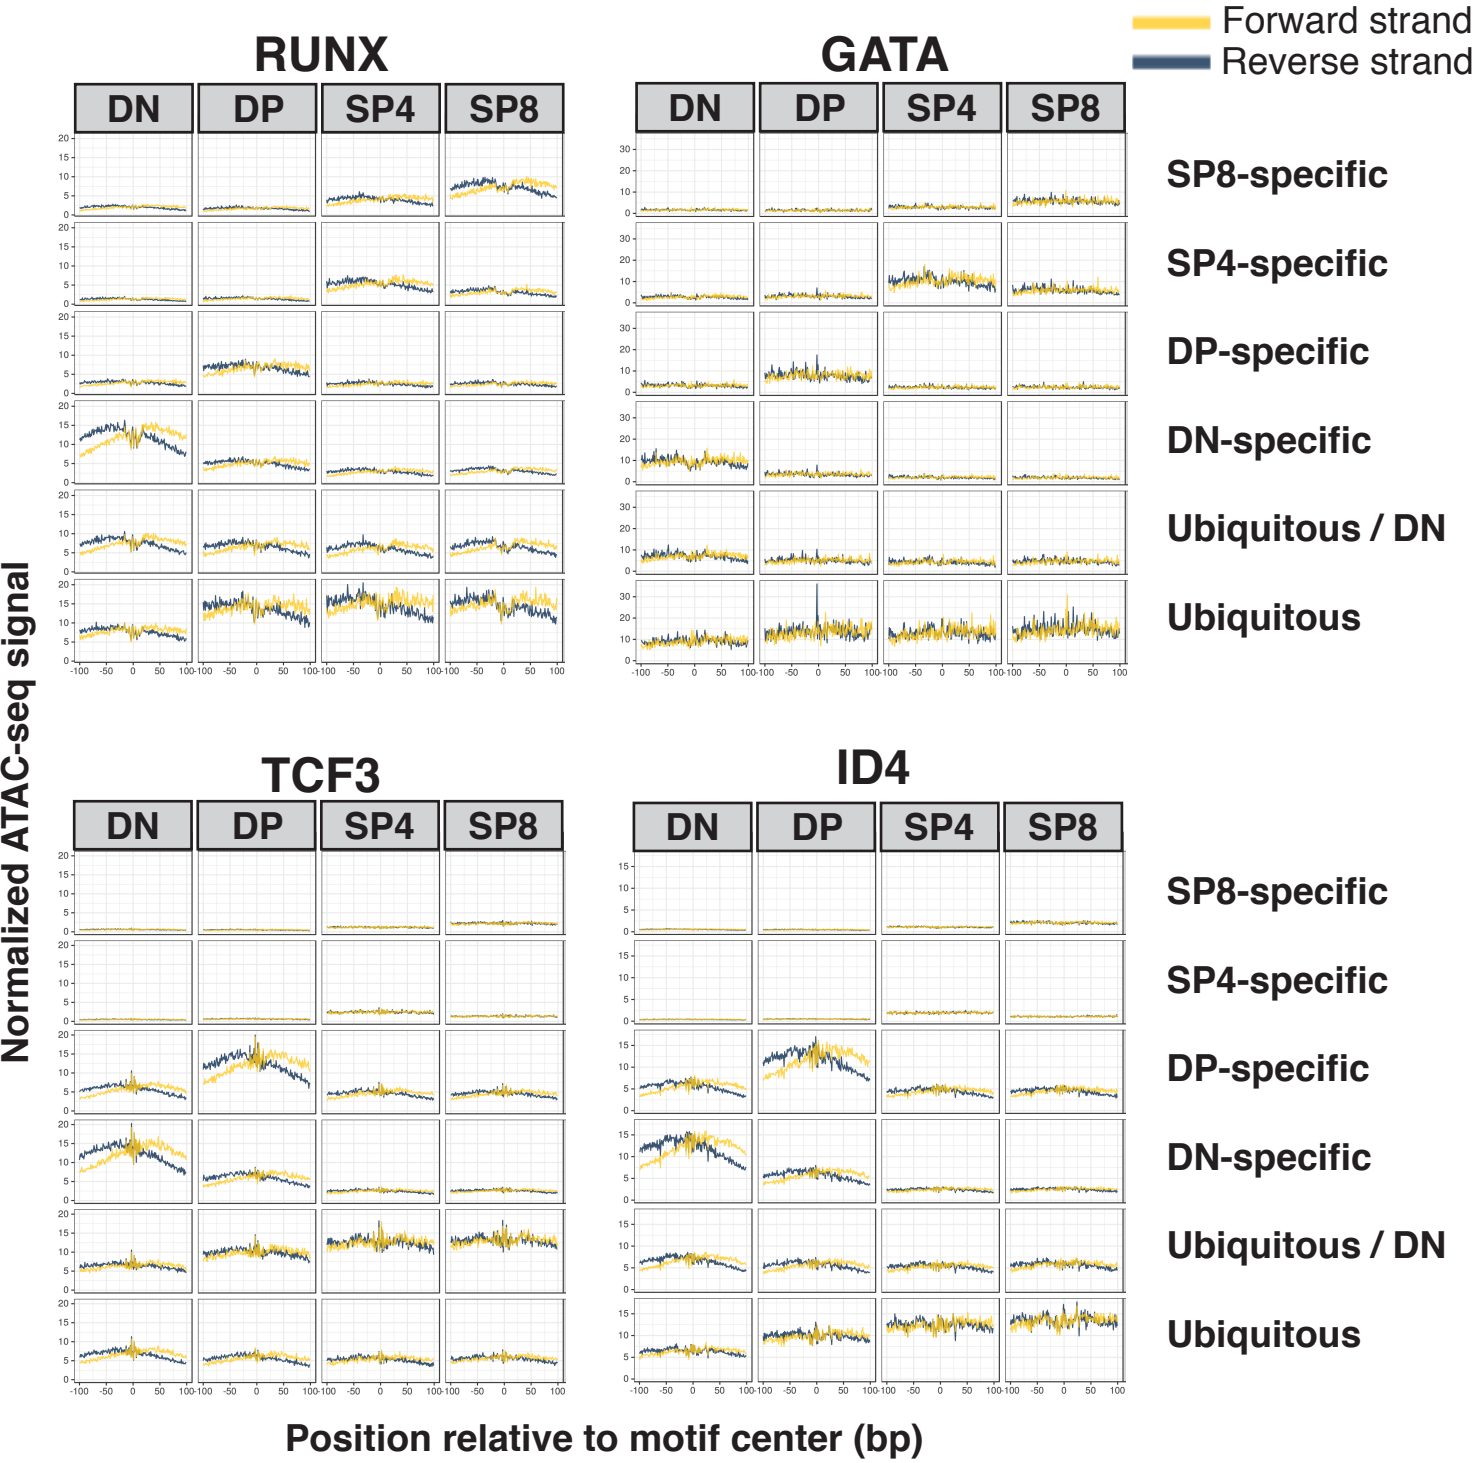

**Supplementary Figure S12. HOMER motif enrichment analysis.** HOMER known motifs that were called as significant in each of the clusters are plotted with their enrichment values in the color scale.

Supplementary Figure S12

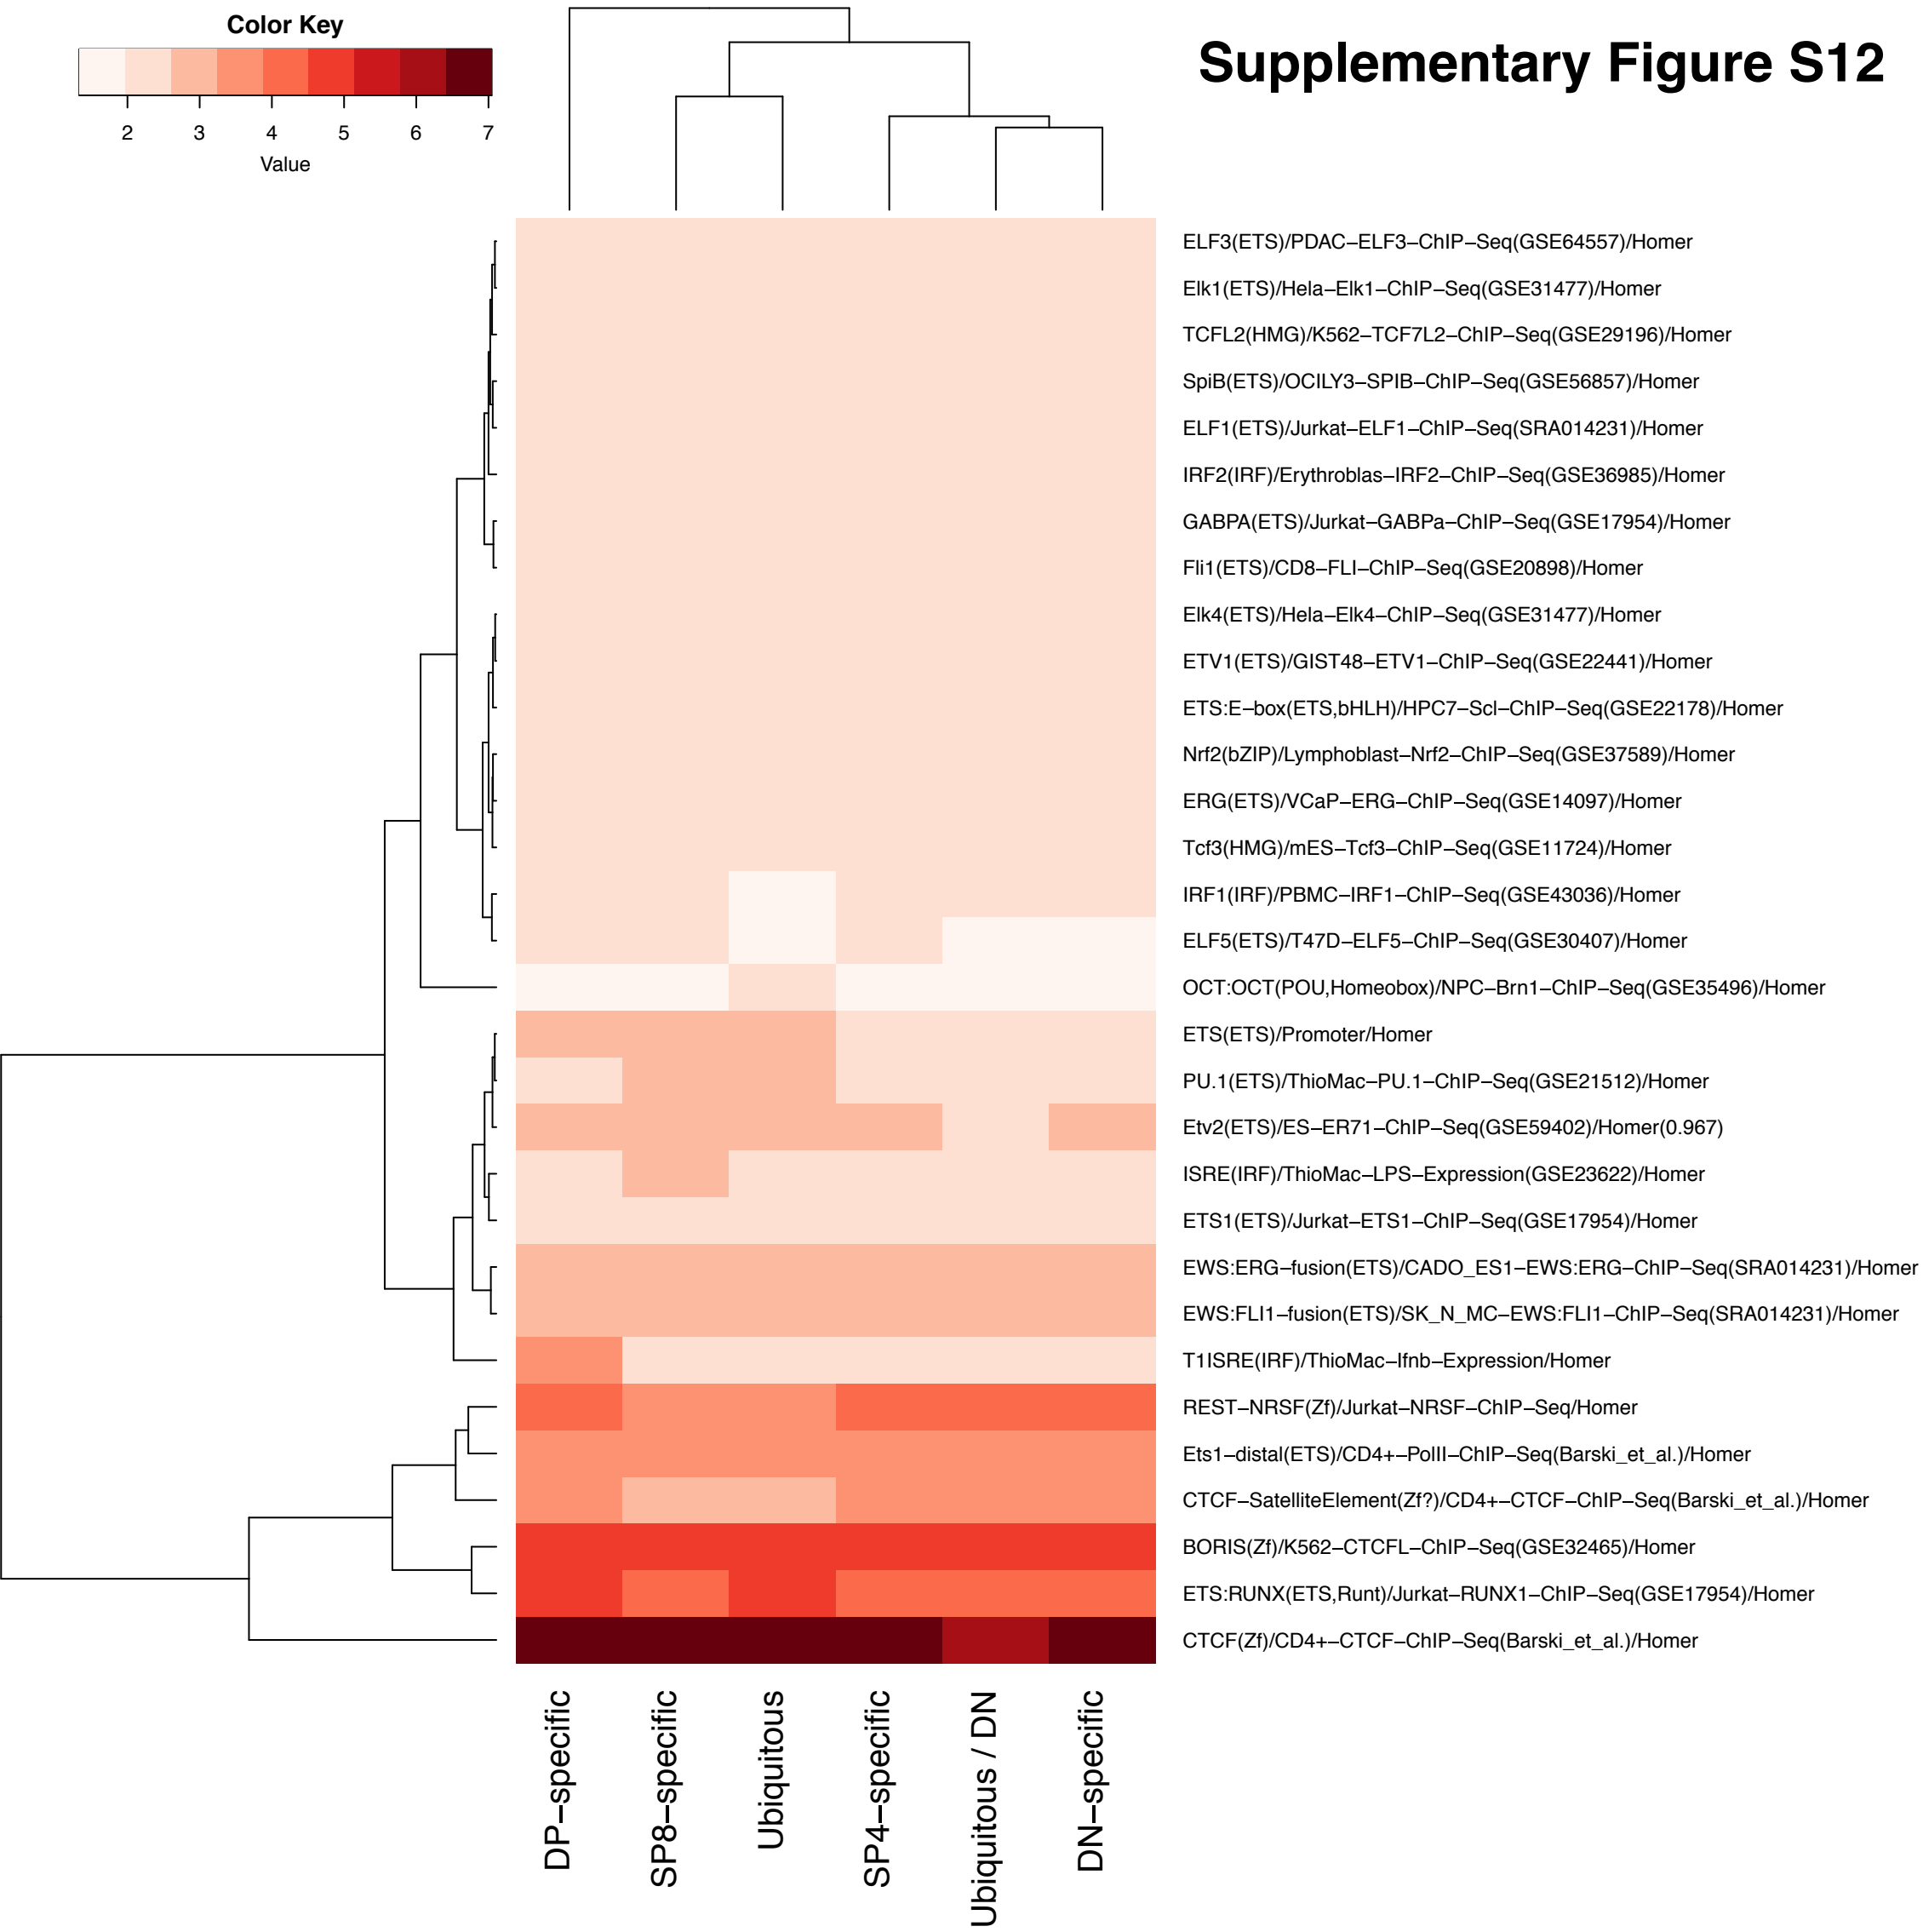

## Supplementary References

1. Yue, F. *et al.* A comparative encyclopedia of DNA elements in the mouse genome. *Nature* **515**, 355-364 (2014).
2. Sawada, S. & Littman, D. R. Identification and characterization of a T-cell-specific enhancer adjacent to the murine CD4 gene. *Mol Cell Biol* **11**, 5506-5515 (1991).
3. Siu, G., Wurster, A. L., Duncan, D. D., Soliman, T. M. & Hedrick, S. M. A transcriptional silencer controls the developmental expression of the CD4 gene. *EMBO J* **13**, 3570-3579 (1994).
4. Wurster, A. L., Siu, G., Leiden, J. M. & Hedrick, S. M. Elf-1 binds to a critical element in a second CD4 enhancer. *Mol Cell Biol* **14**, 6452-6463 (1994).
5. Chong, M. M. W. *et al.* Epigenetic propagation of CD4 expression is established by the Cd4 proximal enhancer in helper T cells. *Genes Dev* **24**, 659-669 (2010).
6. Kakugawa, K. *et al.* Essential Roles of SATB1 in Specifying T Lymphocyte Subsets. *Cell Rep* **19**, 1176-1188 (2017).
7. Zou, Y. R. *et al.* Epigenetic silencing of CD4 in T cells committed to the cytotoxic lineage. *Nat Genet* **29**, 332-336 (2001).
8. Leung, R. K. M. *et al.* Deletion of the CD4 silencer element supports a stochastic mechanism of thymocyte lineage commitment. *Nature Immunology* **2**, 1167 (2001).
9. Taniuchi, I., Sunshine, M. J., Festenstein, R. & Littman, D. R. Evidence for distinct CD4 silencer functions at different stages of thymocyte differentiation. *Mol Cell* **10**, 1083-1096 (2002).
10. Hostert, A. *et al.* A region in the CD8 gene locus that directs expression to the mature CD8 T cell subset in transgenic mice. *Immunity* **7**, 525-536 (1997).

11. Hostert, A. *et al.* A CD8 genomic fragment that directs subset-specific expression of CD8 in transgenic mice. *J Immunol* **158**, 4270-4281 (1997).
12. Ellmeier, W., Sunshine, M. J., Losos, K., Hatam, F. & Littman, D. R. An enhancer that directs lineage-specific expression of CD8 in positively selected thymocytes and mature T cells. *Immunity* **7**, 537-547 (1997).
13. Ellmeier, W., Sunshine, M. J., Maschek, R. & Littman, D. R. Combined deletion of CD8 locus cis-regulatory elements affects initiation but not maintenance of CD8 expression. *Immunity* **16**, 623-634 (2002).
14. Garefalaki, A. *et al.* Variegated expression of CD8 alpha resulting from in situ deletion of regulatory sequences. *Immunity* **16**, 635-647 (2002).
15. Harker, N. *et al.* The CD8alpha gene locus is regulated by the Ikaros family of proteins. *Mol Cell* **10**, 1403-1415 (2002).
16. Sato, T. *et al.* Dual functions of Runx proteins for reactivating CD8 and silencing CD4 at the commitment process into CD8 thymocytes. *Immunity* **22**, 317-328 (2005).
17. Bilic, I. *et al.* Negative regulation of CD8 expression via Cd8 enhancer-mediated recruitment of the zinc finger protein MAZR. *Nat Immunol* **7**, 392-400 (2006).
18. Bouvier, G. *et al.* Deletion of the mouse T-cell receptor beta gene enhancer blocks alphabeta T-cell development. *Proc Natl Acad Sci U S A* **93**, 7877-7881 (1996).
19. Bories, J. C., Demengeot, J., Davidson, L. & Alt, F. W. Gene-targeted deletion and replacement mutations of the T-cell receptor beta-chain enhancer: the role of enhancer elements in controlling V(D)J recombination accessibility. *Proc Natl Acad Sci U S A* **93**, 7871-7876 (1996).

**Supplementary Table 1:- ATAC-seq reads**

percent\_overlap\_size\_annotation

Supplementary Table 3: GAT footprints

How the deposited data were processed for this re-analysis (not part of the article)

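Open chromatin was measured by ATAC-seq in DN, DP, SP4 and SP8 thymocytes of 4 mice, 16 libraries in all. Mouse4144 and Mouse300 formed experiment 1 and Mouse4220 and Mouse302 experiment 2, with 50000 and 100000 cells per library. The stage of each peak list came from the sample labels and the stages named in the paper.

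The authors trimmed the reads, aligned them to mm10 with BWA, removed duplicates with Picard, kept properly paired and uniquely mapped reads of high mapping quality, capped each library at the median depth of all libraries, pooled the 4 mice of each stage and called peaks with MACS2 at 5% FDR. The deposited lists give the chromosome, start, end and summit position of each peak. The score of a peak is the caller's own value, as the authors deposited it, and follows the q-value. The fold enrichment at the summit, a ratio over the local background, was also computed by the authors. The −log10 q-value of each peak was deposited by the authors as MACS2 gave it. Peaks were called on pooled reads, so no value has a replicate error, and no test between stages treats mice as replicates. The libraries behind the lists held 24178547 to 133561133 reads before the cap, by Supplementary Table S1. Pooling hides differences between mice, the cap makes the depth of the stages similar, and a region without a peak at a stage may hold signal under the threshold. Counts of reads per region were not used here, so the clusters, the footprints, the GAT and gene ontology enrichments, the correlations between replicates and the comparison with DNase-seq were not analysed here.

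All coordinates are those of mm10 (GRCm38), counted from 1. Chromosome names and lengths of the lists were checked against the reference sequence, and no peak reached past the end of a chromosome. The genome length was the sum over the 66 sequences of the primary assembly and the mitochondrial genome, 2730871774 bp. Genes, exons and TSSs came from GENCODE M21 and RefSeq together (251533 transcripts), in place of the UCSC and RefSeq genes that the paper combined. The nearest gene of a region was sought only among protein-coding, T cell receptor and immunoglobulin genes of GENCODE M21, so a noncoding transcript may lie closer. A promoter was the 200 bp upstream of a TSS, the length used in the paper, and an overlap was at least 1 bp. A peak at an exon but no promoter was counted as exonic, and a peak at neither as distal. Shares are given with 95% Wilson intervals, which cover counting error only.

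Peaks of the 4 lists were merged with bedtools 2.31.1 where they shared at least 1 bp, and regions were classed by the stages at which they were called. As an alternative to these classes, *k*-means (sklearn 1.9.0, 6 clusters, 20 starts) was run on the percentile of fold enrichment within each list, 0 where no peak was called, divided by the highest value of the region. Distances to the nearest TSS were compared with the Kolmogorov-Smirnov test (scipy 1.17.1) with Bonferroni correction over 10 pairs of classes. Regions are not replicates, so the number of chromosomes with the same direction is given beside each p-value.

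Motifs were 20 consensus sequences fixed from the paper's motif names and general knowledge of the factors, matched on both strands without mismatch. Regions with and without a match were compared with Fisher's exact test and Benjamini-Hochberg adjustment over 80 tests, and matches per kb as a log2 ratio. A consensus is stricter than a position weight matrix and misses degenerate sites. The rule that a higher or lower share be set beside the direction of the matches per kb was added after the values were seen.

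Lists of 10 marker genes each for cell types that a DN sort could let through (B cell, myeloid, erythroid, dendritic cell, natural killer and innate lymphoid, gamma delta T cell, fibroblast, endothelial and thymic epithelial), for early thymic progenitor and late DN cells, and for 4 controls (neuron, hepatocyte, cardiomyocyte and spermatocyte) were written before the lists of peaks were opened. DN-only regions within a gene or 50 kb of it were counted per list and compared with 10000 random lists of as many genes, matched on the number of regions of all stages, by a two-sided permutation test with Benjamini-Hochberg adjustment over 15 lists.

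The regulatory elements, genes and regions named in the text follow a rule. They are the elements the paper names at *Cd4*, *Cd8a* and *Cd8b1*, *Trb* and *Gata3*, these genes, and for each stage the 3 single-stage regions with the highest rank by q-value. Element positions were read by eye from the paper's figures. The motifs named follow the factors the paper discusses, and any other feature is marked as chosen after its values were seen. The values of a further motif are not reported here.

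The scripts were tested on simulated lists with known answers. All 20000 of 20000 simulated sites received their true set of stages, 500 of 500 distances equalled a search of every TSS, and 800 of 800 planted motif matches were found, with 0 of 19 other motifs called. Of 100 simulated marker lists with doubled regions 98 passed the threshold of 0.05, and of 100 lists with no change 6 did. Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9 were used for the remaining steps.

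Alternatives covered the q-value (at most 0.01 or 0.001), distinct intervals, autosomes only, the genome without gaps, other overlap rules, peaks merged within 200 bp, equal numbers of peaks per list, other promoter definitions and transcript sets, summits in place of peaks, numbers of regions in place of base pairs, *k*-means classes, distances from midpoints, elements widened by 200 bp, ranks by q-value or score, motif windows of 100 bp, distal regions only, backgrounds matched on GC content in bins of 2%, and a flank of 10 kb at marker genes. Overlap segments, RefSeq curated or GENCODE basic transcripts only, promoter overlaps counted one by one, and a background of other single-stage regions were added after the data were seen.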

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

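The tests of list length and of pooled reads in this part were chosen only after the results were seen. Those of peak rank and of the AP-1, IRF and NFAT motifs were chosen earlier.

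The DP library of Mouse300 held 133561133 reads after the authors' filters, against 26266581 for the lowest DP library and a median of 33951172 at this stage. Its gap to the next library, divided by the range of the 4 DP libraries, was 0.897, above Dixon's critical value for 4 samples. Of 4 stages tested, 1 passed that value, and chance gives about 1 in 20 groups. At SP4 the highest library was also that of Mouse300, with 46752311 reads and a gap ratio of 0.700, under the critical value. The test asked whether the extra reads were carried into the DP list. Without a cap the DP libraries sum to 227730059 reads, far above the highest pooled depth that the paper states, while with each library capped at the median they sum to 125800443, so the tables argue against it. The DP list is also not the longest. The mouse is not a condition of the design, so no biological explanation was tested, and why this library was sequenced more deeply was not tested.

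A set of 7539 merged regions was called at DN, SP4 and SP8 but not at DP, a pattern that the paper does not discuss. It was the largest of the sets of 3 stages, ahead of the sets without SP8 (5837 regions), without SP4 (4172) and without DN (3286). The lists differ in length, and with equal numbers of peaks per list the set without DP held 4675 regions and that without DN 7160, so the lead over the set without DN may come from the longer DN list. The lead over the other sets stayed with equal lists, at 1.19 times the larger of them (3933 without SP4 and 3514 without SP8). Unequal lengths therefore do not account for all of that part, but the lead over the set without SP4 became smaller with equal lists.

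Weak peaks that the DP list missed by chance are another candidate explanation for the set without DP. Such peaks would rank no higher at the other 3 stages than those of the other sets of 3 stages. The median percentile of fold enrichment was higher, with a 95% bootstrap interval above 0, in 3 of 6 comparisons. At SP4 it was 10.6 points above the set without SP8, and at SP8 14.9 points above the set without SP4 and 4.53 above the set without DN. At SP4 the difference from the set without DN was 0. At DN the differences were -0.84 (set without SP4) and -8.48 (set without SP8). The comparisons went both ways, so missed weak peaks and regions closed at DP cannot be told apart for the whole set.

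A biological hypothesis is that these regions hold binding sites of factors active before and after the DP stage. In windows of 100 bp around summits, all 3 motifs named before the test had more matches in the 7539 regions than in the 13295 regions of the other sets of 3 stages. By Fisher's exact test with Benjamini-Hochberg adjustment, the log2 ratio of matches per kb was 2.18 for IRF (adjusted p = 9.35e-28), 1.59 for NFAT (adjusted p = 1.27e-05) and 0.48 for AP-1 (adjusted p = 9.11e-05). Other motifs, chosen after their values were seen, were also more frequent, with log2 ratios of 2.25 for PBX, 1.47 for CTCF and 1.06 for RUNX. Fewer matches were found for the E-box (-1.33), ETS (-1.64) and MAF (-3.88). The MAF value rests on 1 match in the 7539 regions, so its size is uncertain. Since CTCF and RUNX matches also differed, the higher number of matches is not particular to the 3 motifs. All regions of the background were called at DP, so DP motifs rarer in the set without DP are part of the same contrast. The hypothesis remains open beside that of missed weak peaks.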

How the results depend on the processing

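The alternatives were set before the data were examined, except overlap segments, RefSeq curated or GENCODE basic transcripts, promoter overlaps counted one by one and the background of other single-stage regions, which were chosen after seeing the data. Each alternative changed a single choice, except the count of each promoter overlap. That count changed the transcript set, to GENCODE basic transcripts, as well as the counting rule. The effect of the counting rule alone cannot be read from its difference to the main shares. No paired analysis was possible because the peak lists pool the 4 mice of each stage.

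The numbers of peaks per stage, the ratio of DN to SP4 peaks (1.30 to 1.31) and the number of regions called at all 4 stages (57538 to 73177) stayed within 1.5 times their values at the claims under every alternative run for them. Distinct intervals and autosomes only changed nothing. The Kolmogorov-Smirnov statistics of TSS distance (0.162 to 0.239) stayed past the corrected threshold in the same direction. The number of peaks at the named elements was 78 or 79, and that of elements with a peak at all 4 stages 9 or 10. The comparisons of stages at *E4p*, *E4m* and *S4* kept their direction when peaks were ranked by q-value or score, and none of the 15 marker lists passed an adjusted p of 0.05 under any alternative. Of 523 values recomputed, 301 were the same by these criteria, 171 moved, 17 were weaker, 3 stronger and 31 reversed. Of the 292 that belong to single motifs, marker lists, elements and median distances, 198 were the same, 43 moved, 17 were weaker, 3 stronger and 31 reversed, so that all the reversed values are in this group. The median distances to a TSS moved in 25 of 36 cases. With RefSeq curated transcripts they were 11855 bp for regions called at all 4 stages and 18958 to 23938 bp for the other classes, and with protein-coding transcripts 9574 bp and 15454.5 to 19417.5 bp, since fewer TSSs lie farther apart. The other alternatives gave 2981 to 3376 bp and 5060 to 7419 bp. The shared regions had the shortest median in each setting.

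The share of the genome covered moved by more than its narrow binomial interval under each alternative, to 1.63% (DN), 1.22% (DP), 1.31% (SP4) and 1.26% (SP8) with a q-value of at most 0.01, to 1.62%, 1.21%, 1.30% and 1.25% with at most 0.001, and to 1.68%, 1.26%, 1.36% and 1.30% over the sequence without gaps. The first pair of alternatives remove peaks and the other shortens the genome. With equal numbers of peaks per list, DN-only regions fell from 40393 to 17311, since the DN list loses the most peaks, and the other single-stage classes stayed within 1.5 times.

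The shares of peaks at promoters, exons and distal sites moved with every definition, in the order DN, DP, SP4 and SP8 below. With promoters of 1000 bp, promoters held 21.5%, 23.9%, 22.2% and 23.6%, exons 12.3%, 12.0%, 11.4% and 11.6% and distal sites 66.2%, 64.1%, 66.4% and 64.7%. With promoters from 200 bp upstream to 200 bp downstream, promoters held 17.3%, 20.0%, 18.1% and 19.6%, exons 12.2%, 11.8%, 11.4% and 11.5% and distal sites 70.5%, 68.2%, 70.5% and 68.9%. With protein-coding transcripts only, promoters held 11.3%, 13.8%, 12.4% and 13.6%, exons 10.2%, 10.1%, 9.27% and 9.52% and distal sites 78.5%, 76.1%, 78.3% and 76.8%. With the summit in place of the peak, promoters held 9.22%, 11.0%, 10.5% and 11.4%, exons 14.6%, 15.0%, 13.5% and 13.8% and distal sites 76.2%, 74.0%, 76.0% and 74.7%. With RefSeq curated transcripts, promoters held 9.33%, 11.8%, 10.7% and 11.7%, exons 9.63%, 9.52%, 8.51% and 8.83% and distal sites 81.0%, 78.7%, 80.8% and 79.4%. With GENCODE M21 basic transcripts, promoters held 10.8%, 13.3%, 12.1% and 13.3%, exons 11.0%, 10.9%, 9.90% and 10.3% and distal sites 78.2%, 75.8%, 78.0% and 76.5%. Counting each overlap with the promoter of a basic transcript gave 19.9%, 25.6%, 23.2% and 25.6%. A longer promoter takes in more peaks, and fewer transcripts or a single base per peak take in less, by construction. DN had the lowest promoter share in each of these settings, and a q-value of at most 0.01 left all the shares within their intervals.

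The share of the merged territory moved with equal numbers of peaks per list to 58.2% (all 4 stages), 24.0% (2 or 3 stages), 7.80% (DN-only), 3.49% (DP-only) and 3.01% (SP8-only). Counted as numbers of regions, the shares were 34.1%, 27.4%, 21.7%, 5.17%, 7.39% (SP4-only) and 4.21%, because shared regions are wider (a median of 465 bp, against 125 to 229 bp). With *k*-means on ranks, the corresponding clusters held 52.2% (all 4 stages), 10.1% (DN and DP), 18.5% (DN), 4.50% (DP), 8.17% (SP4) and 6.46% (SP8). In each setting the shared class was the largest and DN the largest of the single-stage classes.

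Ranked by q-value, the *E4p* peak at DP, the *E4m* peak at SP4 and the *S4* peak at SP8 moved from percentiles of 91.7, 94.7 and 88.2 to 99.7, 99.1 and 98.2, and ranked by score to 99.7, 99.1 and 98.2. The cause was not tested.

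The number of motifs with a higher share of matches rose from 0, 1, 0 and 0 to 5 (DN), 3 (DP), 7 (SP4) and 5 (SP8) in windows of 100 bp around summits, where both classes have one width, and that with a lower share fell to 10, 6, 9 and 6. Longer regions have more chances of a match, by construction. Against other single-stage regions the higher numbers were 10, 3, 8 and 4 and the lower 4, 11, 7 and 8, and the cause was not tested.

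Some log2 ratios of motif matches per kb changed sign. In windows of 100 bp they were -0.16 for TCF7/LEF1 at DN, -0.45 for RUNX at SP8, 0.10 for SOX at SP4, -0.14 for PKNOX at DN and -0.20 for PKNOX at SP8. In distal regions they were -0.049 for TCF7/LEF1 at DN, -0.082 for RUNX at SP8, -0.25 for GATA at SP8, -0.40 for SOX at SP8, -0.28 for PBX at DN, -0.12 for PKNOX at DN, -0.14 for PKNOX at SP8 and 0.87 for EGR at SP8. With a background matched on GC content they were -0.083 for GATA at SP8 and -0.0052 for PKNOX at SP8. Against other single-stage regions they were 0.59 for CTCF at DN, 0.97 for CTCF at SP8, -0.55 for TCF7/LEF1 at DN, -0.059 for TCF7/LEF1 at DP, -0.61 for RUNX at SP8, -0.13 for GATA at DN, -0.33 for GATA at SP8, -0.56 for PBX at DN, -0.38 for PKNOX at DN, -0.14 for PKNOX at SP8, 0.23 for EGR at DP and 0.82 for EGR at SP8. Other motifs, left out of this list and of the counts of reversed values above, also changed sign. Among them, chosen after their values were seen, ETS at DN went from 0.13 on whole regions to -0.99 in windows of 100 bp. NFAT at SP4 went from -0.13 to 0.80. The causes of these changes of sign were not tested.

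The ratio of DN-only regions near marker genes to random lists crossed 1 for gamma delta T cells with a flank of 10 kb (0.914), for dendritic cells with a q-value of at most 0.01 (0.989), and with equal numbers of peaks per list for erythroid (1.31) and cardiomyocyte genes (0.923). None of these ratios passed an adjusted p of 0.05, and the cause was not tested.

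After the cap at the median, the pools held 116924428 to 134536718 reads. A region called at a single stage can hold signal under the threshold at the others, so counts of single-stage regions depend on the threshold of the caller, which was only made stricter here.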

Differences from the paper's values

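The alternative transcript sets, the counting of each promoter overlap and the overlap segments named in this part were chosen after seeing the values.

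The paper reports that 27% (DP), 24% (SP4) and 26% (SP8) of peaks overlapped a promoter, and the lists gave 17.5%, 15.9% and 17.3%. The paper combined UCSC and RefSeq genes, by the legend of Supplementary Fig. S4, while GENCODE M21 and RefSeq were combined here. Of the alternatives set before the data were examined, a promoter of 1000 bp (23.9%, 22.2% and 23.6%) and one from 200 bp upstream to 200 bp downstream (20.0%, 18.1% and 19.6%) came within 1.5 times the paper's values. Protein-coding transcripts only (13.8%, 12.4% and 13.6%), a q-value of at most 0.01 (17.6%, 16.0% and 17.3%) and the summit in place of the peak (11.0%, 10.5% and 11.4%) did not. Counting each overlap with the promoter of a GENCODE M21 basic transcript, which was chosen after seeing the values, gave 25.6%, 23.2% and 25.6%, and 19.9% at DN against the paper's 20%. The paper's promoter, exon and distal shares at DN (20%, 10% and 73%) add to more than the whole, so what its 20% counts is not certain.

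For exons without a promoter, the paper reports 9% at DP and 8% at SP4, and the lists gave 13.9% and 13.2%. Of the alternatives set before the data were examined, a promoter of 1000 bp (12.0% and 11.4%), one of 200 bp on each side (11.8% and 11.4%) and protein-coding transcripts only (10.1% and 9.27%) came within 1.5 times. A q-value of at most 0.01 (13.9% and 13.2%) and the summit (15.0% and 13.5%) did not. RefSeq curated transcripts (9.52% and 8.51%) and GENCODE M21 basic transcripts (10.9% and 9.90%), both chosen after seeing the values, also came within 1.5 times.

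Of the total territory, the paper's ubiquitous cluster covers about 33% in Fig. 1b, read by eye, and regions called at all 4 stages covered 56.9% here. Of the alternatives set before the data were examined, only the number of regions in place of base pairs (34.1%) came within 1.5 times. A q-value of at most 0.01 (56.9%), equal numbers of peaks per list (58.2%) and *k*-means on ranks (52.2%) did not. The paper also has a cluster that combines DN and ubiquitous regions. It is not part of the 33% and was not compared here, and regions called at all 4 stages may fall in it. The paper's DP cluster covers about 11% in Fig. 1b and DP-only regions 2.32%. None of the alternatives set before the data were examined came within 1.5 times (2.26%, 3.49%, 5.17% and 4.50% with the q-value, equal lists, numbers of regions and *k*-means). The paper's SP4 cluster covers about 11% in Fig. 1b and SP4-only regions 3.44%. Numbers of regions (7.39%) and *k*-means on ranks (8.17%) came within 1.5 times, and the q-value (3.38%) and equal lists (3.41%) did not. The paper's SP8 cluster covers about 9% in Fig. 1b and SP8-only regions 1.90%. Only *k*-means on ranks (6.46%) came within 1.5 times, and the q-value (1.90%), equal lists (3.01%) and numbers of regions (4.21%) did not. The SP4 and SP8 values within 1.5 times still lay below the paper's. A share of region numbers is also not a share of territory.

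The paper's Venn diagram gives about 5600 peaks at SP4 alone in Supplementary Fig. S4c, read by eye, and 13742 SP4-only regions were found here. None of the alternatives set before the data were examined came within 1.5 times, with 13468 (q-value of at most 0.01), 11784 (equal lists) and 10963 (peaks merged within 200 bp). Inclusion and exclusion over shared segments, chosen after seeing the values, gave 11408. In the order of the diagram's labels under which 15 of its 15 numbers fit, also chosen after seeing the values, this number belongs to SP8 alone, and it was reached there, with 5574 by inclusion and exclusion. The paper's number of peaks present at all 4 stages is 73177, against 63369 regions, a gap under 1.5 times. Segments left by intersecting the lists one after another, chosen after seeing the values, numbered 73177.

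The paper's text assigns 1.32% of the genome to DP and 1.26% to SP4, and the lists gave these values for SP4 (1.32%) and SP8 (1.26%). The paper describes the peaks outside the shared set as stage-specific, and 51024 regions were called at 2 or 3 stages. It places the *E4p* peak in its DP-specific cluster, and within the lists *E4p* ranked highest at DN (percentile 96.1, against 91.7 at DP). That rank is of the fold enrichment at the summit, and the peak was wider at DP (1099 bp) than at DN (650 bp). The paper assigns *E4p*, *E4m* and *S4* to stage-specific clusters of read signal. Here each was called at all 4 stages and fell in the cluster high at all 4 stages in *k*-means on ranks. Ranks of summit fold enrichment are a different measure from read signal over a region, so these results cannot decide the paper's assignments.

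The paper ranks SOX footprints among the most enriched at DN and DP, and SOX matches per kb on whole regions had log2 ratios of -0.13 at DN and -0.22 at DP against shared regions. In windows of 100 bp these were -0.038 and -0.33, and not past the threshold of Fisher's exact test. It ranks PBX footprints high at DP, where the log2 ratio of PBX matches was -0.79, below those at SP4 (1.00) and SP8 (1.08). In the windows it was -0.65 at DP, also not past the threshold. It ranks MAF footprints high at SP4 and SP8, where the log2 ratios of MAF matches were -1.0001 and -0.31, and -1.13 and -1.74 in the windows. These MAF values rest on few matches, 9 (SP4) and 8 (SP8) on whole regions and 8 and 3 in the windows. Footprints were not analysed here, and sequence matches are a different measure.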

Other observations

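The tests of read depth, weak peaks, list length, region width, overlap segments and Venn labels in this part were chosen only after the results were seen, and those of marker genes and peak rank earlier.

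The DN list held the most peaks, 1.44 times as many as the SP8 list. More reads behind it are argued against as the cause of this excess by the pooled reads after the cap, which were 1.00 times those of SP8. For the excess over SP4 and DP they stay open as part of the cause. The DN pool held 1.15 times the reads of SP4 and 1.07 times those of DP, beside 1.30 and 1.40 times the peaks, and no list was called at another depth. The ratio of reads to SP8 rests on a read table in which the DN and SP8 libraries of Mouse302 share the count 31185833. It would change if either count were wrong. A larger number of weak peaks at DN is argued against as the whole cause, since among peaks with a q-value of at most 1e-50 DN still held 1.13 times as many as the next stage, SP8. As part of the cause it stays open. Among peaks with a q-value of at most 1e-10 the ratio of DN to SP4 peaks was 1.31, that to DP 1.48 and that to SP8 1.36, and with at most 1e-50 they were 1.19, 1.35 and 1.13, so that much of the excess over SP8 lies in weaker peaks. With equal numbers of peaks per list, DN-only regions (17311) were still 1.36 times the next largest single-stage class, so the length of the list alone does not account for their number, although it fell from 40393.

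Cells other than thymocytes in the DN sort may add peaks. Among other lineages, the ratio of DN-only regions near marker genes to matched random lists was 1.26 for B cells, 1.26 for myeloid cells, 1.19 for natural killer and innate lymphoid cells, 1.02 for gamma delta T cells, 1.01 for dendritic cells and 0.916 for erythroid cells. Among stromal cells it was 1.43 for fibroblasts, 1.33 for endothelial and 1.09 for thymic epithelial cells. Controls of tissues outside the thymus gave 1.68 (hepatocyte), 1.36 (neuron), 1.04 (cardiomyocyte) and 0.555 (spermatocyte), so ratios of this size were also found for controls. None of the 15 lists passed an adjusted p of 0.05 in the permutation test. Each list had 8 to 10 usable genes. Doubled regions passed an unadjusted threshold in 98 of 100 simulated lists, but a smaller excess is not excluded, so cells of other types and the DN cells' own regions cannot be told apart. *Flt3* is in both the dendritic cell and the early thymic progenitor list, and the expression of these genes was not analysed here.

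The highest ratio was that of the early thymic progenitor list, 1.70, with 95 DN-only regions against 55.9 in random lists. Its permutation p was 0.0040 and the adjusted p 0.060, just short of the threshold. The late DN list had a ratio of 0.872. The hepatocyte and spermatocyte controls had unadjusted permutation p = 0.043 and p = 0.025, so 3 of 15 lists were under 0.05 before adjustment, controls among them. The ratio of the early thymic progenitor list was 1.87 with a flank of 10 kb, 1.69 with a q-value of at most 0.01 and 1.75 with equal numbers of peaks per list, and it passed the adjusted threshold under none of them. A hypothesis is that DN-only regions may include those of early progenitors, and these lists do not settle it.

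Single-stage regions were low-ranked peaks. Only 5.50% of DN-only peaks (95% interval 5.28 to 5.72%) lay above the 75th percentile of the DN list by fold enrichment. Calls near the threshold that the other lists missed may therefore make up many of the single-stage regions. True differences in openness at weak sites give the same ranks, and this stays open.

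Single-stage regions lay farther from TSSs than shared regions, and they were also narrower. Within 5 classes of region width, the median distance was larger for single-stage regions in 20 of 20 comparisons with the 4 stages, so width alone does not account for it.

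The number of shared peaks in the paper equals the 73177 segments left by intersecting the lists one after another, a test that could have given any other number. Under the labels drawn in Supplementary Fig. S4c, 3 of 15 numbers came close to the counts by inclusion and exclusion. Of 24 orders of the labels, the best made 15 of 15 numbers fit, and the next best 7. In that order the label DP holds the number of SP4, the label SP4 that of SP8 and the label SP8 that of DP. A candidate explanation is that these labels were exchanged in the diagram. The numbers were read by eye.

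The lists held 0 peaks on X or Y. In the read table, 2 libraries share one read count, 31185833, the DN and SP8 libraries of Mouse302. No explanation was tested for either. Ranked by fold enrichment, the main *TCE1* peaks had opposite orders of stages. The first was highest at DN (percentile 94.9) and lowest at DP (73.0), and the core peak highest at DP (79.4) and lowest at DN (42.6). Ranked by q-value, the orders were not opposite. The first peak was then highest at DN (99.9) and lowest at SP4 (92.3), and the core peak highest at DP (95.8) and lowest at DN (82.2). This pair was chosen after its values were seen, and with pooled lists it has no replicate check.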
